# Restricting epigenetic activity promotes the reprogramming of transformed cells to pluripotency in a line-specific manner

**DOI:** 10.1038/s41420-023-01533-8

**Published:** 2023-07-14

**Authors:** Xiuling Fu, Qiang Zhuang, Isaac A. Babarinde, Liyang Shi, Gang Ma, Haoqing Hu, Yuhao Li, Jiao Chen, Zhen Xiao, Boping Deng, Li Sun, Ralf Jauch, Andrew P. Hutchins

**Keywords:** Reprogramming, Cancer stem cells, Differentiation

## Abstract

Somatic cell reprogramming and oncogenic transformation share surprisingly similar features, yet transformed cells are resistant to reprogramming. Epigenetic barriers must block transformed cells from reprogramming, but the nature of those barriers is unclear. In this study, we generated a systematic panel of transformed mouse embryonic fibroblasts (MEFs) using oncogenic transgenes and discovered transformed cell lines compatible with reprogramming when transfected with *Oct4*/*Sox2*/*Klf4*/*Myc*. By comparing the reprogramming-capable and incapable transformed lines we identified multiple stages of failure in the reprogramming process. Some transformed lines failed at an early stage, whilst other lines seemed to progress through a conventional reprogramming process. Finally, we show that MEK inhibition overcomes one critical reprogramming barrier by indirectly suppressing a hyperacetylated active epigenetic state. This study reveals that diverse epigenetic barriers underly resistance to reprogramming of transformed cells.

## Introduction

Transformed cells and embryonic stem cells (ESCs) have a remarkable list of similarities [1]. Both cell types have a relaxed chromatin state [2], adopt a glycolysis-biased metabolism despite the availability of oxygen [3, 4], can undergo an epithelial-mesenchymal transition (EMT) [5], and form teratomas [6]. Transformed cells acquire features reminiscent of embryonic development, such as increased cellular plasticity and the upregulated expression of pluripotent genes, including *OCT4*, *NANOG*, and *SOX2* [7]. Indeed, the expression of pluripotent-specific genes in patient tumor samples correlates with poor clinical outcomes [8, 9]. For example, OCT4 expression is associated with germ cell tumors and cancer stem cells [10, 11], SOX2 expression with glioblastoma [12], and *NANOG* with colorectal [13] and prostate cancer [14].

Somatic cells can be reprogrammed into induced pluripotent stem cells (iPSCs) by the transfection of a cocktail of transgenes, particularly *Oct4* (*Pou5f1*), *Sox2*, *Klf4*, and *Myc* [15]. Curiously, despite being an artificial process, the reprogramming of somatic cells to iPSCs passes through distinct phases, reminiscent of a developmental program [16–19]. Tumorigenic transformation also passes through a series of distinct phases in a process that has similarities to somatic cell reprogramming [1, 20]. Some studies suggest direct links between reprogramming and cancer. For example, transient in vivo activation of reprogramming factors leads to tumor formation [21, 22], and cancer-associated mutations in the transcription factor *SOX17* can confer reprogramming capability to the normally incapable SOX17 [23].

There have been reports on reprogramming primary human cancer cells to an embryonic state, including cancerous cells from the liver, gastrointestinal tract, and sarcoma cell lines [24–27]. However, the bona fide reprogramming of these lines is not always clear. Blood cancer cells seem more amenable: human KBM7 cells, T cell acute lymphoblastic leukemia, acute myeloid leukemia [28–31], lymphoblastoid cells [32, 33], and chronic myeloid leukemia cells [27, 34–36] all have reports of successful reprogramming. However, the process of reprogramming is inefficient and often incomplete, and transformed cells are resistant to reprogramming [31, 37]. Additionally, it is unclear how closely the iPSC-like cells resemble iPSCs. For example, the overall gene expression of the reprogrammed cancer cells remains distinct from genuine ESCs/iPSCs [26, 32, 38]. A significant problem is the reprogramming of untransformed bystander cells from primary cancer tissues [31, 39]. Finally, the efficiency of reprogramming transformed cells is much lower than wildtype reprogramming. This is a curious contradiction. Considering the similarities between cancer cells and iPSCs and the pathways used to generate them, it seems that reprogramming should be easier in transformed cells as they have reduced barriers to cell-type conversion. A deeper understanding of the relationship between reprogramming and tumorigenic transformation may shed light on mechanisms of cell type control in cancer development. Additionally, reprogramming transformed cells to a normal iPSC-like state can model cancer development as tumorigenesis can be studied not only in the tissue type where the tumor originated but also in other cell types [29, 31]. These models could be used to explore the earliest stages of cancer development that are usually hidden in humans.

To explore the epigenetic barriers blocking the reprogramming of transformed cells, we generated a panel of ten artificial transformed mouse cell lines. Seven of these lines can acquire OCT4-GFP+ reporter expression and pluripotent characteristics using a conventional OSKM-reprogramming protocol, albeit at very low efficiency. Of the remaining three reprogramming-incapable lines, we show that the defects in reprogramming are line-specific. Reprogramming is a phased process and some lines fail in the early phases, others in the later phases. Compared to wildtype cells, the reprogramming-incapable lines show a heightened ‘hyperactive’ chromatin state and demonstrate global increases in chromatin accessibility and histone acetylation. Some of the transformed lines could be converted to reprogramming-capable by inhibiting MEK signaling which moderates the active chromatin state and leads to decreased histone acetylation.

## Results

### Transformed mouse cell lines are resistant to reprogramming

To explore reprogramming in transformed cell lines we first reprogramed established mouse cell lines that were either spontaneously transformed or derived from a primary tumor. We chose three mouse cell lines: 3T3-L1, a spontaneously immortalized fibroblastic cell line; 4T1, a metastatic breast tumor cell line; and N2a (Neuro-2a), a neuroblastoma cell line (Fig. 1a). We attempted to reprogram these cell lines using OSKM in serum+Vc (Vitamin C). Vc was added to all reprogramming conditions, unless otherwise indicated, to accelerate reprogramming [40]. The 3T3-L1 and 4T1 (but not the N2a) cells formed colonies that morphologically resembled iPSCs on day 15 (Fig. 1a). We did not attempt to reprogram for longer than 15 days as the transformed cell lines grow rapidly and outcompeted the morphological iPSC-like colonies. Low levels of NANOG protein could be detected by immunofluorescence in some 3T3-L1 colonies, but not in 4T1 cells (Fig. 1b). We manually picked the iPSC-like colonies to establish iPSC lines. However, contaminating non-reprogrammed 3T3-L1 and 4T1 cells would outcompete iPSC-like colonies, and based on morphology, the cultures would revert to homogenous 3T3-L1 or 4T1 cultures within one passage. To select for reprogramming cells we used a system involving ICAM and CD44 staining as ICAM+/CD44- cells correlate with the expression of NANOG [41]. We detected small numbers of ICAM+/CD44- cells (~1–1.5%) at day 15 of reprogramming in 3T3-L1 and 4T1, but not N2a cells (Fig. 1c, d and Supplementary Table 1 for this and subsequent figures). qRT-PCR of the ICAM+/CD44- cells indicated that *Esrrb* and *Nanog* were upregulated in the 4T1, and *Essrb*, *Nanog*, and endogenous-*Pou5f1* in 3T3-L1 (Fig. 1e). However, when the sorted cells were replated, they rapidly reverted to the original cell type morphology and there was no evidence of iPSC-like cells (Fig. 1f). Whilst there was some evidence of NANOG protein in the 3T3-L1 cells, there was no expression of NANOG in the 4T1, despite some cells being ICAM+/CD44− (Fig. 1b–d). ICAM+/CD44− cells correlate closely with NANOG expression, however, there was not a perfect match in the original study, and some cells remained ICAM+/CD44−/NANOG- [41]. Our reprogrammed cells are likely failing to commit to a pluripotent state. Potentially, reprogramming for longer than 15 days may allow the derivation of iPSC-like cells if appropriate cell culture and sorting conditions could be designed to select reprogrammed cells.

**Fig. 1:**
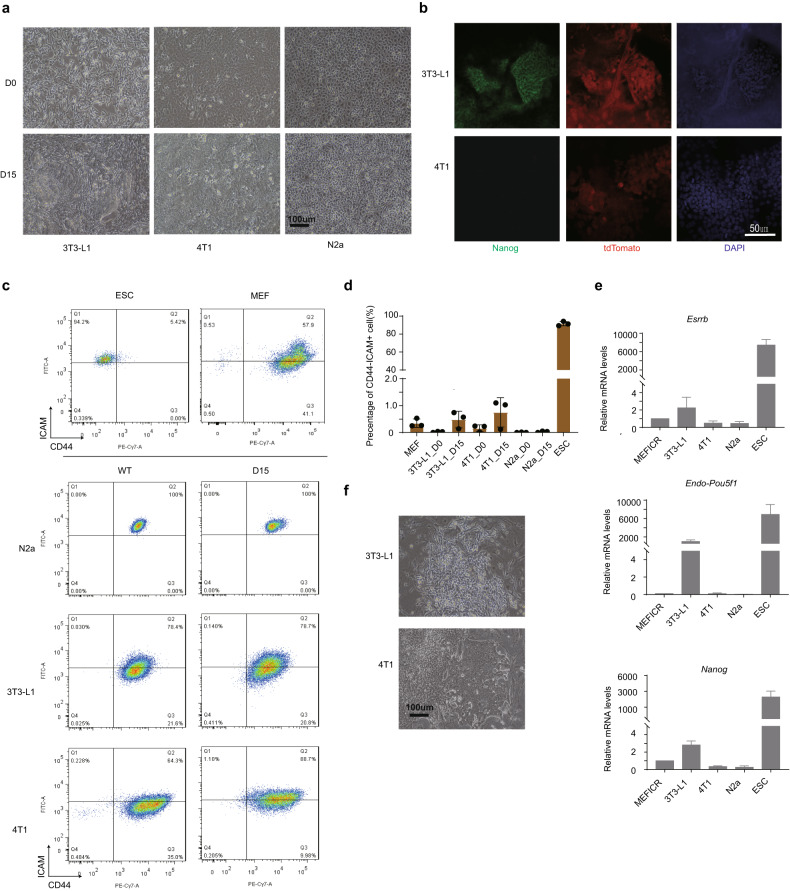
Transformed cell lines are highly resistant to reprogramming. **a** Bright-field images of the reprogramming of 3T3-L1, 4T1, and N2a cell lines in serum+Vc reprogramming conditions. Images are shown from day 0 (D0) or day 15 (D15) of the reprogramming experiment. Morphologically iPSC-like cells can typically be observed at day 15 and onwards in wildtype reprogramming. Scale bar = 100 µm. **b** Fluorescent microscopy images for NANOG and tdTomato expressed from the OSKM transgene cassette for the reprogramming of 3T3-L1 and 4T1 cells, from two biological replicates with three images per slide. Scale bar = 50 µm. **c** Example FACS (fluorescent activated cell sorting) plots for wildtype MEFs and mESCs and cells from a reprogramming time course at day 0 or 15 from 3T3-L1, 4T1, and N2a cells. **d** Bar chart of the percentage of ICAM+/CD44− sorted cells in the indicated cell lines at day 0 or day 15 of reprogramming. Data is from the mean of three biological replicates. **e** RT-qPCR showed the indicated gene expression from pooled cultures of the sorted ICAM+ and CD44− cells from the indicated cell lines five days after replating. The mean of four biological replicates, each with three technical replicates ± s.d. is shown. **f** Bright-field images of the sorted ICAM+ and CD44− cells from the indicated cell lines five days after replating. Scale bar = 100 µm.

### Untransformed MEFs senesce and fail to reprogram

Wildtype MEFs can only reprogram at early passages [42], and efficiency declines rapidly before complete failure after passage 4 (Fig. S1a) [43]. RNA-seq of MEFs from passages 1-6 revealed changes in cell cycle genes, including the downregulation of cyclins and other positive cell cycle regulators and the activation of cell cycle inhibitors, particularly *Cdkn1a* (Fig. S1b). 

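RNA from 11 cultures of wildtype ICR MEFs was sequenced, 1 culture at passage 1 and 2 at each of passages 2 to 6. The authors deposited 1 table for all RNA samples of the study, with a normalized tag count (NTC) for each gene and repeat family. The submitters' notes name STAR 2.7.10a for alignment to mm10 and DESeq2. All values are whole numbers, the highest value is 301944 in every sample and the median is 210 in every sample. The values of the samples at any 1 rank differed by 7 NTC at most, so the table holds quantile-normalized values. The totals, 18265549 to 18281514 NTC per sample with a median of 18275976.5, are therefore fixed by the normalization. The sequencing depth of a sample cannot be read from them, and a change shared by most genes would not be visible. Here log2(NTC + 10) was fitted with limma, using a mean-variance trend and robust variances, with 1 mean for passages 1 and 2 (n = 3), 1 for passages 3 and 4 (n = 4) and 1 for passages 5 and 6 (n = 4). The 11575 genes with at least 100 NTC in at least 2 of these samples were tested. A gene was called when it changed at least 2-fold with a Benjamini-Hochberg adjusted p under 0.01, and changes are passages 5 and 6 against passages 1 and 2.

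Cdkn1a averaged 1813 ± 342.5 NTC (SD, n = 3) at passages 1 and 2 and 4730 ± 819 NTC (SD, n = 4) at passages 5 and 6. Its log2 fold change was 1.38 (standard error 0.19, adjusted p = 0.00155). Without 1 early or late culture at a time, it lay between 1.22 and 1.48. Among the other inhibitors of cyclin-dependent kinases, Cdkn2a rose by 2.86 (adjusted p = 0.000396) and Cdkn2b by 1.29 (adjusted p = 0.00423) on the log2 scale. Cdkn1b fell by 1.43 (adjusted p = 0.00469) and Cdkn1c fell by 4.21 (adjusted p = 0.00498). Over the 7 inhibitors the mean change was -0.21 and the median -0.63, while limma's fry, a rotation test of whether the genes of a list move on balance one way, had the direction up (adjusted p = 0.0225). Of 21 positive regulators of the cell cycle, 12 of them cyclins and cyclin-dependent kinases, 14 had lower values late and 7 higher. Ccna2 fell by 1.04 (adjusted p = 0.00831) and was the 1 gene of that list past the threshold when adjusted over all genes, against 2 when adjusted over the list alone. Ccnb1 fell by 0.88 (adjusted p = 0.0399) and Ccnb2 fell by 1.00 (adjusted p = 0.0233), neither past the threshold. Ccnd1 rose by 1.41 (adjusted p = 0.0141). The mean change of the list was -0.28 (fry, adjusted p = 0.0958). For its cyclins and cyclin-dependent kinases alone, a list chosen after the values were seen, it was -0.12 (fry, adjusted p = 0.15), with 7 lower and 5 higher.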

We divided the samples into MEFs that could reprogram successfully (P1, P2) or failed (P5, P6) and measured significantly differentially expressed (DE) genes. 

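At passages 5 and 6, 385 genes were called higher and 293 lower than at passages 1 and 2. Of all tested genes, 27.8% had late cultures that lay entirely above or entirely below the early ones. Chance gives that pattern for 5.71% of genes with 3 cultures against 4. All 678 called genes showed it, which the call on these same cultures makes likely in itself. The genes with the largest increases were AI504432 (log2 fold change 5.89), Clec4n (5.32), 3110039M20Rik (5.10), Fcrls (4.24) and the repeat family LINE:L1:L1P5 (4.04). AI504432 was listed at 0 in the 3 early cultures and averaged 643.8 ± 304.3 NTC (SD, n = 4) in the late ones. The largest decreases were in Gpm6a (-6.21), Egfl6 (-5.34), Lum (-5.27), Megf6 (-5.15) and Sfrp2 (-5.05). Gpm6a averaged 1734 ± 213 NTC (SD, n = 3) early and 72.0 ± 144 NTC (SD, n = 4) late. With the replicate number as a block, AI504432 and Gpm6a lost their call. The counts rest on single cultures more than on any other choice: without passage 2 replicate 1 they were 63 higher and 56 lower, the largest shift of any alternative. They were 121 and 65 without passage 2 replicate 2, 145 and 131 without passage 6 replicate 1, and 198 and 139 without passage 6 replicate 2.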

In total, 337 genes were significantly upregulated and 419 significantly downregulated (Fig. S1c, d). 

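Hand-written lists of genes stood in for the ontology terms, with each list tested by fry over 11 lists. Extracellular matrix genes had a mean log2 fold change of -0.92, 33 of the 45 were lower late, and 10 were called when adjusted over all genes and 12 when adjusted over the list alone (fry, adjusted p = 0.0958). Col3a1 fell by 2.19 (adjusted p = 0.03) and Col1a1 fell by 0.80 (adjusted p = 0.257). DNA replication genes averaged -0.46, with 33 of 35 lower (adjusted p = 0.0952), and DNA repair genes -0.40, with 27 of 32 lower (adjusted p = 0.0376). None of these lists passed an adjusted p of 0.01 by fry. The alternative that moved these lists most was the tool: camera with its preset correlation between genes, which compares a list with the other genes, gave adjusted p = 0.000596 for the matrix, 0.000144 for replication and 0.000867 for repair, the lowest of all alternatives, whose highest were 0.573, 0.573 and 0.57. With a correlation estimated from the samples, none of camera's list calls in these cultures or in the transformed lines held.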

Gene ontology (GO) and gene set enrichment analysis (GSEA) of the differentially expressed genes indicated that the downregulated genes were related to the cell cycle and extracellular matrix. 

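Of 15 markers of senescence, 11 secreted factors with Cdkn1a, Cdkn2a, Cdkn2b and Glb1, 11 were higher at passages 5 and 6. Their mean log2 fold change was 0.63 and fry gave an adjusted p of 0.000498, with 3 genes called when adjusted over all genes and 7 when adjusted over the list alone. The adjusted p was 0.0133 when the passage 3 and 4 cultures were left out of the fit, within a range of 0.000139 to 0.158 over all alternatives. The highest came from the 11 secreted factors alone, an alternative chosen after the values were seen, with a mean of 0.33 and 7 higher. Ccl2 rose by 1.18 (adjusted p = 0.0352) and Il6 by 1.95 (adjusted p = 0.431). Cxcl1 changed by -0.86 (adjusted p = 0.173). Of 17 feedback targets of the MAPK pathway, 13 were higher, with a mean of 0.55 that did not pass the threshold (fry, adjusted p = 0.0785). The 2 genes called when adjusted over all genes went opposite ways, Etv4 with 1.64 (adjusted p = 0.00765) and Egr1 with -1.71 (adjusted p = 0.00219). Among the others Dusp6 rose by 0.70 (adjusted p = 0.00486, under 2-fold) and Spry2 changed by -0.33 (adjusted p = 0.27).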

Upregulated genes were related to cell migration/adhesion, MAPK activity, apoptosis, inflammation, and chemokine expression (Fig. S1e–g). 

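The paper's table lists 807 genes as MEF-senescent and 719 as reprogramming-permissive, of which 798 and 712 were found in the deposited values by identifier. Of the 791 senescent genes tested, 788 were higher at passages 5 and 6 and 281 were called higher, or 437 when adjusted over the list alone. Of the 698 permissive genes tested, 696 were lower at passages 5 and 6 and 209 were called lower, or 333 when adjusted over the list alone. The authors chose both lists on these same cultures, so these counts are not independent evidence. From the genes that changed with passage, the paper defines 1 signature for cells that have stopped reprogramming and 1 for cells that still can.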

We defined the upregulated gene set as the ‘MEF senescent signature’ and the downregulated gene set as a ‘reprogramming permissive signature’ (Supplementary Table S2).

### Generation of a panel of oncogenic transformed MEF cell lines

As the transformed cell lines have been maintained in culture for an extended period, they have accumulated genetic alterations to adapt to the cell culture environment. These changes may permanently impair their ability to reprogram. Consequently, to achieve a controlled system, we generated immortalized MEFs using 10 different combinations of factors to represent a spectrum of transformed cells. The factors were chosen to cover different methods of immortalization: oncogenic transcription factors (Myc, Hras^G12V^, Mef2d, p53DD), viral transforming factors (SV40T, E1A), anti-apoptotic factors (Bcl2), and an engineered epigenetic factor (Hdac7SA; serines at positions 178, 344, and 479 substituted with alanine, to block nuclear export) [44–46] (Supplementary Table S3). Not all of these factors could transform MEFs, and, except for SV40T, at least two factors were required for successful transformation (Fig. S2a, b). 

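RNA-seq of the transformed MEFs before reprogramming comprised 41 samples of the 10 lines, made on the ICR and the OG2 background: 6 samples each of Hdac7SA.Mef2d, Hras.E1A and SV40T, 5 each of Bcl2.Myc and Hras.Myc, 3 each of p53DD.E1A, Hdac7SA.Myc and Bcl2.E1A, and 2 each of p53DD.Myc and Hdac7SA.E1A. They are columns of the quantile-normalized NTC table, so their totals are the same to within the range given for the wildtype cultures and hold no depth. The samples of both backgrounds were pooled by line and fitted with limma together with the 11 wildtype cultures, and 13637 genes passed the filter of 100 NTC in at least 2 samples. Each line was compared with the 3 wildtype cultures of passages 1 and 2. These are ICR cells, so a difference between backgrounds is part of the comparison for OG2 samples. A gene counted as changed at 2-fold with an adjusted p under 0.01 within that line's comparison.

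The table gives the mouse genes that host the transgenes, not the viral ones. Mef2d averaged 45910 ± 12310 NTC (SD, n = 6) in Hdac7SA.Mef2d and 613.7 ± 59.9 NTC (SD, n = 3) in wildtype cultures. Hdac7 averaged 11120 ± 2253 NTC (SD, n = 6) in Hdac7SA.Mef2d, 4843 ± 2663 NTC (SD, n = 2) in Hdac7SA.E1A, 4722 ± 2731 NTC (SD, n = 3) in Hdac7SA.Myc and 930.0 ± 166.8 NTC (SD, n = 3) in wildtype. Bcl2 averaged 4592 ± 368 NTC (SD, n = 3) in Bcl2.E1A and 1034 ± 712.5 NTC (SD, n = 5) in Bcl2.Myc, against 125.7 ± 26.0 NTC (SD, n = 3). Hras rose by 2.92 on the log2 scale in Hras.E1A (adjusted p = 9.64e-11) and by 1.11 in Hras.Myc (adjusted p = 0.00519). Myc rose by 5.04 in Hras.Myc (adjusted p = 1.12e-11), by 4.08 in Hdac7SA.Myc (adjusted p = 1.92e-07) and by 4.00 in Bcl2.Myc (adjusted p = 6.49e-09).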

The immortalized cell lines were maintained for at least 1 month to remove any non-transformed background MEFs, and the continued expression of transgenes was confirmed by RNA-seq, RT-qPCR, and western blot (Fig. S2c–e). The exception was the p53DD.Myc lines, where Myc could be detected, but p53DD protein could not (Fig. S2c–e). This suggests that both transgenes are required to generate immortal MEFs, but once immortalized, p53DD becomes dispensable and Myc is sufficient.

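In the 2 samples of p53DD.Myc, Myc was at 2566 and 2570 NTC, a log2 fold change of 3.52 against wildtype (adjusted p = 6.17e-05). Trp53, the mouse gene from which the dominant-negative fragment derives, averaged 1052 ± 25.5 NTC (SD, n = 2) in that line and 1023 ± 212 NTC (SD, n = 3) in wildtype cultures, a change of 0.06 (adjusted p = 0.889). Values for the fragment alone cannot be separated from those of the whole gene in this table.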

We next looked at the features of the transformed cells. All of the immortalized MEFs proliferated faster than the wildtype MEFs (Fig. S2f). Hras.E1A, SV40T, and Hras.Myc could form tumors when injected into nude (BALB/cNj-Foxn1^nu^/Gpt) mice, whilst Bcl2.Myc and Hdac7SA.Mef2d could not (Fig. S2g, h). Hematoxylin and eosin staining of cross-sections through the tumors indicated various differentiation layers, although mainly mesoderm (Fig. S2i). Aneuploidy is a common feature of cancer, although its role in transformation remains unclear [47]. A normal karyotype is required for post-implantation embryonic development [48] but may be compatible with pluripotency [49–51]. Nonetheless, to rule out the impact of karyotype abnormalities on reprogramming capability we confirmed a normal karyotype for four of the transformed MEF lines that the study will mainly focus on (Fig. S2j).

### Transformed cell lines have a spectrum of reprogramming capability

The immortalized MEF cell lines were reprogrammed using a polycistronic lentiviral OSKM system with vitamin C (Vc), to promote reprogramming [43]. We used transformed lines derived from OG2 MEFs, which contain an Oct4-GFP reporter [43]. Surprisingly, several lines generated GFP+ colonies. Based upon the number of GFP+ colonies generated, we labeled the lines as ‘succeeding’ (Hdac7SA.Mef2d, p53DD.Myc), ‘struggling’ (Bcl2.Myc, Hdac7SA.E1A, p53DD.E1A, Hdac7SA.Myc), and ‘failing’ (Bcl2.E1A, Hras.E1A, Hras.Myc, and SV40T) (Fig. 2a, b). Reprogramming the transformed lines was less efficient than wildtype MEFs, except for the p53DD.Myc line. Complete reprogramming requires passages before the pluripotency gene expression program can be stably established. This process partially relies on the fast-dividing iPSCs outcompeting the slow-growing/senescent wild-type MEFs, however, the transformed MEFs were also highly proliferative (Fig. S2f) and would compete with the reprogrammed iPSCs. Hence, we FACS sorted the GFP+ cells and passaged them to establish iPSC lines in the absence of transformed MEFs. In a panel of marker genes (Fig. 2c), the expression of fibroblastic genes was surprisingly noisy in the transformed MEFs, suggesting transformation has a strong effect. 

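A mean of log2(NTC + 10) over 23 fibroblast genes ranged from 7.12 to 12.56 among the 41 samples of transformed MEFs, with a mean of 10.51 ± 1.81 (SD). The 6 samples of Hras.E1A were the lowest, followed by an OG2 sample of p53DD.E1A, and the 3 OG2 samples of SV40T were the highest.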

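Cdh2 averaged between 1092 NTC in Hdac7SA.Myc and 2845 NTC in p53DD.Myc, and 2455 ± 308.7 NTC (SD, n = 3) in wildtype cultures of passages 1 and 2. Hdac7SA.Myc was the 1 line in which Cdh2 was called changed (log2 fold change -1.85, adjusted p = 0.00941). Snai2 was called lower in Hras.E1A (-3.53, adjusted p = 9.57e-08) and in Hdac7SA.Mef2d (-1.82, adjusted p = 0.00301). Zeb1 and Zeb2 were called in no line by limma, and their adjusted p were lowest for Zeb1 in Hras.E1A, where it rose by 0.84 (adjusted p = 0.018). Among the epithelial genes, Pecam1 stayed at or under 35 NTC in every transformed MEF sample, while Epcam was called higher in Hras.E1A, Hdac7SA.Mef2d and Bcl2.E1A, and Cdh1 in Hras.E1A and Hdac7SA.Mef2d. The mean of log2(NTC + 10) over Cdh2, Snai2, Zeb1 and Zeb2 was 9.63 in wildtype cultures, and on the OG2 background it ran from 8.74 in Hras.E1A to 10.35 in p53DD.Myc.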

The transformed MEFs retained high expression of mesenchymal genes (*Cdh2*, *Snai2*, *Zeb1*, and *Zeb2*) and low epithelial genes (*Epcam*, *Pecam1*, and *Cdh1*), whilst the reprogrammed iPSC-like cells had the opposite pattern (Fig. 2c). The expression of the pluripotency markers was validated in the iPSC-like lines by immunofluorescence staining (NANOG), RT-qPCR (*Esrrb*, endogenous-*Pou5f1*, *Nanog*), and Western blot (SOX2 and NANOG) (Fig. S3a–c).

**Fig. 2:**
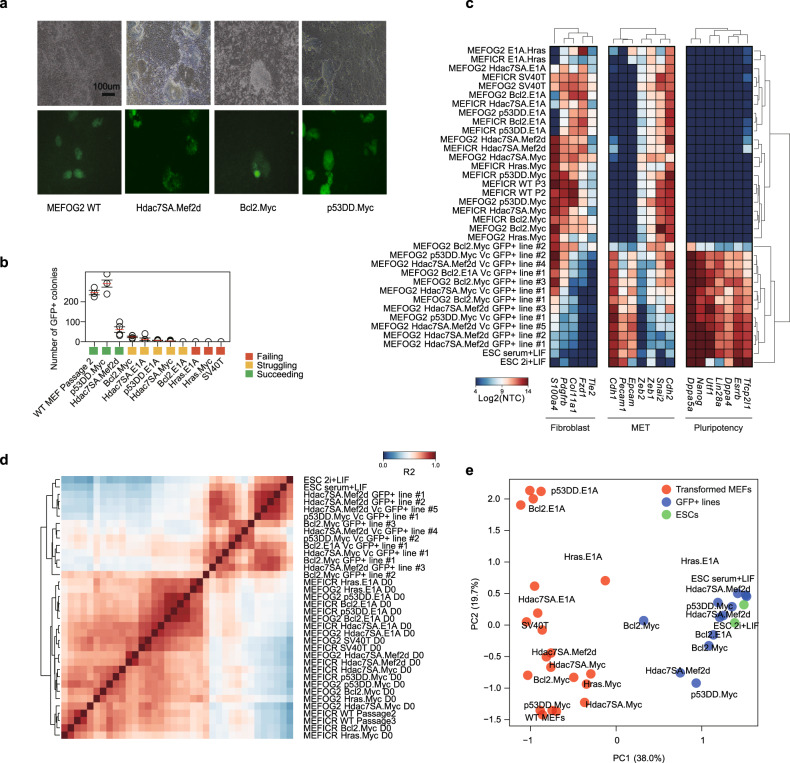
Characterization of transformed fibroblast cell lines capable and incapable of reprogramming to iPSC-like cells. **a** Representative brightfield and GFP images from reprogrammed transformed MEFs for the indicated cell lines. Scale bar = 100 µm. **b** Chart showing the number of Oct4-GFP+ colonies from the indicated transformed MEF lines. Each MEF line was at least 1 month old. Reprogramming was performed between three and five independent biological replicates (See Supplementary Table 1). Circles represent biological replicates; the red line indicates the mean and the error bars indicate the standard error of the mean (SEM). **c** Heatmap from the RNA-seq data showing the expression of a representative set of genes specific to somatic fibroblastic cells, pluripotent stem cells, or from the MET (mesenchymal-epithelial transition). NTC=normalized tag count. **d** Correlation heatmap (R^2^) of the original MEF samples and the reprogrammed GFP+ cells and ESCs. **e** PCA scatter plot showing the first two dimensions of the RNA-seq data from the original wildtype or transformed MEF lines (red) and the GFP+ cell lines (blue) and ESCs (green) maintained in serum+LIF or 2i+LIF.

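RNA-seq of 38 GFP+ lines, sorted and passaged after reprogramming, is part of the deposited NTC table. They derive from transformed MEFs, with or without an inhibitor cocktail, and 6 of them from wildtype MEFs. Each is 1 sample. The ESC samples of the paper were not used here, so the wildtype GFP+ lines serve as the pluripotent reference. A pluripotency score, the mean of log2(NTC + 10) over 21 pluripotency genes, averaged 10.20 ± 0.90 (SD, n = 38) in GFP+ lines and 3.81 ± 0.14 (SD, n = 41) in transformed MEFs. The lowest GFP+ line, at 7.37, lay above the highest MEF sample, at 4.13 (permutation test, two-sided, p = 2e-05, the smallest that its resamples can give). The GFP+ cells had been sorted by an Oct4 reporter, so a higher pluripotency score was largely given by that selection. The fibroblast score averaged 9.97 ± 1.12 (SD, n = 38) in the GFP+ lines and did not separate them from the MEFs (permutation test, two-sided, p = 0.12). The permutation tests of the pluripotency and the fibroblast score take samples of 1 line as independent, which they are not. Of 7 lines with both kinds of sample, its mean was lower in the GFP+ lines of 5 and higher in those of Hras.E1A and Bcl2.E1A.

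Principal component analysis over 14418 genes and 53 MEF samples put 37.5% of the variance on the first component. GFP+ lines lay between -8.28 and 121.9 on it and MEFs between -80.25 and -1.80, so the ranges overlapped. The second component held 14.85%.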

The reprogrammed iPSC-like lines had high levels of pluripotency genes and low levels of somatic genes (Fig. 2c), and cross-correlation and principal component analysis (PCA) indicated the cells were similar to ESCs (Fig. 2d, e). We used DPre, a computational tool that identifies the cell type based on RNA-seq expression [52, 53]. DPre identified most GFP+ lines as ESC-like (Fig. S3d, e). 

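Line #2 of Bcl2.Myc had the lowest pluripotency score of the 38 GFP+ lines and the 4th highest fibroblast score, 11.29. Across genes, the squared correlation of its log2(NTC + 10) was 0.734 with the mean of the wildtype GFP+ lines and 0.729 with wildtype MEFs of passages 1 and 2. Lines #1 and #3 had 0.837 and 0.921 with the wildtype GFP+ lines. Genes are not independent replicates, so these values carry no test.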

The exception was Bcl2.Myc GFP+ Line #2, which had only a weak ESC-like character (Fig. S3d). Additionally, DPre also indicated that several GFP+ lines (Hdac7SA.Mef2d GFP+ line #4, Bcl2.E1A Vc GFP+ line #1, Bcl2.Myc GFP+ line #3) were contaminated with transformed MEFs (Fig. S3d, e). 

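Among the lines that the paper names as mixed, Hdac7SA.Mef2d line #4 ranked 7th of 38 by fibroblast score (10.92), the Bcl2.E1A Vc line ranked 9th (10.87) and Bcl2.Myc line #3 ranked 6th (11.01). By pluripotency score they ranked 31st, 24th and 14th. Their squared correlations with wildtype MEFs were 0.724, 0.712 and 0.697, against 0.508 to 0.616 for the Hdac7SA.Mef2d lines other than #4. Wildtype GFP+ lines reached 0.686 and held ranks 5 and 8 by fibroblast score. The p53DD.Myc line #2, not named as mixed, had 0.757 and rank 3. Over all 38 lines these values therefore do not single out the lines that the paper names. Among the Hdac7SA.Mef2d lines alone, line #4 stood apart by both values, with the other fibroblast scores between 7.89 and 9.77. Bcl2.Myc line #3 lay between lines #1 and #2 of its group. The MEFs of Bcl2.E1A had fibroblast scores of 8.51 to 10.19, under their GFP+ line, so this score cannot show an admixture of them.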

Normal reprogramming relies upon untransformed MEFs senescing and being outcompeted by rapidly growing iPSCs. However, the transformed MEFs can grow as fast as iPSCs and no longer senesce, meaning contamination of iPSC cultures remains a problem.

We confirmed that the iPSC lines could form teratomas with tissues representing all three germ layers (Fig. S3f). A mark of complete reprogramming is the silencing of the OSKM transgenes, and the OSKM transgene was not detected in RNA-seq data (Fig. S3g). Interestingly, the immortalization factors were only partially silenced. All were silenced except E1A in the Bcl2.E1A GFP+ line and Myc in the Bcl2.Myc GFP+ lines (Fig. S3g). We confirmed Hdac7SA and Mef2d were silenced by qRT-PCR (Fig. S3h). Overall, these data confirmed the successful generation of iPSC-like lines from some transformed tumorigenic MEFs.

### Transformed MEFs have multiple transcriptional perturbations

We next explored the properties that made some immortal MEFs reprogramming-capable and others –incapable. We focused on two (non-exclusive) models: the inability to reprogram occurs due to problems in the originating MEFs, or it is caused by failures to traverse the correct sequence of events required for successful reprogramming.

Immortalization of somatic adult cells occurs by a range of mechanisms and is accompanied by changes in the epigenetic state and gene expression patterns. 

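Against wildtype MEFs of passages 1 and 2, 3415 genes were changed in Hras.E1A (1768 higher and 1647 lower), 3340 in p53DD.E1A (1771 and 1569) and 3315 in Bcl2.E1A (1776 and 1539). Hdac7SA.Mef2d had 1892 (979 and 913), SV40T 1538 (812 and 726), Hdac7SA.E1A 1244 (663 and 581) and Hras.Myc 1166 (475 and 691). The fewest were in Hdac7SA.Myc with 725 (332 and 393), p53DD.Myc with 642 (331 and 311) and Bcl2.Myc with 603 (229 and 374). A separate fit of each line with its 3 references gave the lowest count of any alternative in p53DD.Myc, Hdac7SA.Myc, Bcl2.Myc and Hras.Myc. It gave 0 genes in p53DD.Myc by limma, where 1633 genes passed 2-fold at an unadjusted p under 0.05. It gave 2 in Hdac7SA.Myc, 64 in Bcl2.Myc and 223 in Hras.Myc. In SV40T it gave 1290, where the counts over all alternatives ran from 793 to 2355. Taken as a group apart from the ICR samples, the OG2 samples gave 2295 in Hras.Myc, 1627 in Hdac7SA.Myc and 1229 in Bcl2.Myc. These were the highest counts of any alternative in these lines, while the count of p53DD.Myc was lower than with both backgrounds. Single samples moved the counts as well. Without wildtype passage 2 replicate 1 the counts were 793 in SV40T, 703 in Hdac7SA.E1A, 676 in Hras.Myc, 305 in Bcl2.Myc, 261 in p53DD.Myc and 218 in Hdac7SA.Myc. Hras.Myc had 755 without wildtype passage 2 replicate 2, and p53DD.Myc 383 without wildtype passage 1. Without 1 of their own samples, p53DD.Myc had 98 (without ICR) or 139 (without OG2), Hdac7SA.E1A 409 (without ICR) or 407 (without OG2), and Hdac7SA.Myc 217 or 305 (without an OG2 sample) or 1242 (without ICR). In simulated data with a log2 change of 1.50 in known genes, 50% were called with 2 samples of a line and 60% with 6.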

The RNA-seq data of the transformed MEFs showed substantial changes in gene expression and a large variation versus wildtype MEFs (Figs. 2c, e, and 3a). There was no simple correlation between the number of gene changes and reprogramming capability (Fig. 3a). 

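The paper's counts of GFP+ colonies (Supplementary Table 1) average 275.0 per experiment for p53DD.Myc, 60.75 for Hdac7SA.Mef2d and 0 for Hras.E1A, Hras.Myc and SV40T. Over the 10 lines, their means and the number of changed genes had Pearson's r = -0.376 (permutation test over pairings, two-sided, p = 0.395) and Spearman's rho = -0.436 (permutation p = 0.209). Of 4 measures of change tested against colonies, the others from the reprogramming time course, the adjusted p were 0.395 for r and 0.304 for rho. Without the 2 lines farthest from the median number of changed genes, r was -0.324 (permutation p = 0.354). These were not chosen by colonies, so p53DD.Myc, with the most colonies, stayed in. The colonies were counted in OG2 lines, while the changed genes above are from both backgrounds. With the OG2 samples of each line alone, the matched setting, r was -0.542 (permutation p = 0.096) and rho -0.644 (permutation p = 0.0517).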

Despite a large number of gene expression changes, there was no evidence that the MEFs were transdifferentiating as their global gene expression patterns continued to correlate well against wildtype MEFs (Fig. 3b), and DPre continued to identify the cells as MEF-like (Fig. S4a). 

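The squared correlation across genes between the mean log2(NTC + 10) of a line and that of wildtype MEFs was highest for Bcl2.Myc (0.895), followed by Hdac7SA.Myc (0.872), p53DD.Myc (0.869), Hras.Myc (0.866) and SV40T (0.859). It was 0.819 for Hdac7SA.E1A, 0.808 for Hdac7SA.Mef2d, 0.743 for Bcl2.E1A and 0.723 for p53DD.E1A, and lowest for Hras.E1A (0.697). These values are carried by the differences in level between genes. With each gene centred on its mean over the samples, the median over the lines was 0.155.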

Gene ontology of the DE genes suggested changes were associated with basic cellular processes such as upregulation of metabolic processes, extracellular matrix genes, and downregulation of ribosomes, cell cycle, and DNA repair processes (Fig. 3c, S4b). 

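Hand-written lists of genes for basic cell functions were tested in each line by fry, with adjustment over 8 lists and 10 lines. Genes of sterol biosynthesis were lower in all 10 lines, with means between -1.06 in Bcl2.Myc and -1.81 in Hras.E1A. Extracellular matrix genes were lower in 6 lines, Hras.E1A (-5.03), p53DD.E1A (-3.77), Bcl2.E1A (-2.71), Hdac7SA.E1A (-2.47), Hdac7SA.Mef2d (-1.69) and Hras.Myc (-1.63), and higher in 0 lines (8 lower and 0 higher at an unadjusted p under 0.05, by fry and by camera with its preset correlation). DNA repair genes were higher in 5 lines, p53DD.E1A (1.44), Bcl2.E1A (1.365), Hras.E1A (1.18), SV40T (0.72) and Hdac7SA.E1A (0.70), and lower in 0 (1 lower at an unadjusted p under 0.05 by fry, and 1 by camera). DNA replication genes were higher in those 5 lines, at most by 1.34 in p53DD.E1A, and lower in p53DD.Myc (-1.10) and Hdac7SA.Mef2d (-0.64). A list of 22 cell cycle genes, 12 of them cyclins and cyclin-dependent kinases, was higher in Hras.E1A (0.655) and lower in p53DD.Myc (-0.67), Bcl2.Myc (-0.60) and Hdac7SA.Mef2d (-0.54). Ribosomal proteins were lower in SV40T (-0.66) and Hdac7SA.Mef2d (-0.58), and ribosome biogenesis genes were higher in Hras.Myc (1.06, 44 of 44 genes, adjusted p = 1.23e-05).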

The MEF-senescent gene signature (defined in Fig. S1c) was not upregulated in the transformed lines, and the majority of lines had a significantly reduced MEF-senescent signature, reminiscent of the level in ESCs (Fig. 3d). This indicates the transformed lines are avoiding senescence. 

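The 794 senescent genes that could be tested were lower by fry in p53DD.E1A (mean log2 fold change -0.97, adjusted p = 8.39e-05) and Bcl2.E1A (-0.89, adjusted p = 0.000158), and in 0 lines higher. At an unadjusted p under 0.05, fry gave 4 lines lower and 1 higher, as did camera with its preset correlation. SV40T (-0.46, adjusted p = 0.0408) and Hras.E1A (-0.56, adjusted p = 0.055) did not pass 0.01. The highest mean was 0.30 in p53DD.Myc (adjusted p = 0.0129). In Hdac7SA.Mef2d and Hdac7SA.E1A the mean and the median over the genes were negative while fry's direction was up. A score per sample, the mean over the genes of the difference from wildtype passages 1 and 2, was below 0 in 6 of 6 samples of Hras.E1A, of SV40T and of Hdac7SA.Mef2d (exact permutation test, two-sided, p = 0.0238 for each line). It was below 0 in 3 of 3 samples of p53DD.E1A and of Bcl2.E1A, where the exact permutation p is 0.1 and cannot be smaller. The reference decided most of these calls. Against wildtype passages 3 and 4, 9 lines were lower, p53DD.Myc being the exception with a mean of -0.38 (adjusted p = 0.443, the highest of alternatives that went down to 1.92e-06). From the signature, the paper concludes that the transformed lines avoid senescence.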

Interestingly, the reprogramming-competent signature (defined in Fig. S1c) declines in all lines (except SV40T), which suggests a reduced capability to reprogram (Fig. 3d).

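The 709 permissive genes tested were lower by fry in 6 lines: Hras.Myc (mean log2 fold change -0.83, adjusted p = 1.54e-05), p53DD.Myc (-0.79, adjusted p = 3.12e-05), Hras.E1A (-0.97) and Hdac7SA.Mef2d (-0.64), both with adjusted p = 0.000232, Hdac7SA.Myc (-0.53, adjusted p = 0.00203) and Bcl2.Myc (-0.50, adjusted p = 0.00384). Hdac7SA.E1A had -0.70 (adjusted p = 0.0147). In p53DD.E1A (-0.47, adjusted p = 0.784) and Bcl2.E1A (-0.36, adjusted p = 0.598) the mean was negative, the median positive and fry's direction up. SV40T had 0.01 (adjusted p = 0.367). The calls in Bcl2.Myc and Hdac7SA.Myc ended without wildtype passage 2 replicate 2 (adjusted p = 0.0422 and 0.0204), and that in Bcl2.Myc also without wildtype passage 2 replicate 1 (0.0137). Over all alternatives the adjusted p lay between 2.31e-07 and 0.611 in Bcl2.Myc and between 4.81e-08 and 0.982 in Hdac7SA.Myc. Since the authors chose the genes for being high at passages 1 and 2, a fall from those cultures may be partly built in. Against passages 3 and 4, 0 lines were lower by fry, and at an unadjusted p under 0.05 1 was lower and 3 were higher.

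**Figure D1:**
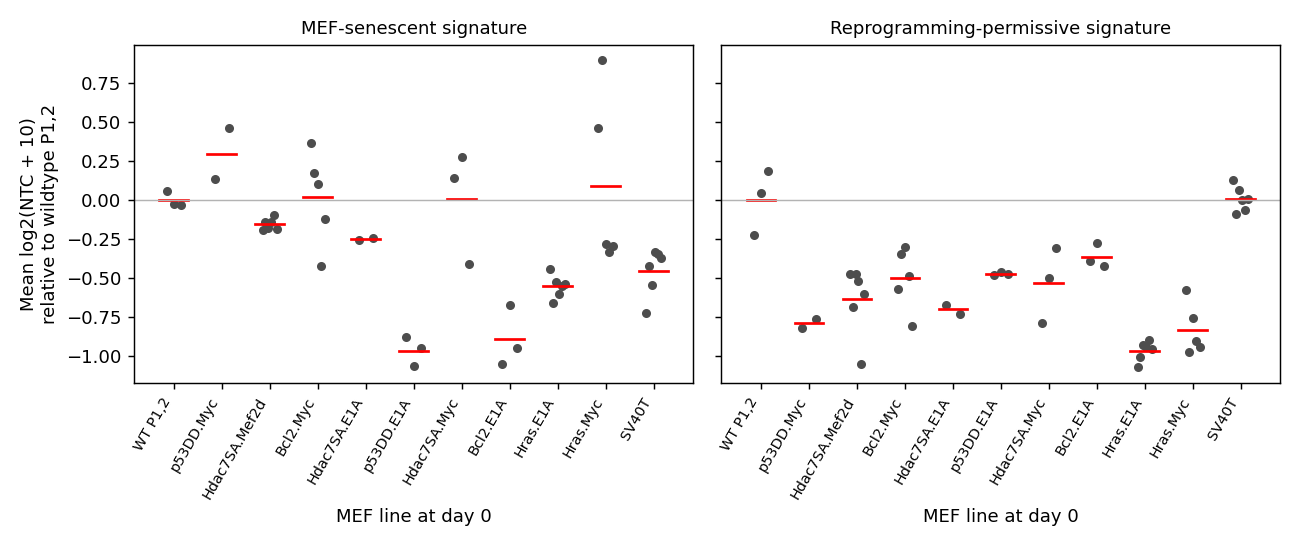
Score of each sample for the senescent and the permissive signature, on the vertical axis as the mean log2 difference from wildtype passages 1 and 2. The horizontal axis has the wildtype cultures of passages 1 and 2 as 1 group, then each transformed line, with the group mean as a red line. The 3 samples of p53DD.E1A average -0.97 for the senescent signature and the 6 of Hras.E1A average -0.97 for the permissive one, while the 6 of SV40T average 0.01 for the latter.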

**Fig. 3:**
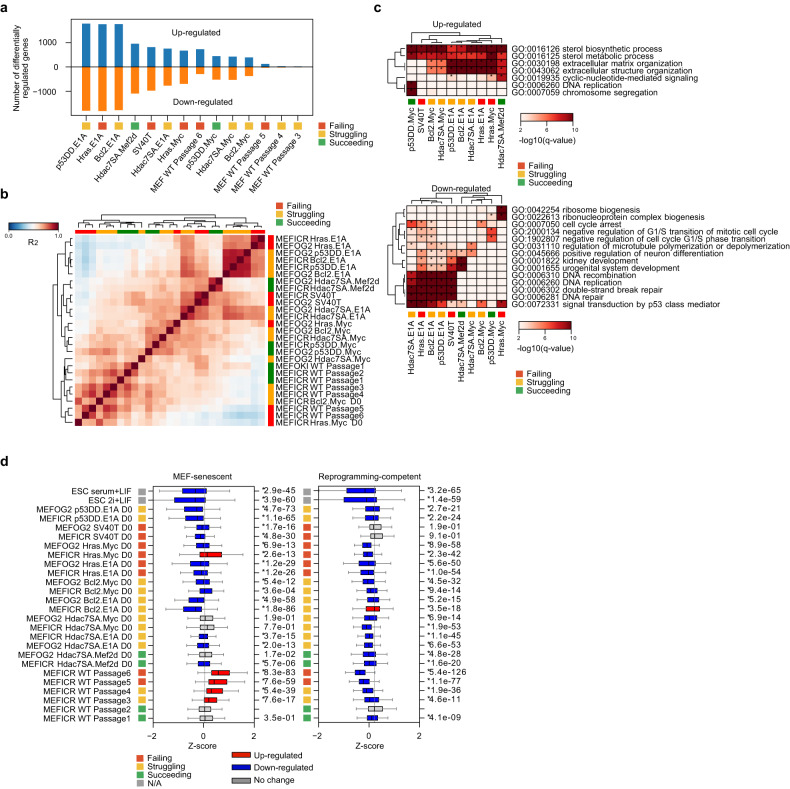
The immortalized MEFs are widely divergent from wildtype MEFs. **a** Chart showing the number of significantly differentially regulated genes up (+) or down (−) regulated (Bonferroni-Hochberg corrected *p*-value of <0.01 and a minimum fold-change of 2). **b** Correlation (R^2^) of the immortalized MEF lines compared to the wildtype MEFs. **c** Selected GO terms from the significantly up or downregulated genes from the transformed MEF lines. A term was considered significant if it had a Bonferroni-Hochberg corrected p-value of <0.01). See also Fig. S4b for the full table. **d** Boxplots for the genes defined as the MEF-senescent signature or the reprogramming-capable signature from Fig. S1c. Significance is from a two-sided Welch’s *t*-test for pair-wise comparisons versus MEFICR wildtype Passage 2 as the reference. A change was considered significant if the *p*-value was <0.01. Significant changes are colored red or blue.

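Of the 4473 genes changed in at least 2 lines, 91.1% changed in 1 direction in every line that called them. Shared references raise such a figure: in 100 simulations of unchanged lines against the same 3 references, a mean of 94.7 genes passed 2-fold at an unadjusted p under 0.01 in at least 2 lines, and 99.97% of them had 1 direction. Simulated lines had a correlation between log2 fold changes of 0.551, against 0.535 in the data, so the correlation does not tell the lines apart from unchanged ones. The covariance does, with 0.603 in the data and 0.11 in the simulations. With the reference samples split between lines, so that not all lines shared them, 90.7% of 4104 genes had 1 direction. Over the 45 pairs of lines, a mean of 253 higher genes was shared, where independent lists of those sizes would share 58.3, and 304.5 lower genes, where they would share 54.1. Genes higher in 1 line and lower in the other averaged 12.5, against 56.2. Shared references can raise such overlaps too, so independent lists do not stand for unchanged lines here. Gm28151 (mean log2 fold change 4.76), Cdkn2a (3.70) and Kif21a (2.94) were called higher in all 10 lines, and Prl3a1 (-4.77), Lipo2 (-4.74) and Alb (-4.64) lower in all 10. Gm28151 was listed at 0 in the 3 references. Prl3a1, Lipo2 and Alb vary between wildtype cultures, with Alb at 266.0 ± 58.1 NTC (SD, n = 3) at passages 1 and 2 and 1 ± 2 NTC (SD, n = 4) at passages 3 and 4. From the uniform directions the paper proposes a shared transformation signature.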

Surprisingly, the patterns of the gene expression changes were uniform across cell lines; genes up or downregulated in one transformed line tended to be either unchanged or similarly deregulated in other lines (Fig. S4c). This implies a shared transformation signature.

We next looked at specific genes identified as key regulators of the reprogramming process. Three factors related to cancer and cellular transformation that modulate reprogramming in wildtype cells are *Tp53*, *Cdkn1a*, and *Rb1* (Retinoblastoma) [45, 54–57]. There was little change in *Rb1* mRNA levels, and whilst *Cdkn1a* was relatively high in all cell lines except p53DD.E1A, SV40T, and wildtype MEFs, its expression was not correlated with reprogramming capability (Fig. S5a). 

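Rb1 was called higher in 5 lines, Bcl2.E1A (log2 fold change 1.78, adjusted p = 6.05e-08), Hdac7SA.E1A (1.31, adjusted p = 0.00032), p53DD.Myc (1.27, adjusted p = 0.0011), Hras.E1A (1.03, adjusted p = 3.78e-05) and p53DD.E1A (1.01, adjusted p = 0.000396). It averaged 2182 ± 199 NTC (SD, n = 3) in Bcl2.E1A and 638 ± 133.6 NTC (SD, n = 3) in wildtype cultures of passages 1 and 2, with between -0.08 and 0.75 in the other lines. Cdkn1a was lower in p53DD.E1A (-2.39, adjusted p = 3.59e-06), where it averaged 394.3 ± 270.6 NTC (SD, n = 3). In SV40T the change was -0.81 (adjusted p = 0.0553). It was called higher in p53DD.Myc (2.07, adjusted p = 0.00145), Hras.E1A (1.81, adjusted p = 2.2e-05), Hdac7SA.E1A (1.77, adjusted p = 0.00274) and Bcl2.E1A (1.55, adjusted p = 0.00114), and its change in the remaining 4 lines lay between 0.64 and 1.16.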

For *Tp53*, its expression was relatively consistent across the MEF lines and did not correlate with reprogramming ability (Fig. S5a). 

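Trp53 was between 1046 ± 75.1 NTC (SD, n = 6) in SV40T and 1963 ± 135 NTC (SD, n = 3) in p53DD.E1A. No line reached a 2-fold change. The largest were 0.95 in p53DD.E1A (adjusted p = 5.74e-05), whose transgene is a fragment of the same gene, and 0.70 in Hras.Myc (adjusted p = 0.00169), and the other 8 lines lay between 0.05 and 0.53.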

We inferred p53 activity by looking at known target genes of p53, and all lines showed unaltered p53 activity except for the MEF line containing the dominant-negative p53DD (p53DD.E1A). This line had significantly downregulated p53 target genes (Fig. S5b–c), reduced p53 phosphorylation, and reduced MDM2 protein levels (Fig. S5d). 

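A list of 30 p53 target genes averaged -0.94 in p53DD.E1A, with 25 of 30 genes lower and 12 called (fry, adjusted p = 0.000675 over the 10 lines). It was higher in p53DD.Myc (1.23, adjusted p = 0.000358), Hdac7SA.E1A (1.01, adjusted p = 0.000675), Bcl2.Myc (0.65, adjusted p = 0.00608) and Bcl2.E1A (0.56, adjusted p = 0.0068). The remaining lines did not pass 0.01: SV40T (-0.51) and Hras.Myc (0.50) had adjusted p = 0.0144, Hras.E1A 0.51 (0.0111), Hdac7SA.Myc 0.55 (0.0185) and Hdac7SA.Mef2d 0.22 (0.332). Against wildtype passages 3 and 4, the list was higher in 1 line and lower in 2. Mdm2 RNA changed by 0.15 in p53DD.E1A (adjusted p = 0.818) and rose by 3.07 in p53DD.Myc (adjusted p = 0.000191) and by 2.54 in Hras.E1A (adjusted p = 1.66e-06). The paper's blot measured MDM2 protein in ICR cells, so the RNA of both backgrounds does not test it.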

Loss of p53 is beneficial for reprogramming in wildtype cells [45, 57, 58], yet in transformed lines reduced p53 activity in the p53DD.E1A line did not correlate with efficient reprogramming (Fig. 2b). This suggests that, in contrast to wildtype cells, reduced p53 activity is not beneficial for reprogramming in transformed cells.

### Transformed MEFs encounter multiple roadblocks at different phases of reprogramming

Reprogramming occurs in defined phases [16, 17, 59], so we explored if there are also changes in the phases of reprogramming in the transformed lines. 

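The time course comprised 95 RNA samples on the OG2 background, taken at days 3, 6, 9, 12 and 15 of OSKM reprogramming from the 10 transformed lines and wildtype MEFs. Most lines have 2 samples per day. Wildtype and p53DD.Myc have 1 per day, as do Bcl2.Myc, Hdac7SA.Mef2d and Hras.Myc at day 3 and p53DD.E1A at days 12 and 15. The values come from the same quantile-normalized table, and their depth is unknown. Each line was compared with wildtype of the same day in 1 limma fit with a mean per line and day over 14258 genes, so the single wildtype sample is assumed to vary like the others. Spiked changes of 3 log2 units were recovered for 73% of genes with 2 samples of a line and for 59% with 1. No OG2 wildtype sample of day 0 was analysed here. Day 0 values of the lines are those of their OG2 MEFs, and the day 0 wildtype reference is the ICR cultures of passages 1 and 2. Lists of phase genes written for this purpose stood in for those of the paper, with 13 initiation, 12 maturation and 15 stabilisation genes, each scored as the mean of log2(NTC + 10).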

We performed RNA-seq during reprogramming in the early phase (D3, D6), the mid-phase (D9, D12), and the late phase (D15). These time points roughly correspond to three waves of gene expression labeled initiation, maturation, and stabilization [17, 59]. The same waves were observed in our data, based on sets of genes specific to the three phases (Fig. 4a, S6a). 

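In wildtype cells, the initiation score rose from 4.13 in MEFs to 6.36 at day 15, the maturation score from 3.80 to 5.57 and the stabilisation score from 3.87 to 5.75. The values of days 3 to 15 come from single samples and have no error, while those of MEFs are means over 3 ICR cultures.

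**Figure D2:**
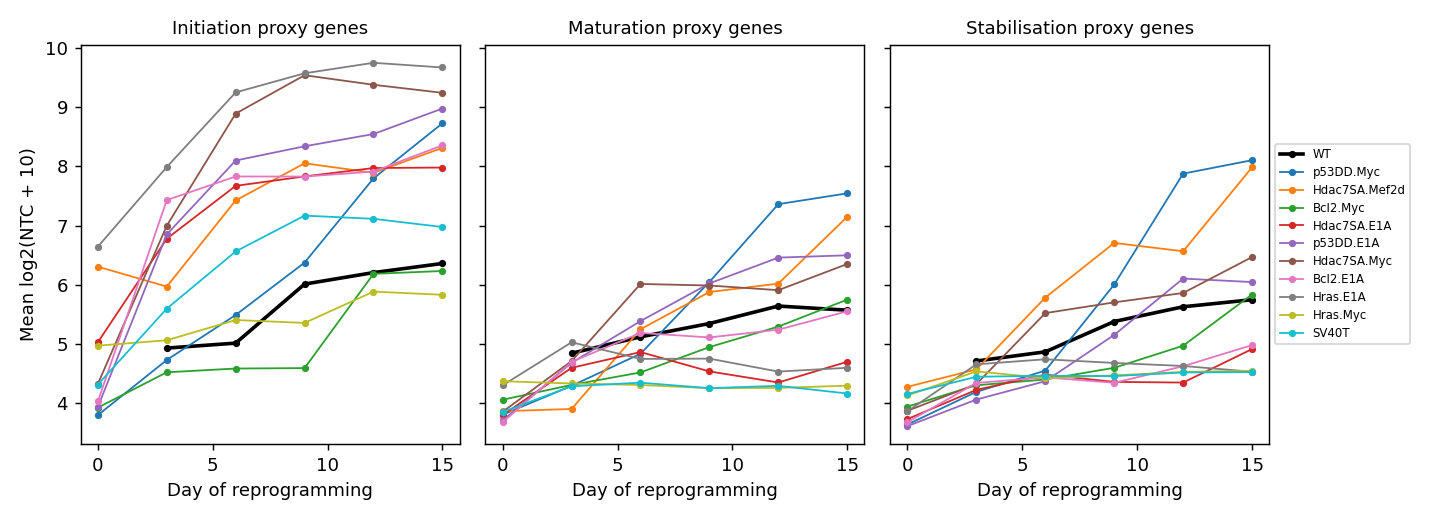
Mean of log2(NTC + 10) over initiation, maturation and stabilisation genes on the vertical axes against day of reprogramming on the horizontal axis, with 1 line per cell line and wildtype in black. At day 15 the wildtype initiation score is 6.36 and its stabilisation score 5.75.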

Interestingly, different transformed lines completed different phases of reprogramming and appeared to fail at distinct stages. 

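From day 0 to day 15, the stabilisation score rose by 3.71 in Hdac7SA.Mef2d, 2.60 in Hdac7SA.Myc and 1.89 in Bcl2.Myc, and the maturation score by 3.28, 2.49 and 1.69. In p53DD.Myc, with 1 sample at day 15, the stabilisation score rose by 4.46. With the median over the list its rise was 4.54 and that of Hdac7SA.Mef2d 4.79, so their order depends on the summary. At day 15 the 2 samples of Bcl2.Myc were at 4.34 and 7.33, and those of Hdac7SA.Myc at 4.98 and 7.95, so replicates of a line differed widely.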

Lines that can successfully be reprogrammed (Hdac7SA.Mef2d, Bcl2.Myc, and Hdac7SA.Myc) closely resembled the wildtype MEF reprogramming process (Fig. 4a). Hdacs7SA.E1A and p53DD.E1A progressed through maturation but struggled to upregulate stabilization phase genes (Fig. 4a), although both can ultimately generate small numbers of GFP+ cells (Fig. 2b). 

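In p53DD.E1A, with 1 sample at day 15, the maturation score rose by 2.79 and the stabilisation score by 2.43. In Hdac7SA.E1A the rises were 0.90 and 1.18, with day 15 samples at 4.42 and 5.41 for stabilisation and 4.09 and 5.31 for maturation.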

The remaining transformed lines failed to reprogram at different stages. SV40T and Hras.E1A failed to upregulate maturation genes, but completed initiation, whilst Hras.Myc failed maturation and stabilization (Fig. 4a, S6).

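The initiation score rose by 3.03 in Hras.E1A and 2.66 in SV40T. The maturation score rose by 0.295 (day 15 samples at 4.54 and 4.65) and 0.31 (3.91 and 4.42) in these lines. In Hras.Myc the initiation score rose by 0.86, the stabilisation score by 0.42, and the maturation score changed by -0.075, which became 0.16 when the median over the genes replaced the mean and 0.072 with a pseudocount of 1. Leaving out 1 replicate of Hras.Myc gave a rise of 0.29 or 1.48 for initiation and of 0.26 or 0.60 for stabilisation. In Bcl2.E1A maturation rose by 1.87 and stabilisation by 1.30. From such profiles the paper describes the lines as appearing to fail at distinct stages of reprogramming.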

**Fig. 4:**
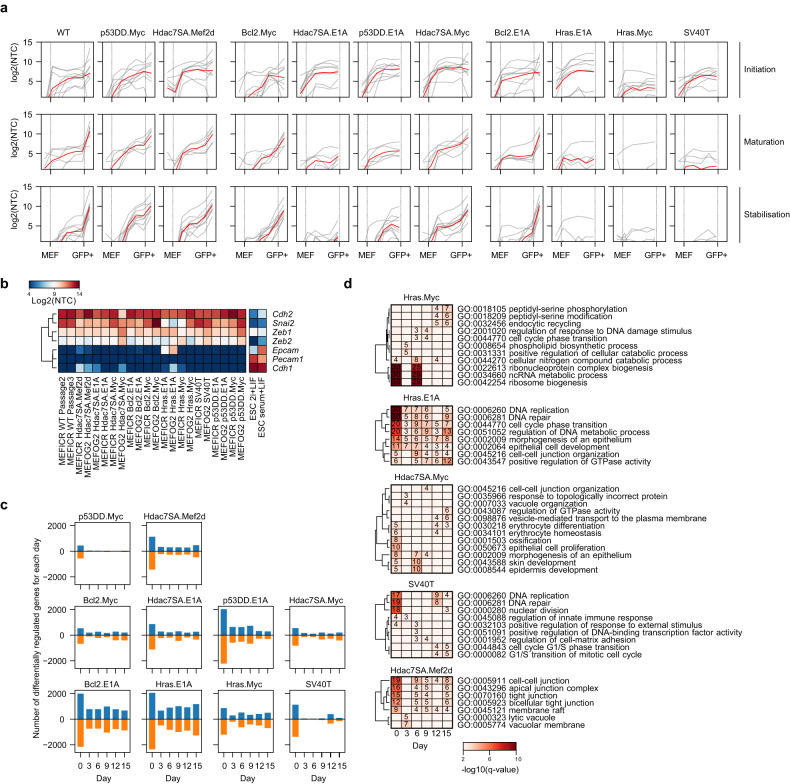
Transformed MEFs fail at different phases of reprogramming. **a** Line charts showing the expression of initiation, maturation, and stabilization genes [59], at the indicated time points or in MEFs and GFP+ cells. See Fig. S6 for the expression of the individual genes in each class. The red line is the mean of all genes, the grey lines are the individual genes. **b** Heatmap of the expression of mesenchymal and epithelial marker genes in starting lines and ESCs. **c** Bar charts showing the number of significantly differentially regulated genes at each time point for the indicated transformed lines versus a wildtype reprogramming time course. Differential expression was compared for each line and time point versus the corresponding wildtype timepoint. A gene was considered differentially regulated if the *q*-value (Bonferroni-Hochberg corrected *p*-value) was <0.01 and the fold-change >2. **d** Heatmaps of significantly overrepresented gene ontology (biological process) terms for downregulated genes from the indicated time points and cell lines.

The mesenchymal-epithelial transition (MET) is a key part of the early stage of reprogramming [59, 60]. 

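The mean of log2(NTC + 10) over the epithelial genes Epcam, Pecam1 and Cdh1 rose from day 0 to day 15 by 5.12 in p53DD.Myc and in p53DD.E1A, 4.44 in Hdac7SA.Myc, 3.82 in Bcl2.E1A, 3.58 in Hdac7SA.Mef2d, 2.95 in Hdac7SA.E1A, 2.475 in Bcl2.Myc and 2.38 in SV40T. Hras.Myc rose least, by 0.58, from 3.80 to 4.38. Its day 15 samples were at 4.04 and 4.73 and its day 0 samples between 3.605 and 3.97. Bcl2.Myc had day 15 samples at 4.16 and 7.775, and leaving out 1 replicate gave a rise of 0.75 or 4.28, so its place among the lines is uncertain. Without replicate 1 Hdac7SA.E1A rose by 4.45, so its place is uncertain too. Over the mesenchymal genes the mean fell in all 10 lines, though in Hdac7SA.Mef2d it rose by 0.055 without replicate 1 and in p53DD.E1A the median over the genes rose by 0.12. It decreased by 1.96 in Hdac7SA.Myc, decreased by 0.56 in Hras.Myc and decreased by 0.18 in p53DD.E1A. Leaving out 1 replicate of Hdac7SA.Myc gave a change of -3.04 or -0.88. The single wildtype sample reached 5.54 for the epithelial genes at day 15.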

All of the cell lines expressed mesenchymal marker genes (Fig. 4b), and all transformed lines managed to navigate the MET, except for Hras.Myc, and to a lesser extent SV40T (Fig. S6b). Interestingly, although Hras.E1A completed the MET, it started with premature upregulation of epithelial genes, for example, *Epcam* (Fig. 4b, S6b). 

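Before reprogramming, the epithelial mean was 6.52 (6.16 to 6.78, n = 3) in Hras.E1A on the OG2 background and 3.42 in wildtype cultures, and it reached 8.23 at day 6 and 8.27 at day 15. In the 6 MEF samples of Hras.E1A from both backgrounds, Epcam averaged 442.7 ± 237.4 NTC (SD, range 103 to 675), against 0 to 2 NTC in wildtype (log2 fold change 5.17, adjusted p = 2.13e-14). From the MET defects of the lines that fail, the paper proposes that disrupting the MET impairs reprogramming.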

Considering that the three lines that fail to reprogram, Hras.E1A, Hras.Myc and SV40T all have MET progression problems suggests that disrupting the MET impairs the reprogramming of transformed cells.

We next looked at changes in the overall phases of reprogramming in the early, middle, and late stages of reprogramming. We measured the number of significantly deregulated genes at each time point by performing differential expression versus the WT reprogramming on the same day. This can act as a proxy score for the divergence from a typical reprogramming time course. In this analysis, downregulated genes represent genes that fail to upregulate at the correct time point, whilst upregulated genes represent those genes that are erroneously high during reprogramming (Fig. 4c). 

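Against wildtype of the same day, p53DD.Myc had 59 changed genes at day 3, 56 at day 6, 45 at day 9, 58 at day 12 and 104 at day 15, the lowest median of the 10 lines (58). With 1 sample per day on either side, such a comparison finds fewer changes than one with 2. The counts moved most in a model with additive terms for line and day, in which all days of wildtype were the reference: the median was 923 in p53DD.Myc and 3705 in Hras.E1A, and 1163 in p53DD.Myc with replicate 2 of the other lines left out of a like model, an alternative chosen after the counts were seen.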

As expected, the lines that reprogrammed at the highest efficiency (p53DD.Myc) also had the lowest overall divergence, and only diverged from WT reprogramming at day 0 (Fig. 4c). Lines that could reprogram, but at low efficiency (Hdac7SA.Mef2d, Bcl2.Myc, Hdac7SA.E1A, and Hdac7SA.Myc) tended to have high initial divergence from the MEF state (day 0 and 3), but would correctly regulate reprogramming-associated genes at the later time points (day 12 and 15). 

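The median number of changed genes over days 3 to 15 was 181 in Hdac7SA.Myc, 282 in Bcl2.Myc, 349 in Hdac7SA.E1A and 414 in Hdac7SA.Mef2d. The means of days 3 and 6 were 161.5, 205.0, 330.5 and 386. The means of days 12 and 15 were 233, 446, 387.5 and 554.5, higher in each of these lines. At day 12 alone the counts were 167, 483, 316 and 379, and at day 15 they were 299, 409, 459 and 730. In Hdac7SA.E1A and Hdac7SA.Mef2d the day 12 count lay under the mean of days 3 and 6, so the higher late mean came from day 15 there. At day 3 Bcl2.Myc and Hdac7SA.Mef2d have 1 sample. The day 0 counts come from another comparison, with ICR wildtype MEFs.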

Finally, lines that fail to reprogram (Hras.E1A and Hras.Myc), or reprogram exceptionally rarely (Bcl2.E1A), tended to have high divergence at all time points (days 0-15). 

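The median over days 3 to 15 was 1414 in Hras.E1A, 1202 in Bcl2.E1A and 642 in Hras.Myc, and 842 in p53DD.E1A. Hras.E1A had 778 changed genes at day 3 and 2078 at day 15. In Bcl2.E1A the counts ran from 1127 at day 3 to 1569 at day 9. In Hras.Myc they ran from 211 at day 3, with 1 sample, to 943 at day 15. Across the 10 lines the median count and the paper's mean number of GFP+ colonies had Pearson's r = -0.411 (permutation test, two-sided, p = 0.232, adjusted p = 0.353) and Spearman's rho = -0.423 (permutation p = 0.228, adjusted p = 0.304). Without the 2 lines farthest from the median, r was -0.431 (permutation p = 0.287).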

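SV40T had 50 changed genes at day 3, 61 at day 6, 78 at day 9, 365 at day 12 (184 higher and 181 lower) and 139 at day 15, with 2 samples at each day. With a pseudocount of 1 the median over the days fell to 34, and with no filter on low values it rose to 136.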

The exception to these patterns was the SV40T line, which followed the reprogramming gene expression program closely, but would diverge at day 12 (Fig. 4c). Interestingly, GO analysis of the downregulated genes (genes that should be upregulated at that specific time point) highlighted the regulation of DNA repair genes, which were defective in both Hras.E1A and SV40T cell lines (Fig. 4d). This data indicates that transformation-specific effects drive line-specific blocks on reprogramming in a stage-dependent manner.

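A list of 38 DNA repair genes was tested at each day by fry, with adjustment over 3 lists, 10 lines and 5 days. In Hras.E1A it was higher than in wildtype at day 3 (mean log2 fold change 0.69, 34 of 38 genes higher, adjusted p = 0.00833), day 6 (1.05, 36 genes, adjusted p = 0.000949) and day 9 (0.90, 32 genes, adjusted p = 0.00542). At day 12 (0.65, adjusted p = 0.0172) and day 15 (0.80, adjusted p = 0.0102), the direction was also up. In SV40T the means were 0.37, 0.60, 0.53, 0.35 and 0.56 at days 3, 6, 9, 12 and 15, with 32, 34, 34, 27 and 32 genes higher and adjusted p between 0.0538 and 0.17. From the ontology terms and the counts, the paper concludes that blocks specific to a line act at particular stages.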

### Chemical intervention can convert some lines from reprogramming-incapable to reprogramming-capable

The analysis above suggested several pathways that could be manipulated to convert reprogramming-incapable to -capable, specifically, the MET, ribosome biogenesis, cell proliferation, cell adhesion, DNA repair, and apoptosis. To attempt to convert reprograming-incapable to -capable, we screened the effect of a range of inhibitors on three reprogramming-capable lines (WT, Hdac7SA.Mef2d, and Bcl2.E1A MEFs) versus three reprogramming-incapable lines (Hras.E1A, Hras.Myc and SV40T MEFs). We chose to exclude p53DD.Myc from this analysis as although it reprogrammed with high efficiency (Fig. 2b), the p53DD transgene was silenced (Fig. S2e), suggesting that its transformation mechanism is complex. In total, we used 25 inhibitors targeting a range of pathways (Fig. S7a). Whilst most inhibitors had no effect or would ablate reprogramming, 5 inhibitors promoted the reprogramming of one or more of the transformed reprogramming-incapable lines (Fig. S7a). The five small molecules identified targetted: MEK1/2 (PD; PD0325901), GSK3 (CHIR; CHIR99021), ROCK (Y; Y23637), G9a (BIX; BIX-01294), and histone deacetylases (TSA). We tested the inhibitors in combinations and found that the most efficient combination was CHIR, PD, and Y (Fig. 5a, S7b). Interestingly, cocktails including PD and CHIR could also improve wildtype MEF reprogramming, in agreement with previous observations [61]. Most transformed cell lines responded to both PD and CHIR, however, PD-alone was able to convert SV40T and Hras.E1A to reprogramming-capable, as serum+Vc+PD alone resulted in a small number of GFP+ cells (Fig. S7b). Conversely, CHIR, Y, and BIX alone were incapable of converting Hras.E1A MEFs to reprogramming-capable (Fig. S7b). Interestingly the inhibitor cocktails had effects on reprogramming in a line-specific manner, as the addition of PD to the reprogramming cocktail converted the normally reprogramming-capable Bcl2.E1A line to incapable. This highlights the line-specific nature of the reprogramming barriers and shows that overcoming a barrier in one line can potentially initiate a barrier in another transformed line.

**Fig. 5:**
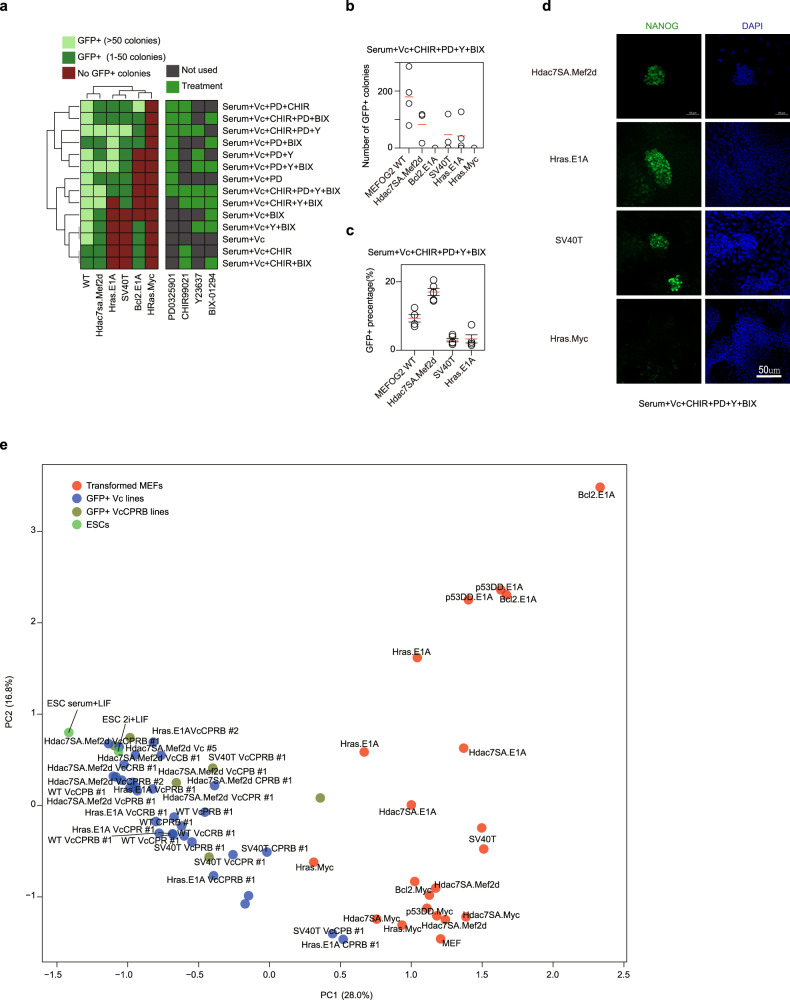
Chemical inhibition can convert some reprogramming-incapable immortalized MEFs to reprogramming-capable. **a** Heatmap showing the number of GFP colonies produced depending upon the reprogramming conditions used, for the indicated transformed lines. Reprogramming experiments were performed between two and five biological replicates for each combination of small molecule inhibitors (See Supplementary Table 1 and Fig. S7b). **b** Chart showing the number of GFP+ colonies in the indicated immortal cell lines with the inhibitor cocktail. Data are from four biological replicates (MEFOGF WT) or three biological replicates (all other transformed cell lines). **c** Percentage of cells sorted by FACS at day 12 of the reprogramming assay in the indicated transformed cell lines or wildtype MEFs. Data are from four biological replicates. **d** Fluorescence microscopy images for NANOG at day 15 of a reprogramming time course for the reprogramming of immortalized ICR-background MEFs cells when treated with the inhibitor cocktail combination Vitamin C (Vc) CHIR99021 (CHIR) PD0325901 (PD) Y23637 (Y) and BIX-01294 (BIX). Scale bar = 50 µm. Images were taken from two biological replicates with three images per slide. **e** PCA of the RNA-seq from the immortalized MEFs, and the reprogrammed iPSCs and ESCs. The various chemical cocktails used during the reprogramming are abbreviated for clarity. Key: Vc = Vitamin C; P = PD0325901; C = CHIR99021; R = Y23637; B = BIX-01294.

We confirmed the resulting iPSC-like cells derived from Hras.E1A or SV40T MEFs reprogrammed with the PD, CHIR, Y, and BIX adopted a normal morphology, expressed pluripotent marker genes by immunofluorescence, qRT-PCR and Western blot (Fig. 5d, and Fig. S7c, d). We sorted the GFP+ cells and allowed the cells to mature through two passages to establish iPSC lines. 

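Of the GFP+ lines made with inhibitors, 6 derive from Hras.E1A and 5 from SV40T. Squared correlations across genes with the mean of the wildtype GFP+ lines were 0.833 to 0.969 for those of Hras.E1A and 0.809 to 0.965 for those of SV40T. The wildtype GFP+ lines, each against the mean of the other 5, gave 0.957 to 0.982. The Hras.E1A line made with CHIR, PD, Y and BIX but without Vc correlated almost as much with wildtype MEFs (0.827). So did the SV40T line made with Vc, CHIR, PD and BIX, with 0.843 against 0.806. Their pluripotency scores, 8.34 and 8.28, were the 35th and 36th of 38, and the lowest of the lines made with inhibitors was SV40T with CHIR, PD, Y and BIX at 7.56. A line of Hras.E1A is labelled as made without PD (Vc, CHIR, Y and BIX) and reached 0.969. From its results with inhibitors, the paper infers that pathways specific to transformation impair reprogramming.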

Gene expression was measured using RNA-seq, and their gene expression was closely correlated with ESCs by both co-correlation and PCA (Fig. 5e and Fig. S8a, b). The results indicate that transformation-specific pathways are impairing the ability to reprogram. Overall, MEK inhibition by PD was the dominant factor in converting reprogramming-incapable to capable.

### Epigenetic defects underly the inability to reprogram

We next focused on three specific cell lines: Hdac7SA.Mef2d, Hras.Myc and Hras.E1A. Hdac7SA.Mef2d could reprogram in serum under normal conditions, whilst Hras.E1A lines were initially resistant to reprogramming (Fig. 2b), but the addition of PD converts it to reprogramming-capable (Fig. 5a–d). Hras.Myc, conversely, could not be converted to reprogramming-capable with any of the conditions we tried (Fig. 5b).

We explored the epigenetic regulation of the transformed MEFs. As a proxy for overall epigenetic activity, we looked at the expression levels of epigenetic factors involved in activation, repression, and the reading of epigenetic marks, as defined by the Epifactors database [62]. As expected, epigenetic-related factors were uniformly significantly upregulated in ESCs compared to MEFs (Fig. S9a), reflecting their more complex epigenetic regulation [63]. 

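Hand-written lists stood in for the classes of the Epifactors database and were tested by fry with adjustment over 4 lists and 10 lines. Writers of activating marks (34 genes) were higher than in wildtype passages 1 and 2 in 8 lines, most in Bcl2.E1A and p53DD.E1A (mean log2 fold change 0.73 in each, adjusted p = 1.17e-11 in each). The exceptions were p53DD.Myc (-0.03, adjusted p = 0.746) and Hdac7SA.Myc (0.11, adjusted p = 0.112). Camera with its preset correlation called 5 lines. Writers of repressive marks (25 genes) were higher in 7 lines, up to 1.15 in p53DD.E1A (adjusted p = 5.67e-15).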

For the transformed MEFs, activators were more often significantly upregulated, compared to untransformed MEFs (Fig. S9a). 

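Erasers (37 genes) were higher in 6 lines: p53DD.E1A (mean log2 fold change 0.68), Bcl2.E1A (0.67), Hras.E1A (0.45), Hdac7SA.Mef2d (0.38), Hdac7SA.E1A (0.38) and Bcl2.Myc (0.29). Against wildtype passage 2 alone they were called in p53DD.E1A, Bcl2.E1A and Hras.E1A, and camera with its preset correlation also called 3 lines, Bcl2.Myc, p53DD.E1A and Bcl2.E1A. Readers (43 genes) were higher in Bcl2.E1A (0.83, adjusted p = 4.5e-14), p53DD.E1A (0.80), Hras.E1A (0.60), Hdac7SA.E1A (0.52), SV40T (0.51) and Hdac7SA.Mef2d (0.30, adjusted p = 0.000188). The mean over the 4 lines with E1A exceeded that over the other 6 lines by 0.30 for erasers and 0.48 for readers.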

Erasers and readers were only upregulated in several transformed lines, all containing E1A: Hras.E1A and Bcl2.E1A and p53DD.E1A (Fig. S9a). Nonetheless, whilst the different classes of epigenetic regulators varied across the transformed lines and did not discriminate reprogramming-capable from incapable, the general pattern for the majority of lines was increased expression of epigenetic regulators.

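Over the 4 classes and 10 lines, 38 of 40 means were above 0, the exceptions being the 2 classes of writers in p53DD.Myc. Among the lines with no colonies, Hras.Myc had means of 0.23 and 0.30 for the 2 classes of writers, 0.101 for erasers and 0.095 for readers, Hras.E1A had 0.49, 0.74, 0.45 and 0.60, and SV40T had 0.36, 0.50, 0.26 and 0.51. The line with most colonies, p53DD.Myc, had no class past an adjusted p of 0.01 by fry, its lowest adjusted p being 0.215 for erasers.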

Western blot of repressive histone modifications (e.g. H3K27me3, H3K9me3) tended to stay the same in the different lines (Fig. 6a). However, histone acetylation inversely correlated with reprogramming capability as H3K27ac, H3ac, or H4ac was high in reprogramming-incapable lines (Hras.Myc, Hras.E1A and SV40T). This result is somewhat contradictory. Acetylation of histones leads to relaxed chromatin and higher gene expression and is overall beneficial for reprogramming [46, 64, 65]. However, histone acetylation is both context and stage-specific, and increased acetylation at somatic genes can impede reprogramming in the initial stages [43]. Considering the experiment in Fig. 6a is in the transformed MEFs and not during reprogramming, it suggests that a high starting acetylation may be deleterious. These results support epigenetic deregulation as a feature of the transformed lines and suggest increased epigenetic activation through histone acetylation is a feature of transformed reprogramming-incapable MEFs that impairs reprogramming progression.

**Fig. 6:**
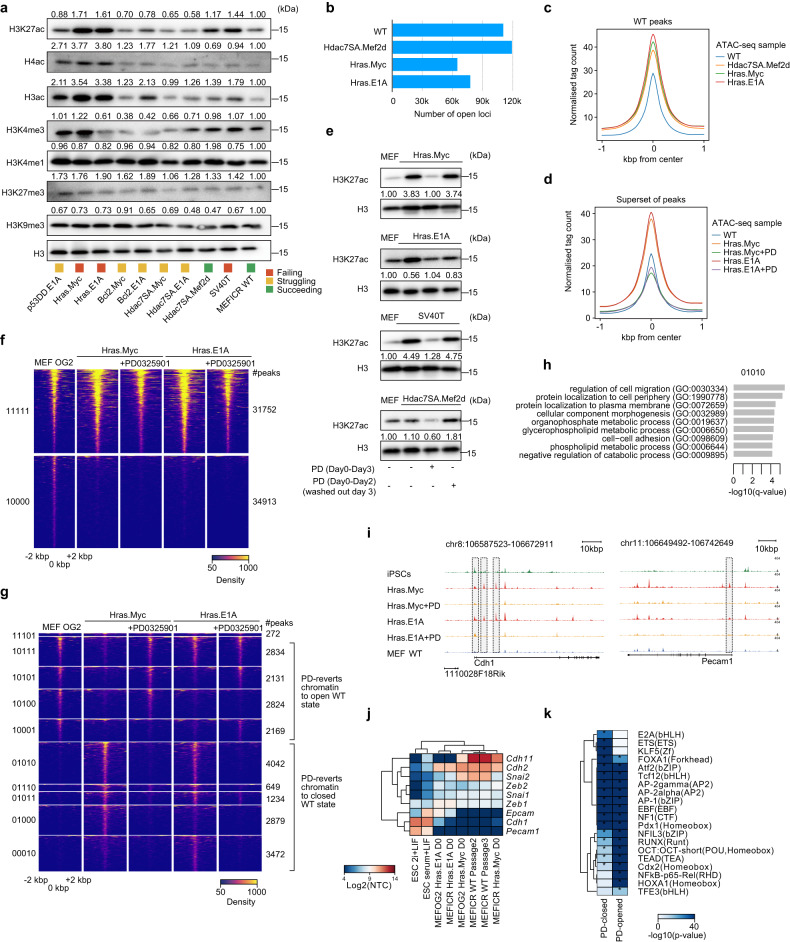
Inhibition of MEK repairs some epigenetic defects in the transformed MEFs. **a** Western blot for a selection of epigenetic marks and total histone H3 as a loading control. The experiment was performed twice with similar results. **b** Bar chart showing the number of ATAC-seq loci identified as open/accessible in the indicated wildtype or transformed MEFs. **c** Pileups of the ATAC-seq data centered on all wildtype MEF peaks and showing the flanking 1 kbp (kilo base pairs). Normalized tag counts (reads per million per bin) are shown for the indicated samples. **d** Pileups of the ATAC-seq data centered on a non-redundant superset of all peaks from all of the ATAC-seq samples. The plot is centered on the peak summit and shows the flanking 1 kbp. Normalized tag counts are shown for the indicated samples. **e** Western blot of activatory histone marks upon addition of PD to the MEFs for 3 days, or cells treated with PD for two days and then washed out on the third data (washed out on day 3). The experiment was performed twice with similar results. **f** Heatmap of the ATAC-seq data showing the permanently open (11111), and open only in the wildtype MEFs (10000). The number of peaks in each class is indicated on the right-hand side. Read density is shown centered on the peak summit and 2 kbp on each side. The full heatmap containing all groups is in Fig. S9b. **g** Heatmap of selected peak groups for the indicated ATAC-seq samples. The full heatmap containing all groups is in Fig. S9b. **h** Gene ontology analysis for nearby genes (a TSS within 10 kbp of an open locus) from the 01010 group (closed in wildtype MEFs, PD causes these loci to close in the transformed MEFs) from Fig. 6g. **i** Genome pileup view of the ATAC-seq data showing the *Cdh1* and *Epcam* loci in wildtype MEFs, Hras.E1A, and Hras.Myc MEFs with or without treatment with PD. Genome assembly is mm10. Regions of open chromatin that are modified in the PD-treated cells are indicated by vertical grey bars. **j** Expression heatmap of selected epithelial and mesenchymal genes in the indicated MEF lines and ESCs. **k** Motif analysis of selected PD-closed and PD-open genes.

### Transformed MEFs have a hyperactive chromatin state which MEK-inhibition partially reverts to wildtype

To explore changes in the epigenetic state of the MEFs we performed ATAC-seq on three transformed lines: Hdac7SA.Mef2d (reprogramming-capable), Hras.E1A (initially incapable, but can be induced to reprogram with MEK inhibition), and Hras.Myc (reprograming-incapable) and compared them to wildtype MEFs. Heatmaps of open and closed chromatin indicated, surprisingly, that the Hdac7SA.Mef2d lines were distal from all of the other transformed cell lines and had the greatest number of specific peaks (Fig. S9b, Fig. 6b). The loci that were opened or closed in the Hdac7SA.Mef2d lines were significantly correlated with matching changes in gene expression (Figure S9c). Intriguingly, the overall ATAC signal was substantially higher in all three transformed cell lines compared to wildtype MEFs (Fig. 6c), and this effect was despite fewer open loci in the Hras.Myc and Hras.E1A lines (Fig. 6b). This suggests that the transformed MEFs have increased levels of open chromatin.

We next focused on the Hras.Myc and Hras.E1A lines, and removed the Hdac7SA.Mef2d from further analysis as it is capable of reprogramming under normal conditions. Hras.Myc and Hras.E1A are interesting as they have relatively similar ATAC-seq patterns (Fig. S9b), yet Hras.E1A can be converted to reprogramming-capable, whilst Hras.Myc cannot. The transgenes independently were not barriers themselves to reprogramming, as Hras lines can reprogram (Hras.E1A), Myc lines were reprogramming-capable (Bcl2.Myc and Hdac7SA.Myc), as were E1A transformed lines (Hdac7SA.E1A). Hence, the individual transgenes are not incompatible with reprogramming, only the specific combinations of Hras.E1A and Hras.Myc. One key difference between Hras.E1A and Hras.Myc is that only Hras.E1A upregulated initiation-stage genes and underwent an MET (Fig. 4a, d), suggesting the impairment of reprogramming is already primed in the starting transformed MEFs.

To explore the underlying differences, we performed ATAC-seq on Hras.Myc and Hras.E1A lines with and without PD treatment, and compared them to wildtype MEFs. Interestingly, the global upregulation of the ATAC-seq signal at open loci was lost in the PD-treated samples and returned to levels similar to the wildtype (Fig. 6d). Western blot of H3K27ac, a mark of open active chromatin, supported this observation as H3K27ac was higher in the transformed MEFs and treatment with PD for 3 days reduced H3K27ac to wildtype levels (Fig. 6e). Interestingly the result was transient, as a treatment for 2 days followed by washing out reverted H3K27ac levels to the hyperactive state (Fig. 6e). This suggests that when PD inhibits MEK it leads to the indirect closing of chromatin and reductions in the global levels of H3K27ac. However, this effect was transient, and incomplete as the overall epigenetic landscape did not revert to a wildtype state, and 34,913 loci open in wildtype MEFs remained closed in the transformed cell lines (Fig. 6f).

To explore the mechanisms underlying the action of PD, we next divided the loci into two types based upon their state in wildtype MEFs and the effect of PD: (1) those loci that PD opens and reverts to a wildtype state, and (2) those loci that PD closes, reverting to the wildtype state (Fig. 6g). There was a roughly equal split between the two classes (10,230 peaks versus 12,276 peaks; Fig. 6g). GO analysis of the peaks that were specifically reverted to wildtype state in the Hras.Myc cells suggested that cell-cell adhesion gene loci were being remodeled (Fig. 6h). Indeed, chromatin at *Cdh1* and *Epcam* (two epithelial genes) were open in the Hras.E1A and Hras.Myc MEFs, but were closed when the cells were treated with PD and reverted to a wildtype MEF pattern at these genes (Fig. 6i). 

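Cdh1 averaged 92.5 ± 60.9 NTC (SD, n = 6, range 7 to 191) in Hdac7SA.Mef2d MEFs, 59.5 ± 55.1 NTC (SD, n = 6, range 7 to 151) in Hras.E1A and 9.4 ± 17.2 NTC (SD, n = 5, range 0 to 40) in Hras.Myc, against 1 ± 1.73 NTC (SD, n = 3) in wildtype cultures of passages 1 and 2. It was called higher in Hdac7SA.Mef2d (log2 fold change 2.91, adjusted p = 0.000215) and Hras.E1A (2.26, adjusted p = 0.00181) and not in Hras.Myc (0.51, adjusted p = 0.594). Epcam was also called in Hdac7SA.Mef2d (1.57, adjusted p = 0.00105), at 23.5 ± 12.9 NTC (SD, n = 6), and in Bcl2.E1A (1.35, adjusted p = 0.00931), and not in Hras.Myc (0.40, adjusted p = 0.479), at 4.8 ± 5.72 NTC (SD, n = 5).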

Importantly, *Cdh1*, *Epcam*, and other epithelial genes were not expressed in the transformed MEFs (Fig. 6j), indicating that epigenetic regulation at epithelial gene loci is deleterious for reprogramming of transformed cell lines.

We next looked at possible downstream targets of MEK signaling that mediated this indirect effect on chromatin. We used motif analysis to look for changes in transcription factor occupancy at PD-modulated peaks (Fig. 6k). Interestingly, peaks that were closed in response to PD treatment were specifically enriched with ETS, E2A, and KLF motifs. KLF proteins are major regulators of MET processes and are pluripotent factors, whilst ETS factors have been identified as barriers to wildtype untransformed reprogramming [66]. Loci that PD treatment opens were enriched with REL, HOX, and TFE family TFs (Fig. 6k). To explore deeper we looked at two small groups of chromatin loci that distinguished reprogramming-capable from -incapable, 10001 (specifically open in WT and Hras.E1A + PD) and 01110 (specifically closed in WT and Hras.E1A + PD) (Fig. 6g). Interestingly, GO analysis of the 01110-group suggested that enhancers near genes related to cell differentiation were erroneously opened (Figure S10a), for example at the developmental-related genes *Isl1* and *Tcf7l2* (Figure S10b). This was an effect on the chromatin state as *Isl1* and *Tcf7l2* were undetected in the RNA-seq data. This pattern extended to all of the genes in the vicinity of the 01110-chromatin state which were not significantly up or downregulated (Fig. S10c). Conversely, the genes associated with the 10001 group were significantly downregulated (Fig. S10c), although GO analysis suggests they are related to basic cellular processes such as cytoskeleton organization (Fig. S10d). 

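In the MEFs, Tcf7l2 lay between 134 and 381 NTC in every sample of the 10 lines and averaged 210.7 ± 40.2 NTC (SD, n = 3) in wildtype cultures of passages 1 and 2. Its changes against wildtype were between -0.39 in Hras.Myc (adjusted p = 0.125) and 0.41 in Bcl2.Myc (adjusted p = 0.135), and limma called it in 0 lines. Isl1 averaged 62.6 ± 84.9 NTC (SD, n = 5, range 0 to 168) in Hras.Myc, 25.67 ± 15.0 NTC (SD, n = 6) in Hras.E1A, 4.33 ± 4.13 NTC (SD, n = 6) in Hdac7SA.Mef2d and 7.33 ± 5.03 NTC (SD, n = 3) in wildtype. Its largest change was 1.57 in Bcl2.E1A (adjusted p = 0.0392), past 2-fold but not past an adjusted p of 0.01.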

Overall, this suggests the epigenetic activation of developmental genes is deleterious for reprogramming, and MEK inhibition can indirectly modulate the epigenetic state to close chromatin at developmental-related genes.

## Discussion

Reprogramming cancerous/transformed cells to pluripotent cells, followed by their differentiation, could form a valuable experimental model to recapitulate the earliest stages of tumorigenesis [67, 68]. However, reprogramming primary cancerous tissues is often difficult or impossible for many cancers, and even when possible the efficiency is considerably less than wildtype cells [31]. Additionally, there remain doubts about the bona fide reprogramming of cancerous cells [32, 38, 39]. A significant problem is the heterogeneity of primary cancer cells. To overcome this problem, we focused on isogenic transformed MEF lines that allow us to control cell type heterogeneity.

There is an intimate but unclear link between reprogramming and transformation [1, 68]. This link was recently explored in a novel system with multiple inducible genes that could be manipulated to either transform wildtype MEFs or perform reprogramming to iPSCs [20]. This elegant study showed that reprogramming and transformation followed similar initial paths, but then later diverged. The system they used for transformation was K-ras^G12D^ and *Myc* overexpression [20], which is similar to the Hras.Myc (*Hras*^*G12V*^/*Myc*) line described in this manuscript. Intriguingly, Hras.Myc is not compatible with reprogramming, and fails very early in the reprogramming process. However, several other lines described here can be transformed and remain compatible with reprogramming. Potentially, transformation strategies that remain compatible with reprogramming may recapitulate more of the reprogramming process as they transform and only diverge from reprogramming at later stages.

*Ras* overexpression is beneficial for reprogramming wildtype MEFs, but is a major barrier to reprogramming transformed cells [69]. Indeed, when Hras^G12V^ was overexpressed in p53-null immortalized MEFs reprogramming was blocked [69]. This is reminiscent of the effect in the Hras.Myc and Hras.E1A lines, which were also resistant to reprogramming. However, we show that inhibition of MEK by PD enables Hras.E1A cells to reprogram, whilst Hras.Myc cells remain reprogramming-incapable. This indicates that the reprogramming of Hras^G12V^ is context-dependent.

Several studies have identified small molecules that assist in reprogramming transformed cells to a pluripotency. mTOR was identified as a barrier to the reprogramming of sarcoma cells [70]. In our experiments, mTOR inhibition had no effect. This again highlights the context-specific nature of the barriers in different transformed cell lines. Overall, MEK inhibition was the only essential molecule, which agrees with a previous study that showed that MEK inhibition assisted in reprogramming transformed human cell lines [71]. PD is also a key component of the 2iLIF medium used to maintain mouse ESCs in a naïve ground state [61, 72]. It is unclear if PD plays the same role in assisting in reprogramming transformed MEFs and in promoting pluripotency. Indeed, reprogramming with PD is deleterious for reprogramming wildtype MEFs, at least in the early stages [69, 73]. The SV40T transformed line was an interesting case in this regard, as it could be converted to reprogramming-capable, and only required the addition of PD, although reprogramming efficiency could be improved with the addition of other small molecule inhibitors. We speculate that SV40T is similar to Hras.E1A, and both cell lines can correctly initiate reprogramming but fail to mature or stabilize, both late-stage processes. The addition of PD appears to be sufficient for reprogramming as long as the initial stages can be overcome.

Ultimately, our model suggests the context-specific reprogramming of transformed cell lines. Different transformations lead to diverse blocks at different stages. Inhibition of ERK by PD can overcome some of these barriers, primarily in Ras-transformed cells [69, 71]. However, each transformed cell line can harbor barriers that block reprogramming at unique stages. This perhaps reflects the diversity of regulatory features disrupted in cancer and may relate to the ‘stemness’ of a cancer type or method of transformation [74]. Nonetheless, insights into reprogramming can inform the process of transformation and provide new models to address tumorigenesis.

## Methods summary

### Animal experimental approval

Ethical approval for the generation of MEFs and teratoma assays was granted by the Southern University of Science and Technology animal ethical committee, approval number: SUSTC-2019-005.

### Cell culture and MEF transformation

MEFs were derived from E13.5 embryos from OG2 mice [43] (MEFOG2) or were from a wildtype ICR genetic background (MEFICR). The sex of the animals was unknown. MEFOG2 cells contain an Oct4-GFP reporter, as described in [43]. The MEFICR cells did not contain a reporter. All of the experiments were performed using the MEFOG2 lines, except for the experiments in Fig. 5d, S2b, d–f, h-j, all of S3, and S5d which used the MEF ICR lines. MEF cells were cultured in DMEM high-glucose media containing 10% FBS (GIBCO), 1 × GlutaMAX (GIBCO), and 1x nonessential amino acids (GIBCO), 0.5x Penicillin/Streptomycin (Hyclone). We generated immortalized MEF cell lines by transfecting the following transgenes singly or in combination: P53DD, PMM2-SV40T, PMM2-Hdac7SA, PMM2-Mef2d, Bcl2, PMM2-Myc, Ras, PMM2-E1A. Immortalized MEFs were passaged for at least a month to remove wildtype untransformed MEFs. 3T3-L1, 4T1 and N2a cells were from the ATCC collection.

### Somatic cell reprogramming

Wildtype MEFs and transformed MEFs in an OG2 reporter background were reprogrammed as described in [43]. Briefly, a polycistronic OKSM [75], lentivirus was transfected into 15,000 MEFs in one well of a 12-well gelatin plate. One day after transfection the medium was changed to reprogramming medium and cultured for 15 days: DMEM high-glucose media containing 15% FBS (GIBCO), 1× GlutaMAX (GIBCO), 1x non-essential amino acids (GIBCO), 0.5x Penicillin/Streptomycin (Hyclone), 1 mM sodium pyruvate (GIBCO), 0.1 mM 2-mercaptoethanol (GIBCO), 1000 U/ml leukemia inhibitory factor (LIF) (Millipore). Vitamin C (Vc) (Sigma) was used in the majority of reprogramming media, unless indicated, and was added at a concentration of 50 μg/ml. The medium was changed daily. Inhibitors were added when the medium was changed to the reprogramming medium: PD0325901 (1 μM, Sigma), CHIR99021 (3 μM, Sigma), Y23637 (10 μM, Sigma), BIX-01294 (200 nM, Selleck), and TSA (50 nM, Sigma). iPSC lines were established by allowing the GFP+ cells to pass through a further two passages.

### Karyotype analysis

When the immortalized MEF ICR line cell growth density reached 80 to 90%, colchicine (0.2 μg/ml, Selleck), was added to the culture medium to a final concentration of 0.2 μg/ml. The cells were incubated at 37 °C for 120 min. After colchicine treatment, cells were washed twice with PBS, and 0.5 ml of 0.25% trypsin was added for digestion. Then, 7 ml of 0.075 mol/L KCl solution preheated to 37 °C was added, and the cell suspension was blown with a straw and incubated at 37 °C in a water bath for 25 min. Collected cells were fixed with a fixing solution (methanol glacial acetic acid 3:1 preparation) at 37 °C, 3 min. After fixation, cells were centrifuged at 1200 revolutions per min (rpm) for 5 min, after which the supernatant was discarded. 7 ml of fresh fixing solution was added, and the cells were gently beaten with a pipette tip, and fixed in a 37 °C water bath for 40 min. Cells were centrifuged at 1200 rpm for 5 min, after which the supernatant was discarded. Subsequently, 7 ml of fresh fixing solution was added, followed by gentle beating with a filter tip. The cells were fixed in a 37 °C water bath for 40 min. After fixation, the cells were centrifuged at 1200 rpm for 5 min, and then most of the fixation solution was removed, and the cells were resuspended with part of the fixation solution. Suspended cells were pipetted onto a slide from a distance of about 30 cm. Immediately after dropping the cells on the slide, the slide was incubated at 75 °C and baked for 3 h. Next, 0.03 g trypsin powder to 55 ml normal saline was added, followed by a gentle shaking, before adjusting the pH to about 7.2 with 3% Tris-HCl. The preparation was put into trypsin digestion solution for 8–10 s, followed by the addition of saline to stop digestion, Giemsa staining (C0133, Beyotime Biotech) solution was added for 5–10 min. Both sides were gently rinsed with running water and allowed to dry at room temperature. After the slides dried, they were examined under a microscope to look for a good chromosome split.

### Teratoma formation

5–10 million mouse iPSCs in a slurry of Matrigel and mTeSR (1:1) medium were injected into 8-week-old female nude (BALB/cNj-Foxn1^nu^/Gpt) immunodeficient mice. Teratoma growth was quantified by measuring the approximate elliptical area (mm^2^) with calipers measuring the outward width and height after growth for 60 days. Representative tumors were dissected and sectioned and slices were stained with hematoxylin and eosin.

### Alkaline phosphatase staining

Reprogrammed cells were stained with alkaline phosphatase according to the manufacturer’s protocols. In brief, reprogramming cells were fixed in 1% (w/v) formaldehyde, and then cells were stained with BCIP/NBT Alkaline Phosphatase Color Development Kit (C3206, Beyotime Biotech) according to the kit’s instructions.

### Flow cytometry

Reprogramming cells were digested with trypsin and washed with DPBS once, and analyzed or sorted with a BD FACS Aria III flow cytometer. To monitor cellular reprogramming status, reprogrammed cells were stained with antibodies: anti-CD44-PE (25-0441-82, 1:500, Thermo Fisher) and anti-ICAM-1-FITC (sc-8439 FITC, 1:200, Santa Cruz Biotechnology). Cells were sorted and analyzed on a BD FACS Aria III instrument, with the following gain settings: For cancer cell line (Fig. 1c): FSC 128; SSC 254; FITC 495; PE-cy7 478. For immortalized MEFs GFP detection (Fig. 5c) FSC 166; SSC 263; FITC 310.

### Western blot

Cells were lysed with RIPA buffer (P0013B, Beyotime Biotech). Proteins were resolved in sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE; 15% (w/v) for blots involving histones and 12% (w/v) for all other proteins) and transferred onto pre-activated polyvinylidene fluoride (PVDF) membranes (IPVH00010, Millipore, MA, USA). The PVDF Membranes were incubated with anti-H3 (ab1791, 1:3000, Abcam), anti-H3K27ac (ab4279, 1:2000, Abcam), anti-H3ac (06-599,1:2000, Millipore), anti-H4ac (ab46983, 1:2000, Abcam), anti-H3K4me3 (ab8580, 1:2000, Abcam), anti-H3K4me (ab176877,1:2000, Abcam), anti-H3K27me3 (07-449,1:2000, Millipore), anti-H3K9me3 (ab8898, 1:2000, Abcam), anti-NANOG (8822 S, 1:1000, cell signaling), anti-OCT4 (sc-5279, 1:1000, Santa Cruz Biotechnology), anti-P53 (sc-126, 1:1000, Santa Cruz Biotechnology), anti-HDAC7 (ab12174,1:2000, Abcam), anti-MEF2D (ab32845,1:2000, Abcam), anti-ACTIN (ab8227, 1:3000, Abcam), anti-MYC (ab32074,1:2000, Abcam), anti-SOX2 (4900S, 1:1000, cell signaling), anti-MDM2 (AF7499,1:1000, Beyotime), anti-CNK1A (AF5252,1:1000, Beyotime) anti-Phospho-p53(Ser15) (AF5893,1:1000, Beyotime). Afterward, the membranes were incubated with HRP-conjugated goat antirabbit IgG (ab205718, 1:3000, Abcam) and visualized using an enhanced chemiluminescence BeyoECL method (P0018AS, Beyotime Biotech) on a Tanon 6100C machine. All Uncropped unprocessed western blots are in Supplementary Material.

### Immunofluorescence

Cells were washed with cold PBS and fixed using 4% (w/v) paraformaldehyde in PBS for 10 min at room temperature. Then cells were washed with PBS and permeabilized with 0.25% (v/v) Triton X-100 for 10 minutes at room temperature. Fixed cells were then washed with PBS three times and blocked with 3% (w/v) bovine serum albumin for 1 hour at room temperature. Then cells were incubated with primary antibodies: anti-NANOG (8822 S, 1:1000, cell signaling), at 4 °C overnight in primary antibody. Following overnight incubation, cells were washed with wash buffer (0.1% (v/v) Tween-20 in PBS) and incubated with secondary antibodies Alexa Fluor series (Life Technologies) in wash buffer for 1 h at room temperature. Cells were washed again and nuclei were stained using DAPI (5 μg/ml, Thermo). Then we used a fluorescent microscope (LSM980 Carl Zeiss) to capture at least three slides for each sample at ×100 magnification. Laser lines 488, 568, and 405 nm were used to stimulate and observe Nanog, tdTomato, and DAPI. Immunofluorescence imaging experiments were performed in biological duplicate, and at least three views were gathered per slide

### RT-qPCR

Total RNA from cells was isolated using RNAzol RT (MRC, RN190) according to the manufacturer’s protocols. cDNA synthesis by using a PrimeScript RT Master Mix (Takara, RR036A). Real-time PCR was performed in triplicate using SYBR Premix Ex Taq (Takara, RR820A) and using a Biorad Real-time PCR system. The primers used are listed in Supplementary Table S3.

### RNA-seq preparation and analysis

RNA was isolated using RNAzol RT (MRC, RN190) according to the manufacturer’s protocol and prepared for sequencing with RNA-seq NEB Next Ultra RNA Library Prep Kit (NEB, #7530). RNA quality was tested using an Agilent 2100 and a minimum RIN score of 8.0 was required for sequencing. Samples were sequenced on an Illumina Novaseq 6000.

RNA-seq was analyzed essentially as described in [52], except scTE/te_counts was used to assign mapped reads to genes and TEs [76], and the UCSC genome browser repeat mask track and GENCODE vM23 annotation was used for TE and gene assignment. Differential expression was determined using DESeq2 [77]. A gene was considered differentially expressed had an absolute fold-change of at least 2, and a Bonferroni-Hochberg corrected p-value of 0.01. GSEA was performed using fgsea [78], and GO was done with goseq [79]. Cell type determination was scored with DPre [53]. Other analyses were performed using glbase3 [80].

### ATAC-seq preparation and analysis

ATAC-seq library was generated using the Tn5 enzyme from the TruePrep DNA Library Prep Kit V2 (Vazyme, TD501-02) as previously described [81]. Briefly, a total of ~50,000 cells were washed once with 50 μl of cold PBS and resuspended in 50 μl lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.2% (v/v) IGEPAL CA-630). The nuclei were centrifuged for 10 min at 500 × *g* at 4 °C, followed by the addition of 50 μl transposition reaction mix (25 μl TD buffer, 2.5 μl Tn5 transposase (Vazyme), and 22.5 μl nuclease-free water). Samples were PCR-amplified and purified using a MinElute kit (Qiagen). After selecting an appropriate PCR cycle number (See [81]) samples were sequenced on an Illumina sequencer. ATAC-seq data was analyzed essentially as described in reference: [66]. Briefly, reads were aligned to the mm10 mouse genome with bowtie2 [82], peaks were called with MACS2 [83], and then the *redefine_peaks* function, which is a generalized reimplementation of the algorithm in [66], was used to recover low-scoring peaks by sharing peak information across samples [84]. DNA binding motifs were detected using HOMER [85]. All other analyses were performed using glbase3 [80]. ATAC-seq data from GSE93029 [66] and GSE103980 [86] were reanalyzed as part of this study.

### Statistical analysis, reporting, and biological replication

No statistical test was used to determine the sample size. Animal experiments were performed in biological duplicates, and there was no randomization performed to select animals for experimentation. The investigator was not blinded to the experimental details.

Differential gene expression was calculated using DESeq2 (v1.36.0). A gene was considered significantly differentially regulated if it had an absolute fold-change of at least 2 and a Bonferroni-Hochberg corrected *p*-value (*q*-value) of <0.01. This criterion was used in Figs. 3a, 4c, Figs. S1c, and d. RNA-seq experiments were performed in at least biological duplicate (different samples on different days, or independent cell lines). Gene ontology analysis was performed using goseq (v1.48.0) and statistics were calculated using goseq’s internal statistical model. A gene ontology category was considered significantly enriched if there were at least 50 genes in that GO term and a Bonferroni-Hochberg corrected *p*-value (*q*-value) of <0.01. GSEA was performed using fgsea (v1.22.0). Gene sets were considered enriched or depleted if they had an absolute NES (normalized enrichment score) of at least 1.5 and a Bonferroni-Hochberg corrected *p*-value (*q*-value) of <0.01. Transcription factor motif analysis was performed using HOMER. A motif was considered significantly enriched if the uncorrected *p*-value was <0.00001.

Western blots were repeated at least twice with similar results, except for Fig. S7c which was performed once. Figure 6a was repeated three times. FACs analysis (Figs. 1c and 5c) were performed three times with similar results. All qRT-PCR experiments were performed using at least three biological replicates with three technical replicates each. Immunofluorescence imaging was performed in biological duplicate, and at least three views were gathered per slide. In total we generated twenty distinct transformed MEF lines, using ten transgene combinations, in two genetic backgrounds, MEFOG2 and MEFICR. We reprogrammed the MEF OG2 transformed cells to generate 37 iPSC-like lines.

## Supplementary information

Supplementary Material

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Data Availability

The RNA-seq and ATAC-seq data generated as part of this study are available in the gene expression omnibus (GEO) public database under accession number GSE213225.

# Supplementary material for: Restricting epigenetic activity promotes the reprogramming of transformed cells to pluripotency in a line-specific manner
**Source:** Cell Death Discov. 2023 Jul 14;9:245. doi: 10.1038/s41420-023-01533-8
**Supplement:** Supplementary file 1 — Supplementary Material

## Supplementary Tables

**Supplementary Table 1** – Table of experimental samples and data for each figure in the manuscript, includes raw uncropped western blots.

**Supplementary Table 2** – Genes assigned to the ‘MEF senescent signature’ and the ‘reprogramming permissive signature’.

**Supplementary Table 3** – Sequences of the transgenes used for aligning the RNA-seq data.

## Supplementary Results

### Measurement of the transgenes in the RNA-seq data

Transgene expression was measured by aligning the RNA-seq to an index composed of the FASTA sequences for the transgenes used in this study (**Supplementary Table 3**). The HsMYC (human c-MYC; ENST00000259523) measures the expression of the polycistronic OSKM transcript (Warlich et al., 2011). Note that the HsOCT4, HsSOX2 and HsKLF4 transgenes are not detectable in this RNA-seq data as the RNA is cleaved and only the HsMYC has a poly-A tail. GFP/eGFP measures the expression of the GFP reporter from the OG2 reporter (Zhuang et al., 2018).

## References

- Hutchins, A.P., Yang, Z., Li, Y., He, F., Fu, X., Wang, X., Li, D., Liu, K., He, J., Wang, Y., *et al.* (2017). Models of global gene expression define major domains of cell type and tissue identity. *Nucleic Acids Res* 45, 2354-2367.
- Medvedeva, Y.A., Lennartsson, A., Ehsani, R., Kulakovskiy, I.V., Vorontsov, I.E., Panahandeh, P., Khimulya, G., Kasukawa, T., Consortium, F., and Drablos, F. (2015). EpiFactors: a comprehensive database of human epigenetic factors and complexes. *Database (Oxford)* 2015, bav067.
- Samavarchi-Tehrani, P., Golipour, A., David, L., Sung, H.K., Beyer, T.A., Datti, A., Woltjen, K., Nagy, A., and Wrana, J.L. (2010). Functional genomics reveals a BMP-driven mesenchymal-to-epithelial transition in the initiation of somatic cell reprogramming. *Cell Stem Cell* 7, 64-77.
- Steffens, S., Fu, X., He, F., Li, Y., Babarinde, I.A., and Hutchins, A.P. (2020). DPre: computational identification of differentiation bias and genes underlying cell type conversions. *Bioinformatics* 36, 1637-1639.
- Warlich, E., Kuehle, J., Cantz, T., Brugman, M.H., Maetzig, T., Galla, M., Filipczyk, A.A., Halle, S., Klump, H., Scholer, H.R., *et al.* (2011). Lentiviral vector design and imaging approaches to visualize the early stages of cellular reprogramming. *Mol Ther* 19, 782-789.
- Zhuang, Q., Li, W., Benda, C., Huang, Z., Ahmed, T., Liu, P., Guo, X., Ibanez, D.P., Luo, Z., Zhang, M., *et al.* (2018). NCoR/SMRT co-repressors cooperate with c-MYC to create an epigenetic barrier to somatic cell reprogramming. *Nat Cell Biol* 20, 400-412.

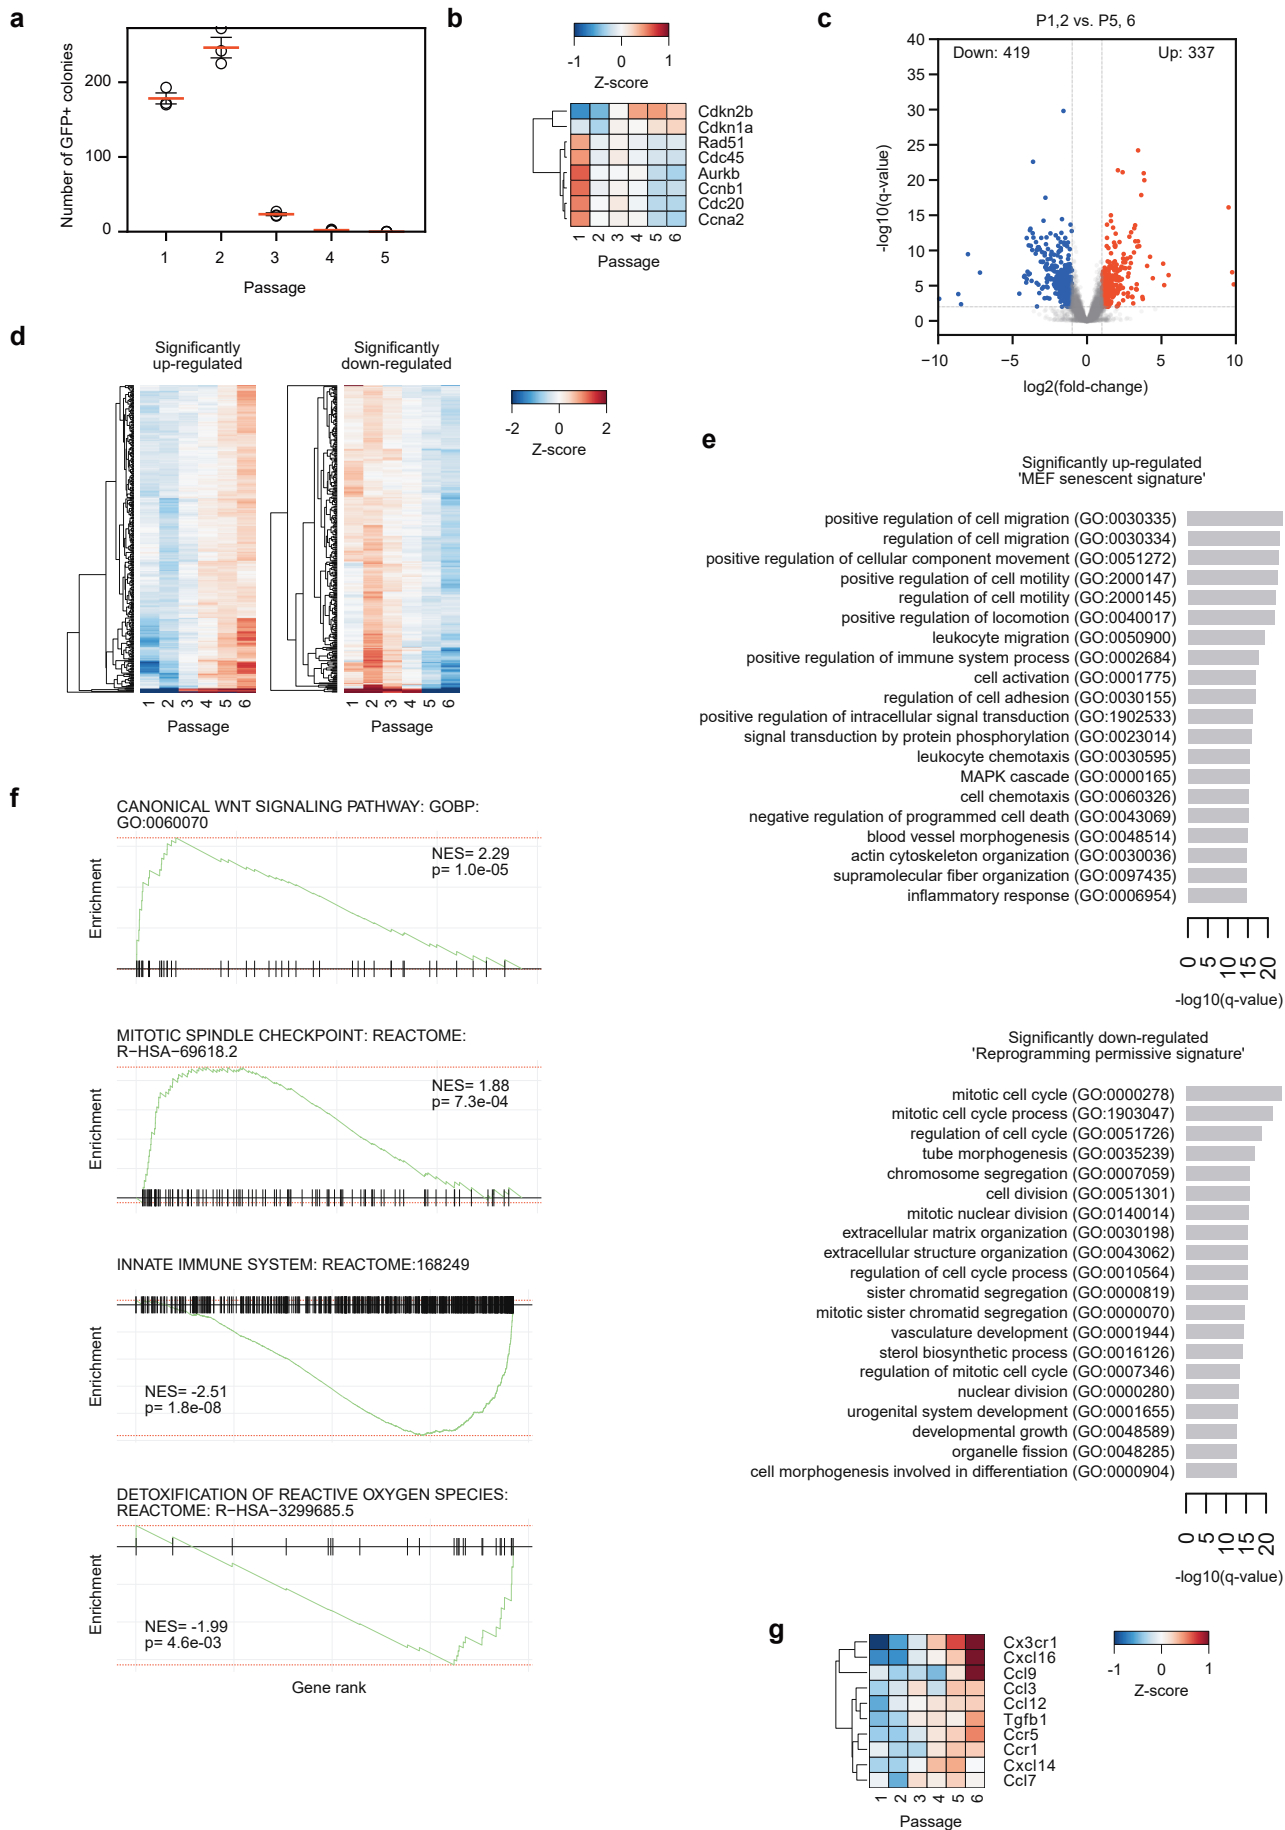

**Supplementary Fig. 1. Late passage MEFs lose reprogramming capability and become senescent.**

- a** Number of GFP+ colonies from a reprogramming experiment using OCT4KI-MEFs from the indicated passage number. Data is from three biological replicates.
- b** Heatmap for the expression of selected cell cycle genes in the different passages of MEFs.
- c** Volcano plot for differentially expressed genes when comparing passage 1, 2 versus passage 5, 6. A gene was considered significantly different if it had an absolute fold-change of 2 and a q-value of less than 0.01 (Bonferroni-Hochberg corrected p-value).
- d** Heatmaps of the expression of the significantly up or down-regulated genes in the indicated MEF passages.
- e** Gene ontology analysis of the significantly up and down-regulated genes. A GO term was considered significant at a Bonferroni-Hochberg corrected p-value of less than 0.01. Based on these GO, we labelled the up-regulated genes as the 'MEF senescent signature' and the down-regulated genes as the 'reprogramming permissive signature'.
- f** GSEA for the up and down-regulated genes. Selected Reactome or GO BP (biological process) terms are shown. NES (normalized enrichment score), and the Bonferroni-Hochberg adjusted p-value are indicated.
- g** Heatmap of selected significantly differentially expressed cytokines and chemokines.

**a**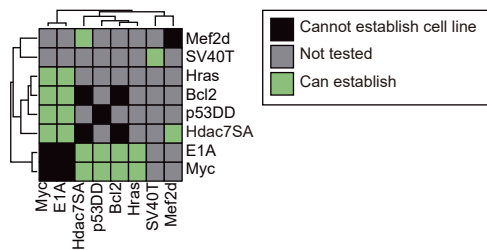**b**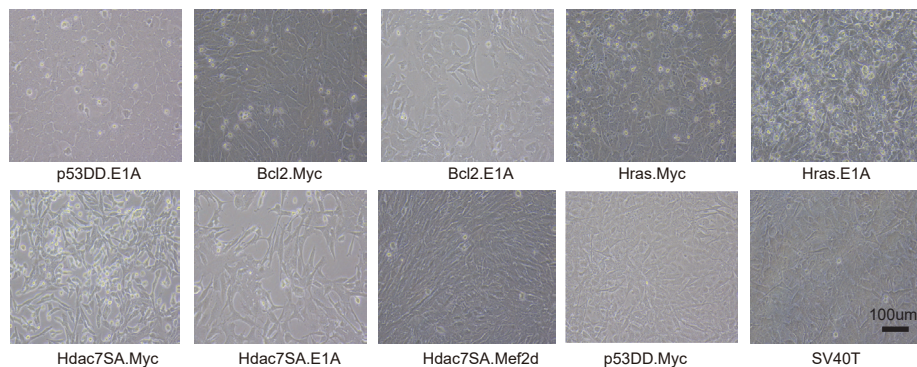**c**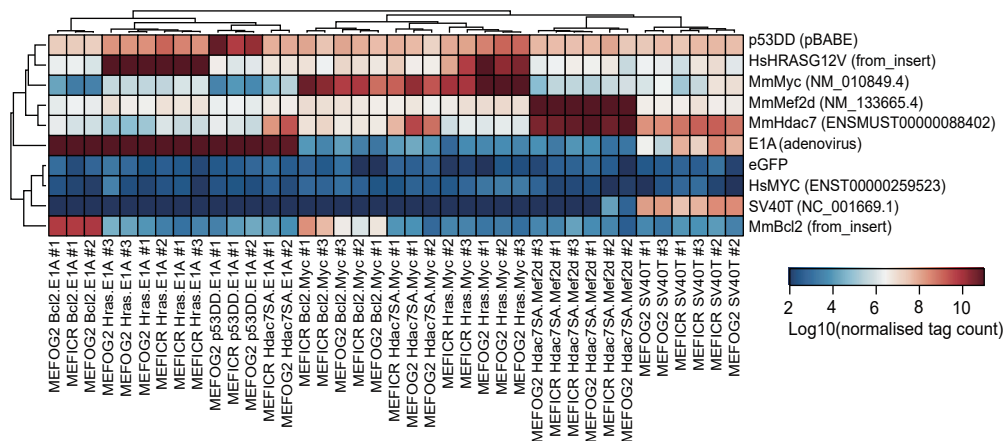**d**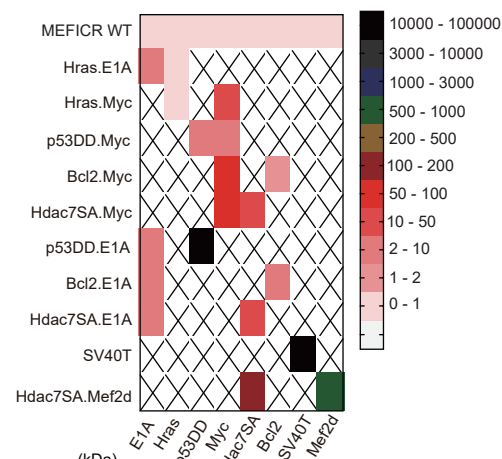**e**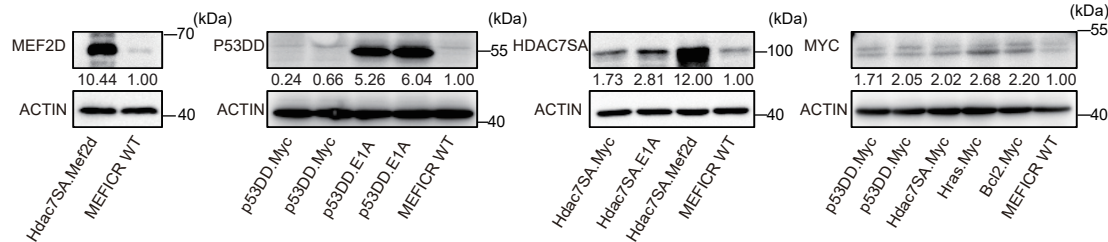**f**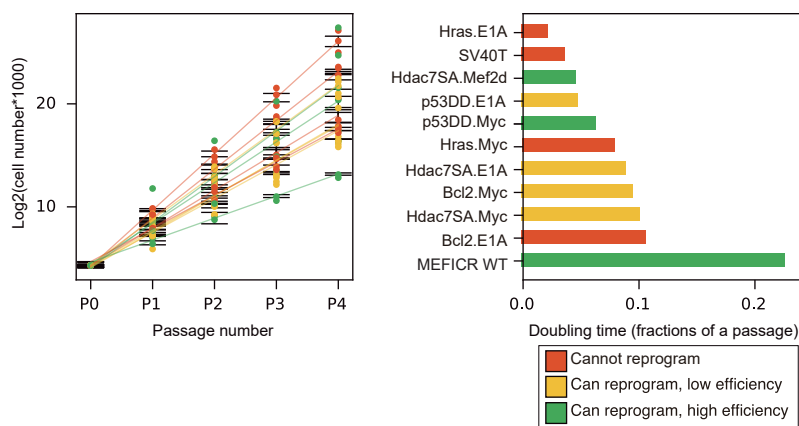**h**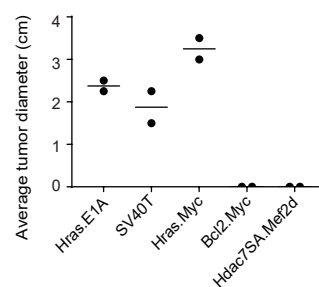**i**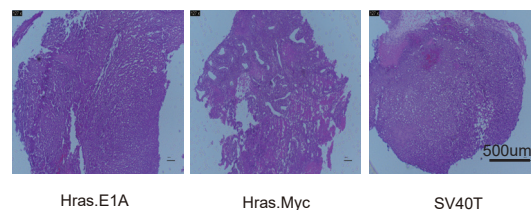**g**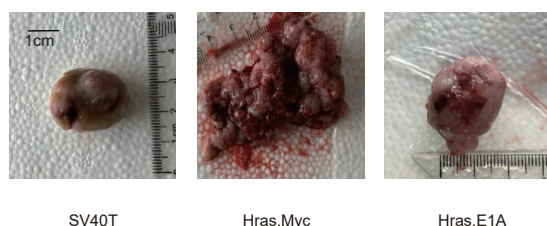**j**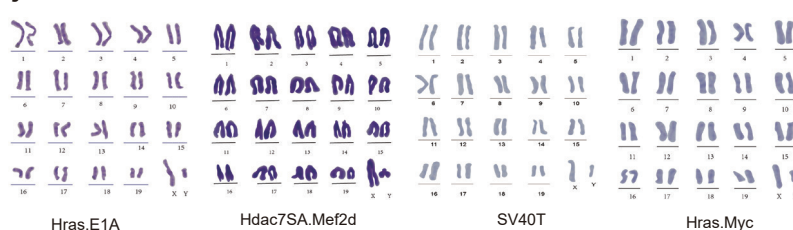

**Supplementary Fig. 2. Properties of the immortalized MEF lines.**

- a** Heatmap showing the combinations of transgenes used to establish transformed MEFOG2 and ICR lines.
- b** Bright field views of the ICR and OG2-derived MEF lines. Scale bar = 100  $\mu$ m.
- c** Heatmap of the expression for the transgenes used in this study in the OG2 and ICR-derived MEF lines.
- d** RT-qPCR for the indicated transgenes in the ICR derived MEF lines. Data is the mean of two biological replicates. X indicates not performed.
- e** Western blot for the indicated transgenes in the in the OG2 derived MEF lines. Beta-Actin was used as a control. The experiment was performed twice with similar results.
- f** Growth curves of the immortalized MEF ICR-lines (left chart), and estimated doubling time (right chart). Dots are the mean from three biological replicates. Bars indicate the standard deviation.
- g** Representative tumor images from MEFICR-derived growths in nude mice, images. Scale bar = 1cm. The experiment was performed twice with similar results.
- h** Chart of tumor sizes generated from the ICR MEFs from the indicated transformed lines. The middle bar represents the mean of the two biological replicates.
- i** Hematoxylin and eosin staining of cross sections of tumors generated from ICR MEFs transformed with the indicated transgenes. Scale bar = 100  $\mu$ m. Two slides were prepared, and at least three views were taken per slide.
- j** Karyotype of the indicated ICR MEFs transformed with the indicated transgenes. This experiment was performed twice with similar results, and at least three karyotypes were inspected per biological replicate.

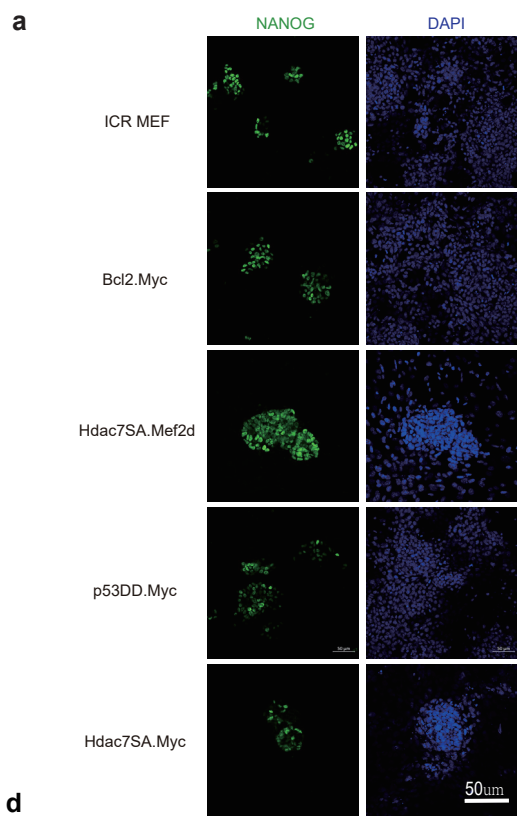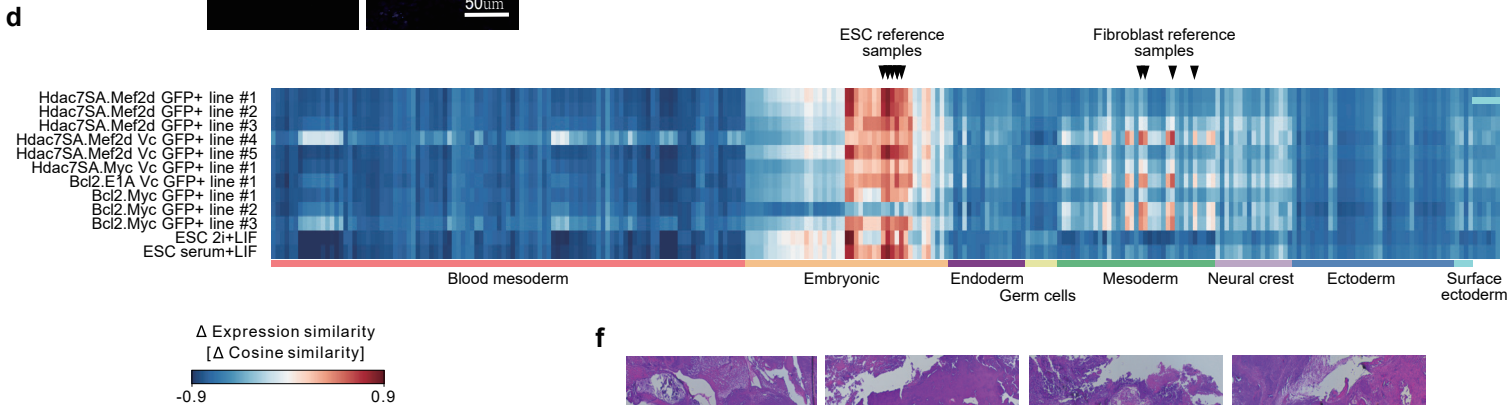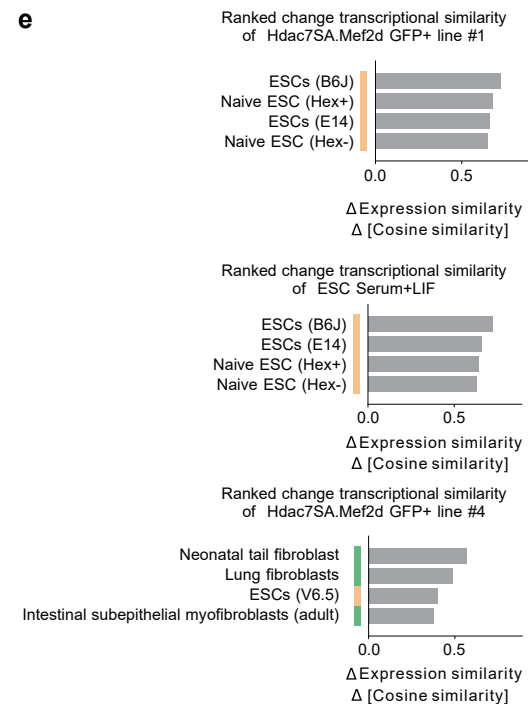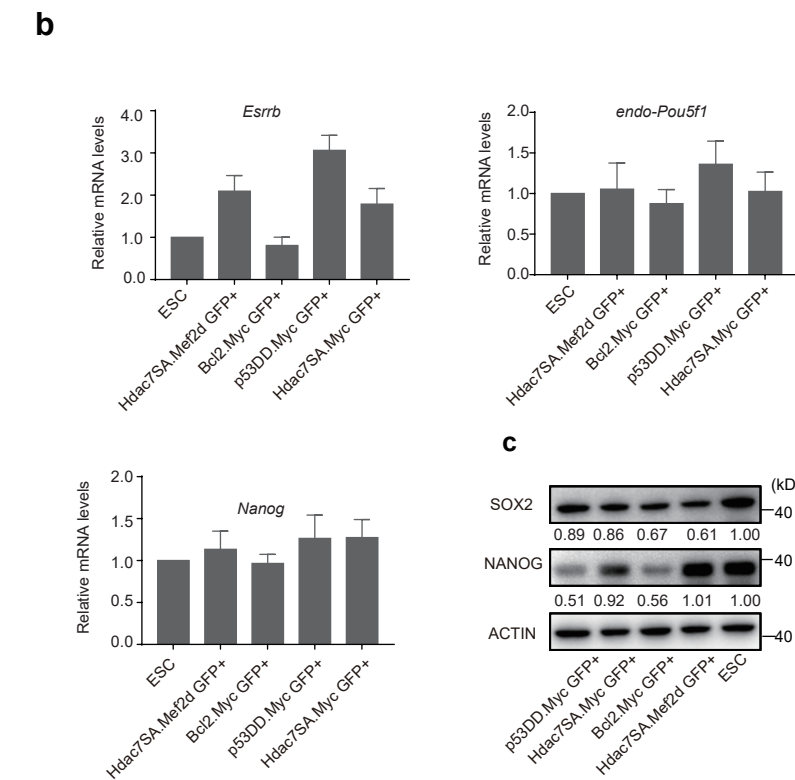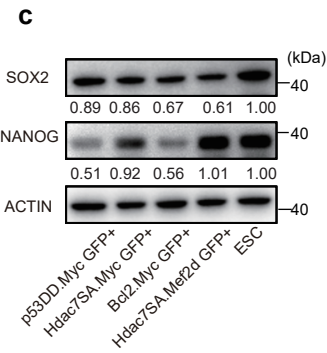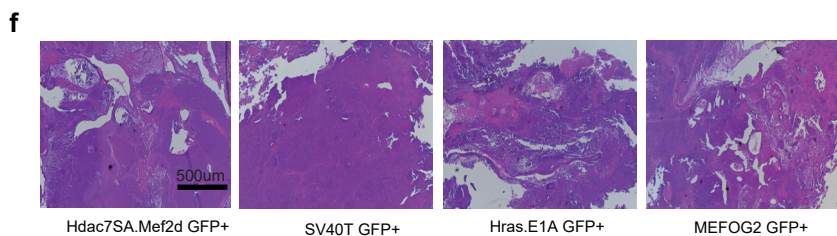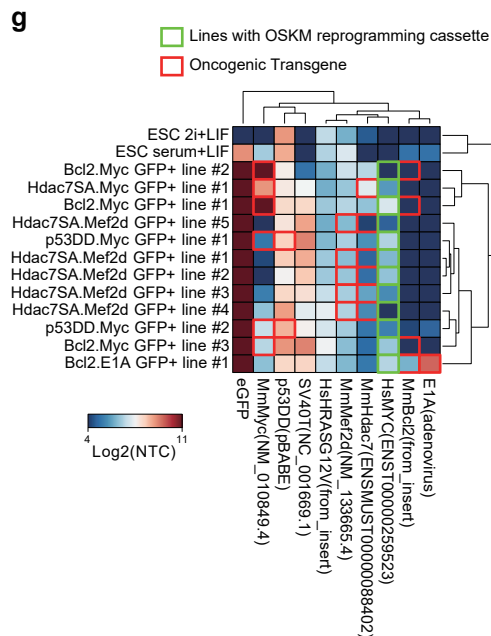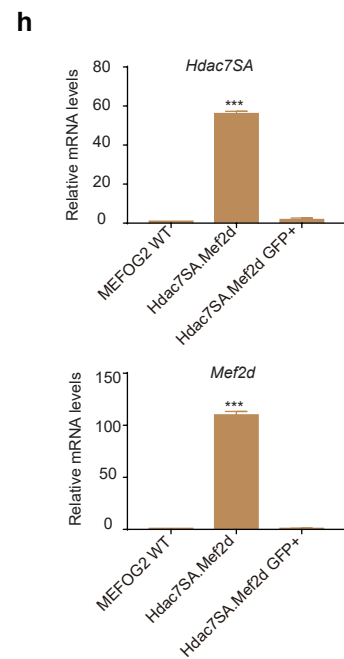

**Supplementary Fig. 3. Reprogramming status of the iPSC lines derived from the immortalized MEFs.**

- a** Fluorescent microscopy images for NANOG for reprogramming of the indicated lines of the transformed ICR MEFs. Scale bar=50  $\mu$ m. Images are representative and are from two biological replicates with three images per slide.
- b** RT-qPCR for a selection of pluripotency-related genes in the GFP+ cells at day 15. RT-qPCR was performed four times from independent experiments.
- c** Western blot for SOX2, NANOG and ACTIN (control) in the ESCs and the indicated transformed MEF lines. Experiment was performed twice with similar results.
- d** Correlation of the iPSCs versus a large panel of mouse RNA-seq data (Hutchins et al., 2017), using DPre (Steffens et al., 2020).
- e** Expression similarity as determined by DPre for the Hdac7SA.Mef2d, and ESC lines.
- f** Representative images from hematoxylin and eosin-stained teratomas sections from the indicated transformed MEF lines.
- g** RNA-seq data for the transgenes used in this study. (See also Figure S12c). The reprogramming OSKM cassette is a polycistronic vector but only the HsMYC gene is detectable in the RNA-seq data. Note that the p53DD is hard to determine by RNA-seq as the endogenous p53 interferes with the exogenous transgene. Oncogenic transgenes used to generate the MEF lines are indicated in red, and those cells with the OSKM cassette are marked in green.
- h** RT-qPCR for *Hdac7SA* and *Mef2d* transgenes in the GFP+ iPSC-like lines. The mean of three biological replicates  $\pm$  s.d. is shown. \*\*\*P < 0.01.

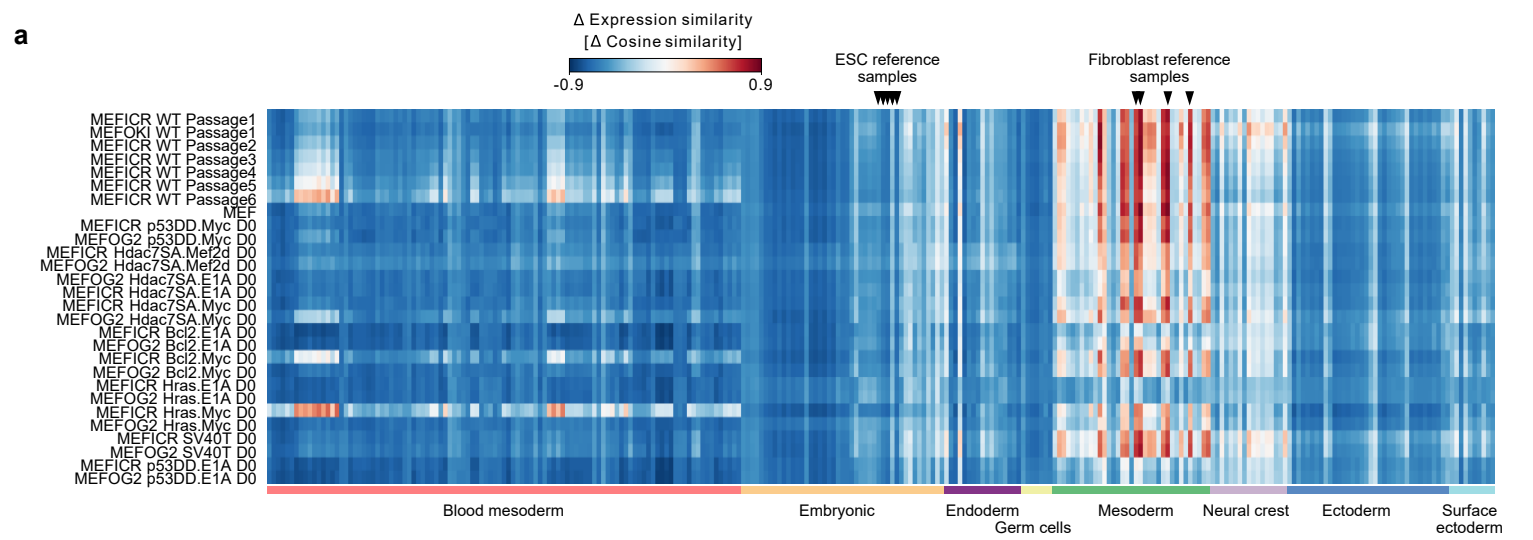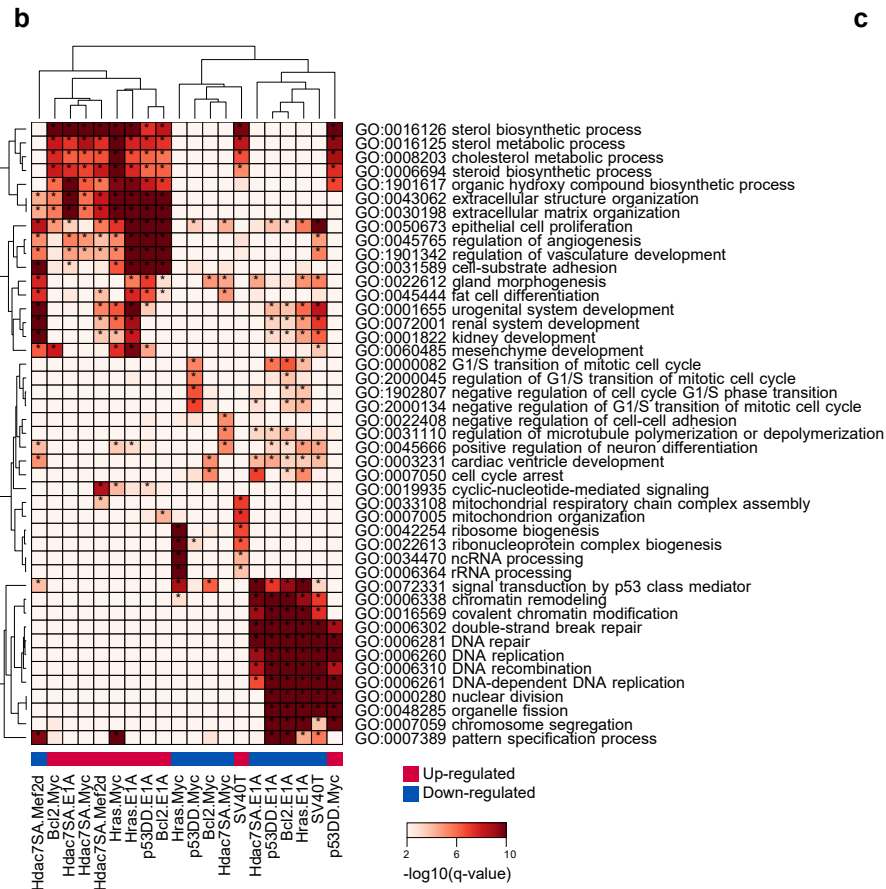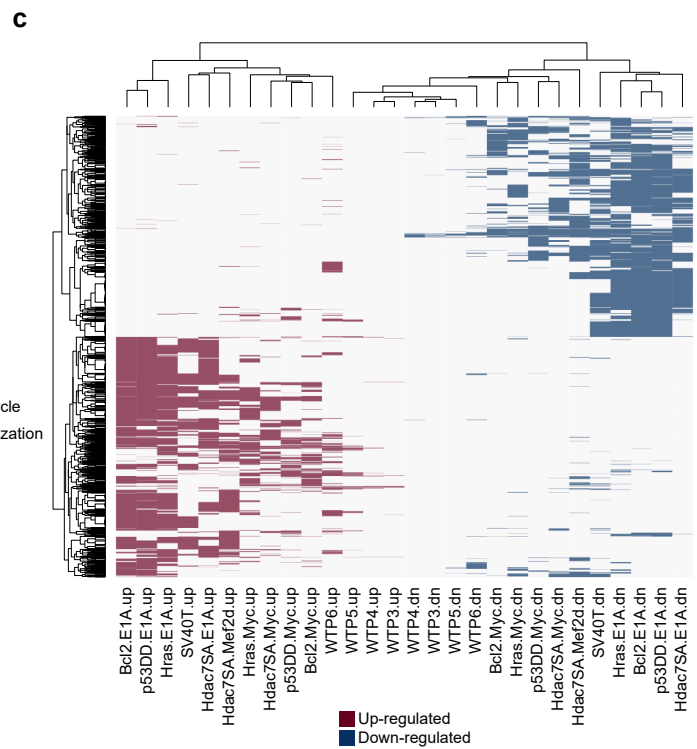

**Supplementary Fig. 4. Gene expression and epigenetic changes in the transformed immortal MEF lines.**

- a** No evidence that the MEFs are differentiating, correlations versus the closest samples from (Hutchins et al., 2017) using DPre (Steffens et al., 2020).
- b** Gene ontology analysis of the DE genes in each MEF line. Up-regulated genes are in the left heatmap and down-regulated genes are in the right heatmap.
- c** Heatmap of significantly up (red) and down-regulated (blue) genes in the indicated MEF transformed cell lines. Heatmap was generated using any genes that appeared in any four cell lines (either up or down-regulated).

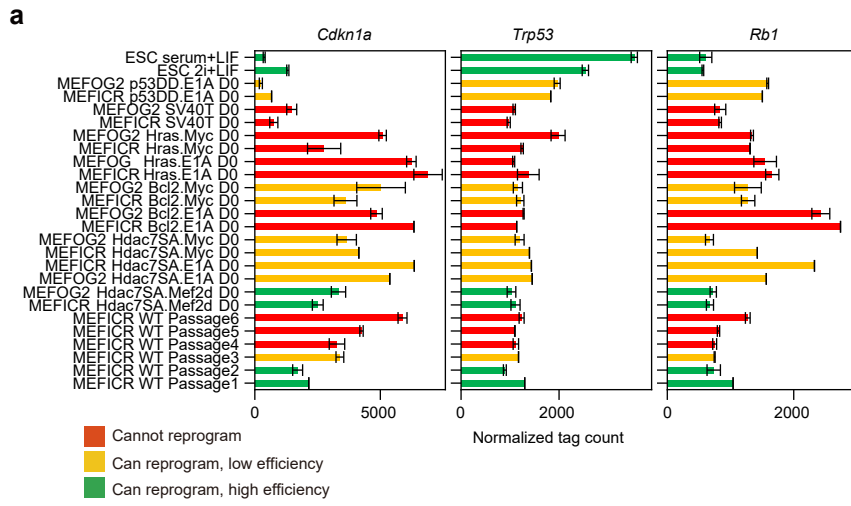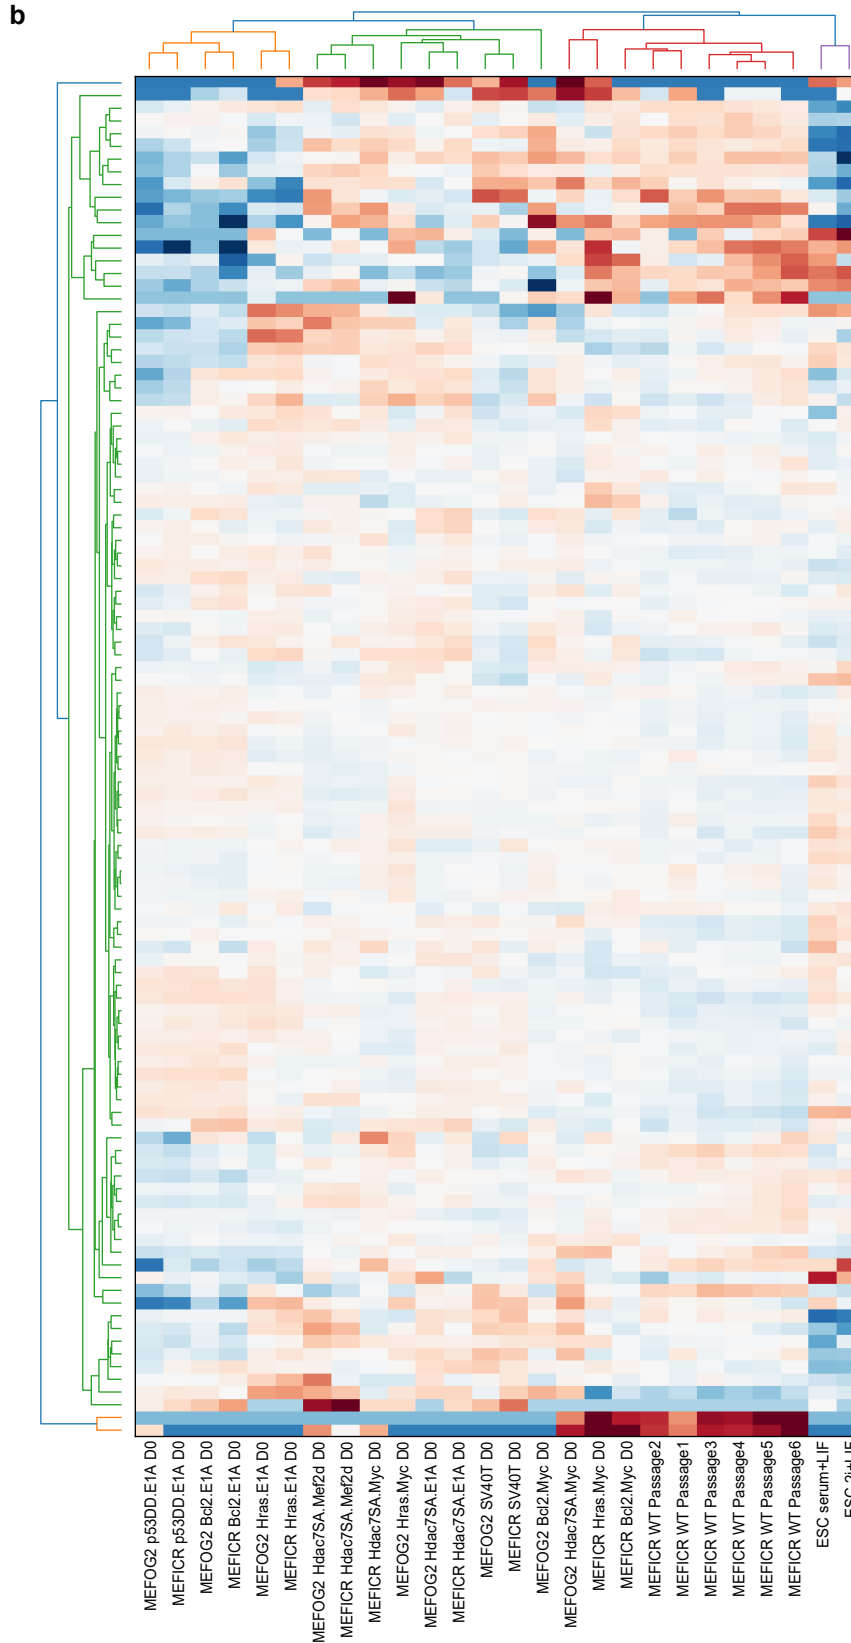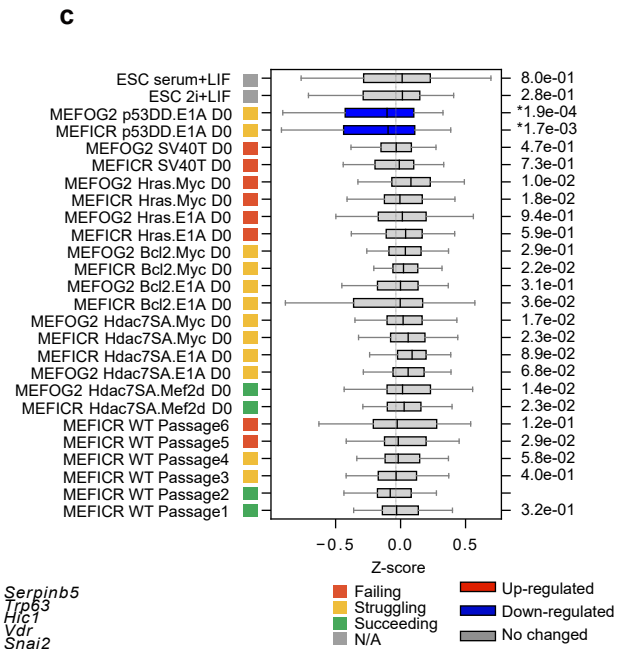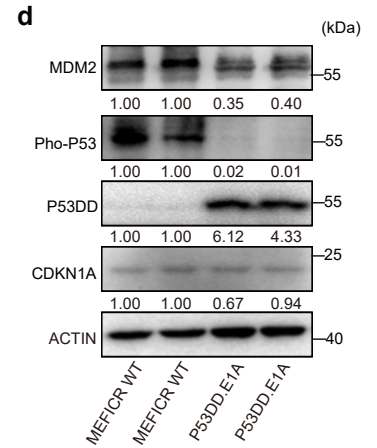

**Supplementary Fig. 5. Known blocks on reprogramming are not responsible for the inability of transformed MEFs to reprogram**

- a** Bar chart of the expression of *Tp53*, *Cdkn1a* and *Rb1* expression in transformed MEF lines and the first 6 passages of wildtype MEFs
- b** Z-score heatmap of p53 target genes (taken from PID\_P53\_DOWNSTREAM\_PATHWAY MSIGDB\_C2)
- c** Box plots of the genes in **panel b**, significance is versus MEFICR WT Passage 2 samples, calculated from a two-sided Welch's t-test. Blue indicates significantly down-regulated.
- d** Western blot for MDM2, phosphorylated-p53 (Pho-p53), p53DD, CDKN1A or ACTIN in ICR MEFs and ICR MEFs transformed with p53DD.E1A transgenes. Beta-Actin was used as a control. This experiment was performed twice with similar results.

**Supplementary Fig. 6. Transformed cells have disrupted phases of reprogramming**

- a** Heatmaps showing the expression of initiation (left panel), maturation (middle panel) and stabilization (right panel) genes (Samavarchi-Tehrani et al., 2010), at the indicated time points (days) or in ICR/OG2 MEFs, ESCs, and GFP+ cell lines.
- b** Line charts showing the expression of mesenchymal and epithelial genes at the indicated time points or in ICR/OG2 MEFs and GFP+ cells. The red line is the mean of all genes, the grey lines are the individual genes.

**a**

| Drug name    | Function                               | Effect    |
|--------------|----------------------------------------|-----------|
| PD0325901    | ERK/MEK inhibitor                      | Promote   |
| CHIR99021    | GSK inhibitor                          | Promote   |
| Y23637       | ROCK inhibitor                         | Promote   |
| BIX-01294    | Methyltransferase G9a inhibitor        | Promote   |
| TSA          | HDAC inhibitor                         | Promote   |
| Rapamycin    | mTOR inhibitor                         | No effect |
| DZNep        | Methyltransferase inhibitor            | No effect |
| MS023        | Methyltransferase Pan-PRMT inhibitor   | No effect |
| OICR9429     | Methyltransferase WDR-family inhibitor | No effect |
| Chaetocin    | Methyltransferase Suv39h1/2 inhibitor  | No effect |
| UNC0379      | Methyltransferase SETD8 inhibitor      | No effect |
| CPH2         | HAT inhibitor                          | No effect |
| Garcinol     | HAT inhibitor                          | No effect |
| Sirtinol     | Deacetylation SIRT1/2 inhibitor        | No effect |
| JQ1          | BRD4 inhibitor                         | No effect |
| Bromosporine | Bromodomain Pan-BR inhibitor           | No effect |
| AZD6738      | Ras inhibitor                          | No effect |
| BMH-21       | DNA/RNA synthesis inhibitor            | No effect |
| CX5461       | DNA/RNA synthesis inhibitor            | No effect |
| BX-795       | PDK1 inhibitor                         | No effect |
| GW843682X    | Cell cycle inhibitor                   | No effect |
| BX-912       | PDK1 inhibitor                         | No effect |
| 10058-F4     | Cell cycle inhibitor                   | No effect |
| ICP-203      | Cell cycle inhibitor                   | No effect |
| Flavopiridol | CDK inhibitor                          | No effect |

**b**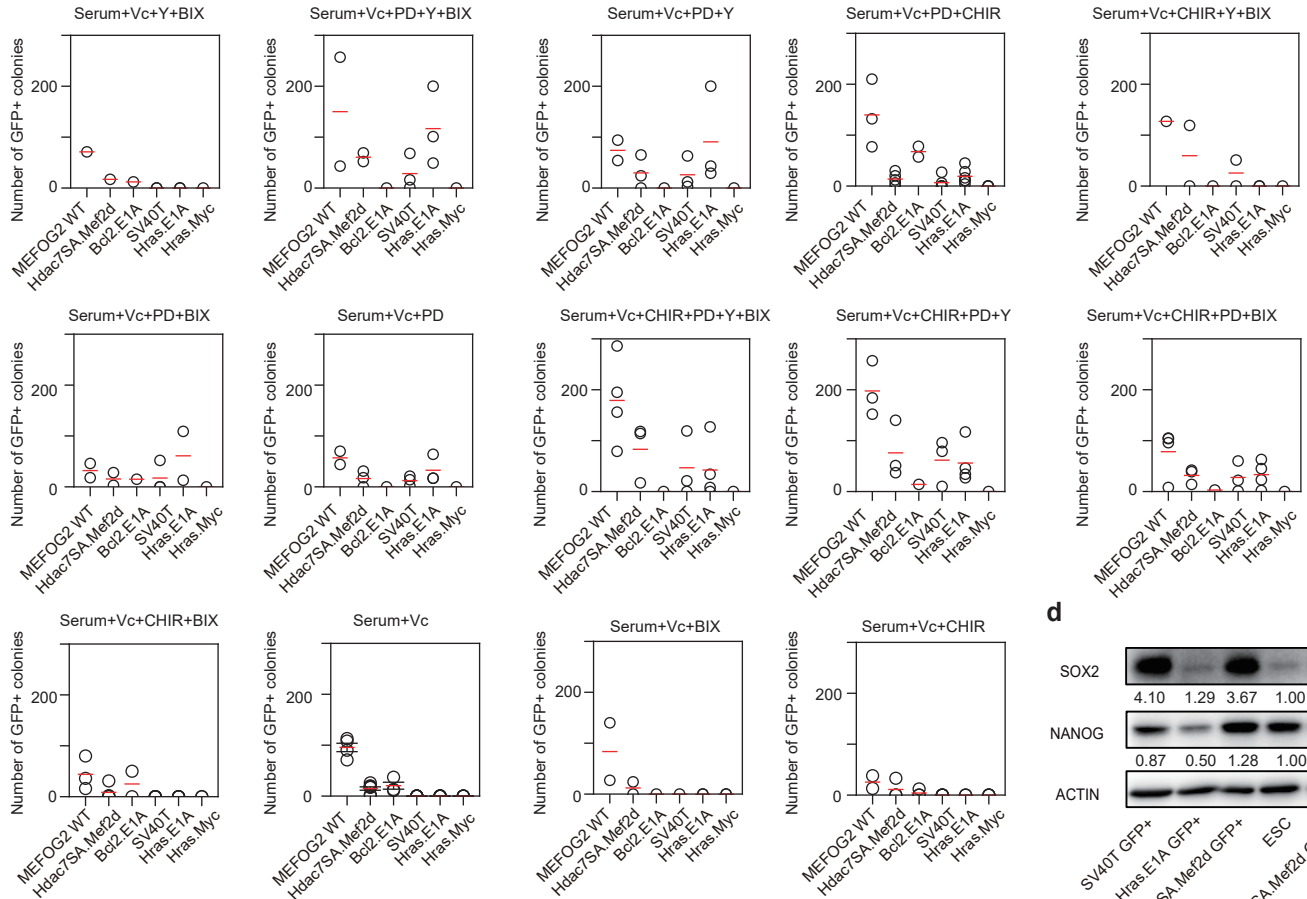**d**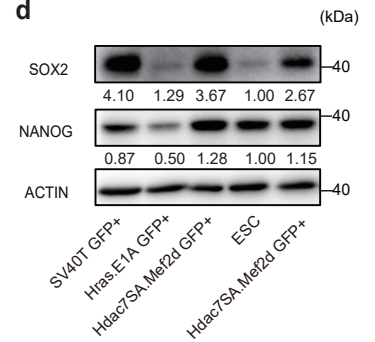**c**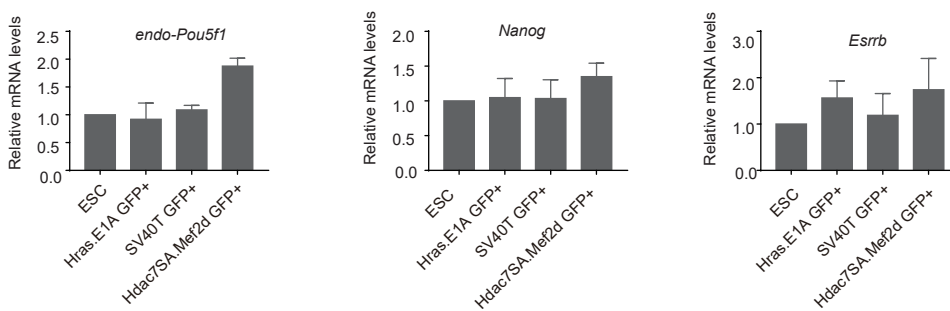

**Supplementary Fig. 7. Development of the inhibitor cocktail to convert reprogramming-incapable cells to -capable.**

- a** A summary of the inhibitors used in this study.
- b** GFP+ colony counts from reprogramming experiments for the indicated inhibitor cocktail combinations. Data is from a varied number of biological replicates per transformed cell line and inhibitor treatment. Experiments were performed twice with two biological replicates (Serum+Vc+PD+Y+BIX, Serum+Vc+PD+Y, Serum+Vc+CHIR+Y+BIX, Serum+Vc+PD+BIX, Serum+Vc+PD, Serum+Vc+BIX, Serum+Vc+CHIR) or in triplicate (Serum+Vc+PD+CHIR, Serum+Vc+PD+CHIR+Y, Serum+Vc+PD+CHIR+BIX, Serum+Vc+CHIR+BIX), or in quadruplicate (Serum+Vc+PD+CHIR+Y+BIX, Serum+Vc+PD+CHIR+BIX, serum+Vc). One experiment was not replicated (Serum+Y+BIX).
- c** RT-qPCR at day 15 of a reprogramming experiment using primers targeting endogenous Oct4 (*endo-Pou5f1*), *Nanog*, and *Esrrb*. The mean of three biological replicates  $\pm$  s.d. is shown.
- d** Western blot for NANOG, SOX2 and ACTB as a loading control in the indicated GFP+ lines derived from the indicated WT or transformed MEFs. Experiment was performed twice with similar results.

**a**

**b**

**Supplementary Fig. 8. Reprogrammed cell lines closely resemble wildtype ESCs**

- a** Heatmap of the expression of selected pluripotency and somatic cell factors in the WT MEFs, transformed MEF cells lines, WT ESCs and the GFP+ sorted cell lines derived from the transformed MEFs. Chemical conditions used in the reprogramming process are indicated for each sample. If not stated then reprogramming was performed in serum+Vitamin C.
- b** Cross-correlation ( $R^2$ ) of the RNA-seq data for the WT MEFs, transformed MEF cells lines, WT ESCs and the GFP+ sorted cell lines derived from the transformed MEFs.

a

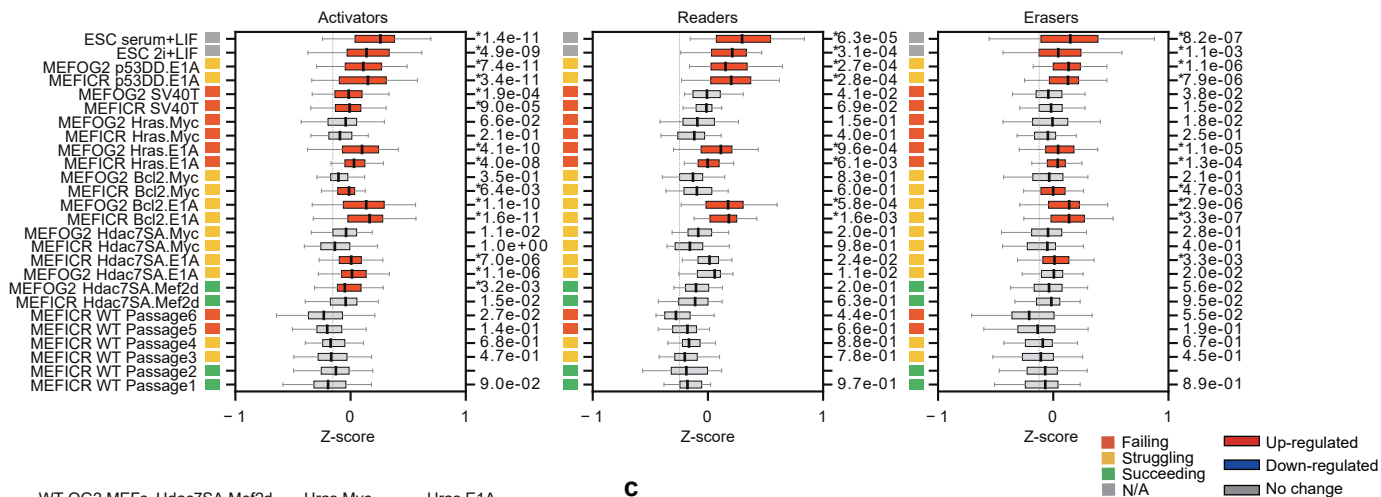

b

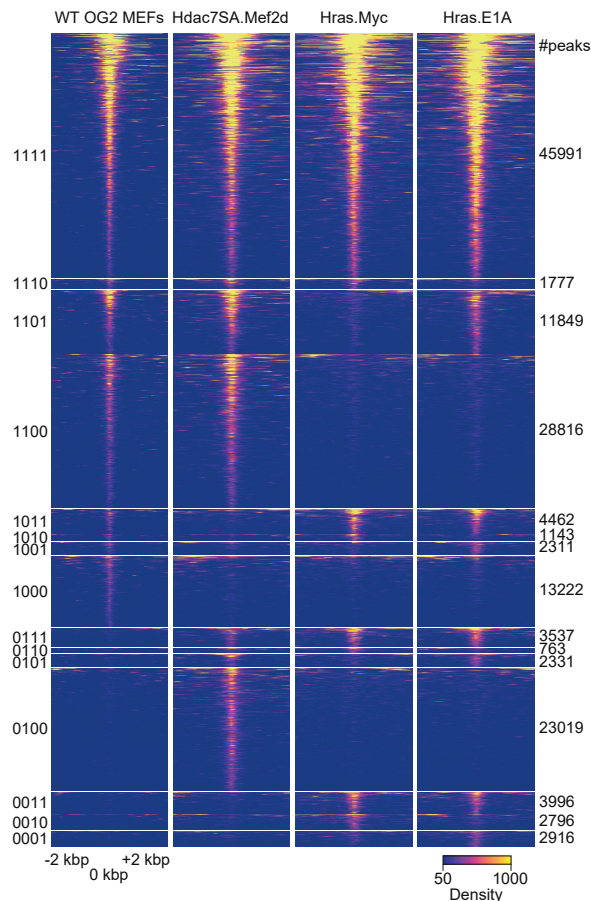

c

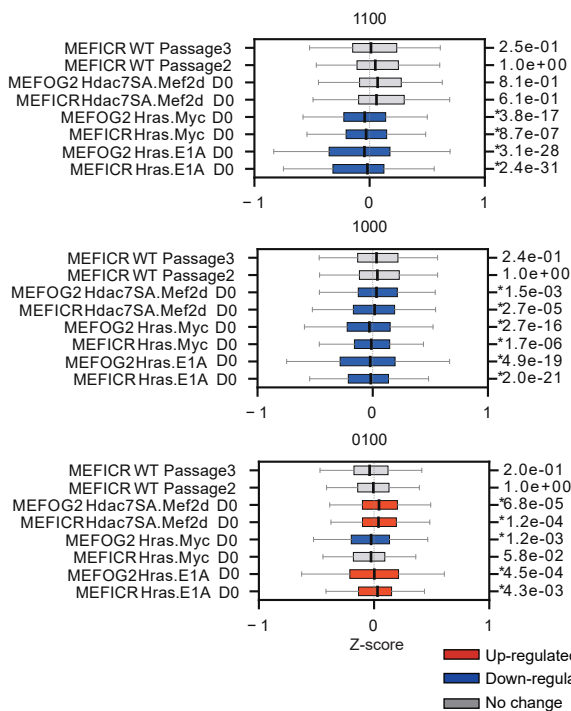

**Supplementary Fig. 9. Epigenetic control of reprogramming-capable and -incapable lines**

- a** Box plots of the expression of epigenetic factors in MEFs. Epigenetic factors were downloaded from the Epifactors database (Medvedeva et al., 2015), and allocated to one of three categories: Activator, Reader or Eraser. The Z-scores of expression is indicated. Significance is from a Welch's test with MEFICR Passage2 compared to all other samples. Changes were considered significant if the p-value was  $< 0.01$ .
- b** Heatmap comparing the ATAC-seq data in WT MEFs to the ATAC-seq in the indicated transformed cell lines, for the indicated binary classifications of open (1) or not open (0) shown on the left side of the heatmap. The plot is centered on the peak summit and shows the flanking 1 kbp. Normalized tag counts are shown for the indicated samples.
- c** Boxplots of the expression of all genes within 2 kbp of a set of loci that are specifically opened or closed in the indicated lines. Three groups of peaks are shown, 1100 (open in WT MEFs and Hdac7SA.Mef2d, closed in the other lines), 1000 (only open in WT MEFs), and 0100 (specifically open in the Hdac7SA.Mef2d).

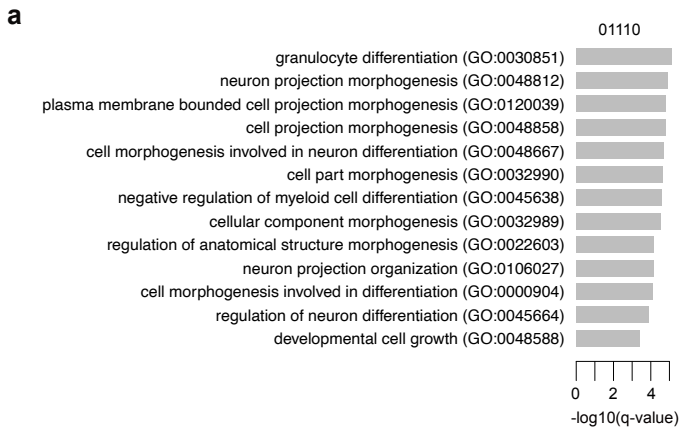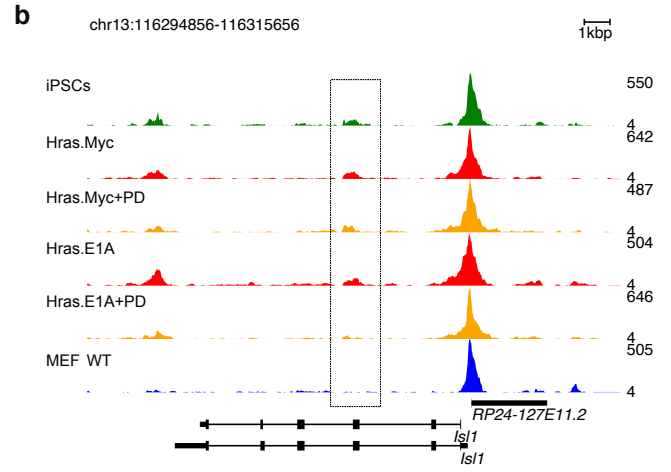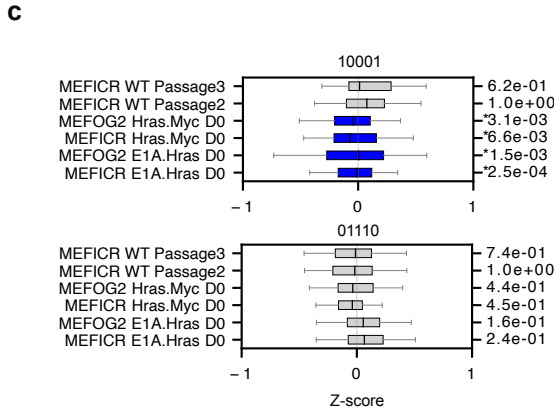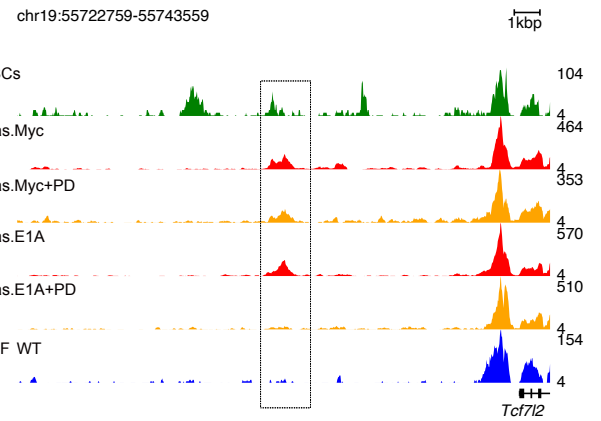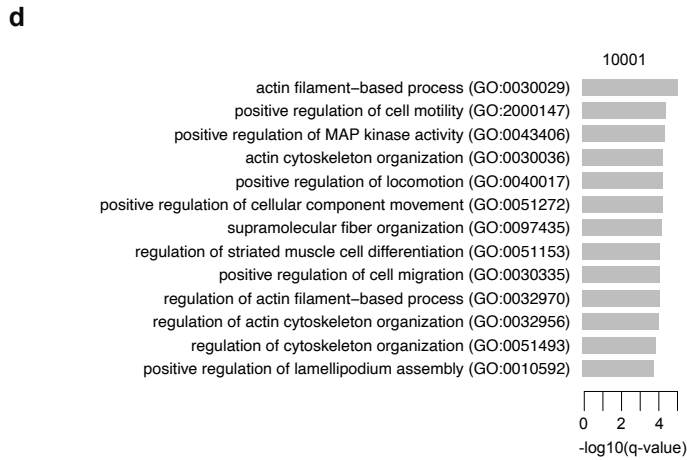

**Supplementary Fig. 10. Chromatin at developmental enhancers is suppressed by MEK inhibition**

- a** GO analysis of the genes within 5000 bp of a chromatin locus in the 01110 group.
- b** Genome views of two developmental genes, *Isl1* and *Tcf7l2*.
- c** Boxplots showing the gene expression of the genes within 5000 bp of a chromatin locus in the 01110 or 10001 groups. Significance is from a two-sided Welch's t-test.
- d** GO analysis of the genes within 5000 bp of a chromatin locus in the 10001 group.

How the deposited data were processed for this re-analysis (not part of the article)

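The study measured RNA by sequencing in wildtype MEFs at passages 1 to 6, in 10 transformed MEF lines before reprogramming, in a time course of OSKM reprogramming and in GFP+ lines made from these cells. The samples analysed here were 11 wildtype ICR cultures, 1 wildtype Oct4-GFP knock-in culture, 41 samples of transformed MEFs, 95 time course samples and 38 GFP+ lines. The ESC samples and the chromatin data of the study were not used here.

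The authors deposited 1 table of normalized tag counts (NTC) for genes and repeat families. The submitters' notes name STAR 2.7.10a for alignment to mm10 and DESeq2 for the comparison of genes, and the paper names scTE and the GENCODE annotation. The NTC values were taken as deposited by the authors, and the table was checked for what it holds. All values are whole numbers, 2 genes are at 0 in every sample, 13 symbols are given to more than 1 entry and 0 pairs of samples are identical. At 8312 ranks all samples hold 1 value, and at ranks with a median of at least 100 NTC they differ by 1% at most, so the values had been quantile-normalized before deposition. Genes at 0 made up between 4.96% and 12.58% of a sample. The depth per sample is unknown. The precision of a comparison was therefore taken from replicates and from simulated changes, not from counts. Each score was computed here from the quantile-normalized NTC values as deposited by the authors, as a mean of log2 values over a list of genes.

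The condition of each sample was taken from its title and description, and each column of the table was matched to a sample by its name. Labels of some samples disagree with each other. In these cases the title was used: the transgene label of the OG2 samples of Hdac7SA.Myc and of the ICR sample of p53DD.E1A names another line, and a GFP+ line of Hras.E1A made with Vc, CHIR, PD and Y carries a treatment label that adds BIX. Replicate numbers differ between title and description for some samples. They were not used to pair samples. Entries of the paper's colony table that name kras with E1A or Myc were taken as Hras.E1A and Hras.Myc, the lines of the paper that no other entry names.

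Analyses used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Values were taken as log2(NTC + 10), and genes with at least 100 NTC in at least 2 samples of a comparison were kept. Linear models of group means were fitted with limma, with moderated variances that follow the mean and are robust to single genes. A gene was called changed at a fold change of 2 or more and a Benjamini-Hochberg adjusted p under 0.01, adjusted over the genes of the comparison, these being the paper's thresholds. No count model was used, since the values are not counts. The models were 1 for the wildtype passages, 1 for the transformed MEFs with all wildtype ICR cultures and 1 for the time course. ICR and OG2 samples of a line were pooled, and wildtype passages 1 and 2 were the reference.

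Lists of genes were tested with limma's fry, a rotation test, and with camera as an alternative, with adjustment over the lists and lines of a family. The threshold of 0.01 for these tests and that of 0.05 for correlations were set after the files had been opened and before the tests were run. The senescent and permissive signatures are the genes of the paper's Supplementary Table 2, matched by identifier. The NTC values printed in that table are not equal to the deposited ones and were used only for the direction of its sheets. The other lists were written by hand in place of ontology, pathway and epigenetic databases that were not at hand. They cover cyclins, their kinases and other positive regulators of the cell cycle, inhibitors of cyclin-dependent kinases, DNA replication, DNA repair, extracellular matrix, markers of senescence (secreted factors, 3 inhibitors of cyclin-dependent kinases and Glb1), MAPK feedback, p53 targets, sterol biosynthesis, ribosomal proteins, ribosome biogenesis, 4 classes of epigenetic regulators, pluripotency, fibroblast, epithelial and mesenchymal genes, the phases of reprogramming, macrophage, endothelial, erythroid and interferon response genes and Y-linked genes. Dmrtc2 of the maturation list, Tie1, Mx1 and 4 of 7 erythroid genes are not in the table, nor are the viral transgenes and the mitochondrial genes.

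Genes named in the text follow a rule set beforehand, when values in the paper's tables and figures had been seen: every gene that the paper names, the host genes of the transgenes, members of a list that is reported, the 5 genes with the largest change in each direction among called genes whose early and late cultures do not overlap, and the 3 genes per direction called in most lines. Squared correlations were computed across genes without a test. Correlations with the paper's colony counts and differences between groups of scores were tested by permutation, exactly or with 100000 resamples, two-sided. Samples were called positive for the Y chromosome at a mean of at least 50 NTC over 4 Y-linked genes and negative under 5 NTC. Other splits of the samples, up to 100 for each comparison, were fitted in the same way. The share of genes with 1 direction was compared with 100 simulations of unchanged lines.

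The calls were tested on simulated data with changes of each size added to 100 genes between groups drawn without a difference. Of changes of 1.50 log2 units, 82% were called for the passages, 50%, 65% and 60% for lines with 2, 3 and 6 samples, 33% for 2 samples of a line at a day of the time course and 14% for 1. Of changes of 3 log2 units the figures were 92%, 82%, 85%, 94%, 73% and 59%. False calls numbered 0 to 2 per comparison.

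The alternatives were a pseudocount of 1 or 50, a filter of 20 NTC or none, leaving out each replicate, the replicate number as a block, ICR or OG2 samples alone, 1 sample of each background, other wildtype references, a separate fit per line, fits without the trend, camera in place of fry, shorter or wider gene lists, medians in place of means and, for correlations, ranks, centred values and other sets of lines. The wildtype time course has 1 sample per day, and no OG2 wildtype sample of day 0 was used here.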

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

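The comparison of lines with and without E1A, and the tests for fibroblasts in GFP+ lines, were chosen after the values had been seen. Scores were searched for a sample far from the others in 56 groups of 4 to 10 samples. Chance marks about 1 in 20 such groups, and 8 values of 7 samples were marked. Every sample has the same total by normalization, so a difference in depth cannot be read from any of these values. The labels name no batch.

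Within the GFP+ lines of Hras.E1A, the line made with CHIR, PD, Y and BIX had a DNA replication score of 8.89, with the other 5 between 9.99 and 10.10. Within those of SV40T, the line made with Vc, CHIR, PD and BIX had 8.94, with the other 4 between 9.93 and 9.99. A candidate explanation is fibroblasts among the cells of the line. Of these lines, 2 of 2 had the highest fibroblast score of their group, 12.24 in each, where the others lay between 8.77 and 10.76 for Hras.E1A and between 8.86 and 10.86 for SV40T. Among abundant fibroblast genes, Col1a1 was at 72486 NTC in the Hras.E1A line (7037 to 19485 in the others) and Col3a1 at 18187 NTC (1271 to 4223). In the SV40T line Col1a1 was at 55095 NTC (6505 to 15937 in the others). Col3a1 was at 17525 NTC there, within the range of 1293 to 23253 of the others.

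The MEFs of Hras.E1A left among the cells are argued against by the fibroblast score of 12.24, since those MEFs had scores of 7.12 to 7.62 and Col1a1 at 69 to 215 NTC. By the highest value of each gene among these MEFs and the other GFP+ lines of Hras.E1A, a mixture could reach a score of 11.21 at most. Of 23 fibroblast genes, 18 were above all of these samples in the line. The MEFs of SV40T, with scores of 11.98 to 12.56, stay open as a source for the SV40T line by this score. Their Col1a1, at 59727 to 117900 NTC, was close to that of the line, while their Col3a1, at 96919 to 139949 NTC, was far above it, so these genes point different ways. The GFP+ cells were sorted and then passaged, and the sort would remove cells without GFP at that time. GFP+ cells that express fibroblast genes themselves stay open as the biological alternative. The cocktail of each of these 2 lines has 1 sample in its group, so the cocktail cannot be parted from the sample. Where Hras.E1A has 2 lines of 1 cocktail, Vc, CHIR, PD, Y and BIX, their fibroblast scores were 10.76 and 8.77.

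The wildtype GFP+ line made with Vc, CHIR, PD and BIX had a macrophage score of 5.38, with the other 5 between 5.94 and 6.21. Its senescent score was -0.46, with the others between -0.11 and 0.021. It also had the lowest fibroblast score of these lines (9.81) and the lowest squared correlation with wildtype MEFs (0.603, others 0.6605 to 0.686). Its cocktail has 1 sample, so the cocktail cannot be parted from the sample, and no technical explanation was tested.

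Among the transformed MEFs, a sample lay apart in 4 groups. Bcl2.Myc ICR replicate 3 had a pluripotency score of 3.84 (others 3.81 to 3.82), and Hdac7SA.Mef2d OG2 replicate 3 had 4.02 (others 3.77 to 3.84). Both values are near the floor of the scale and far under the lowest GFP+ line. Hdac7SA.Mef2d OG2 replicate 2 had a permissive score of -1.05 (others -0.69 to -0.47). In that sample Xist was at 121 NTC, while the other samples of the line had 3434 to 50381 NTC. Replicate 2 of this line in the time course had 86 to 271 NTC. Hras.E1A ICR replicate 2 had a DNA replication score of 10.22 (others 9.56 to 9.71). No technical or biological explanation was tested for these 4 samples.

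The changes of the 4 lines with E1A against wildtype were compared with those of the other 6 lines for 16 measures, by an exact permutation test over the 210 splits of the lines (two-sided, Benjamini-Hochberg adjusted). Differences of list means on the log2 scale passed an adjusted p of 0.05 for 9 lists. They were -2.52 for the extracellular matrix, 0.41 for writers of activating marks and 0.69 for writers of repressive marks (exact p = 0.00476, adjusted p = 0.019 each). In these 3 lists all 4 lines with E1A lay beyond each of the other 6. They were 1.31 for DNA replication (4 of 4 lines beyond), 0.30 for erasers (3 of 4) and 0.48 for readers (4 of 4), with exact p = 0.00952 and adjusted p = 0.0218 each. They were -0.63 for the senescent signature, 1.11 for DNA repair and -0.32 for sterol biosynthesis (3 of 4 lines each, exact p = 0.0143, adjusted p = 0.0229 each). The other lists did not pass, the nearest being cell cycle genes with 0.58 (exact p = 0.0429, adjusted p = 0.0624) and macrophage markers with -1.67 (exact p = 0.0524, adjusted p = 0.0699). The permissive signature differed by -0.08 (exact p = 0.69, adjusted p = 0.719). E1A is the biological difference that the design names. E1A came with another transgene in each line, and anything else that these 4 lines share cannot be parted from it. A shift shared by most genes is hidden by the normalization, and no other technical explanation was tested.

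The text of the paper does not mention a GFP+ line of p53DD.hTERT, while its figures and supplementary tables were not searched for it. Its pluripotency score was 10.89, the 6th of 38 GFP+ lines, where the highest MEF sample had 4.13. Its fibroblast score of 9.62 ranked 23rd. The squared correlation across genes was 0.936 with the mean of the wildtype GFP+ lines and 0.613 with wildtype MEFs. It is 1 sample, and no sample of its MEFs was analysed here, so no biological or technical explanation was tested.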

How the results depend on the processing

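Alternatives were fixed before the data were examined, apart from 4 that were added after values had been seen. These were 1 sample per line and day and the omission of a replicate, both in the additive model of line and day, and 2 narrower gene lists, cyclins with their kinases alone and secreted factors alone. A count kept its result when it stayed within 1.5 times the reported one, and a tested list when it kept its direction and its side of the threshold. For the counts, lists, signatures, correlations and scores at the claims, 1270 alternative values kept the result, 253 moved, 36 fell below the threshold, 30 passed it and 43 took the other direction. For single genes, 690 kept it, 57 fell below, 3 passed and 4 turned. Of the results at the claims, 54 kept their call under every alternative tried and 122 did not under at least 1. Unless a sentence names a cause, the cause was not tested. For signatures and lists, direction is that of the test, so a result can turn while its mean keeps its sign.

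The following held under every alternative tried for them. Correlations of the counts with colonies stayed negative with permutation p of 0.0517 or more, r at day 0 between -0.54 and -0.26 and rho between -0.64 and -0.36 over 6 alternatives. Pluripotency scores of GFP+ lines exceeded those of the transformed MEFs by 4.45 to 8.92, and the difference in fibroblast score lay between -0.60 and -0.46 (3 alternatives each). The counts of Hras.E1A (2757 to 4269), p53DD.E1A (2614 to 3919) and Bcl2.E1A (2658 to 3911) at day 0 also held. The passage counts and single genes held when the variances were moderated without trend and robustness, a step that fry does not use. The 10 day 0 counts held when the Oct4-GFP knock-in culture was added to the reference. Lists of sterol, matrix and ribosomal protein genes were higher in 0 lines by fry or camera under each of 11 alternatives, and in 0 at an unadjusted p under 0.05 by either tool.

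For the passages, the fit of the passage 1, 2, 5 and 6 cultures alone gave 182 genes higher and 112 lower. It has fewer samples from which to estimate the spread. The senescence markers (0.63) and macrophage markers (3.09) then lost their call with the same mean. With no filter on low values, 464 genes were lower. Endothelial genes turned with no filter (-0.073) and with a filter of 20 NTC (-0.039), where other genes of the list enter the test. Camera with its preset correlation called DNA replication (-0.46), DNA repair (-0.40) and the matrix (-0.92). With an estimated correlation it did not call senescence markers (0.63), macrophage markers (3.09) or p53 targets (0.52). The secreted factors alone, without inhibitors of cyclin-dependent kinases and Glb1, had a mean of 0.33 and lost the call of the senescence markers. With a pseudocount of 50 the inhibitors of cyclin-dependent kinases (-0.20) were called, by a direction opposite to their mean. Leaving out 1 culture at a time gave 63 to 434 genes higher and 56 to 407 lower. The range was -0.51 to -0.20 for DNA repair and -1.32 to -0.62 for the matrix, both called without passage 1. It was 2.69 to 3.47 for macrophage markers, not called without passage 2 replicate 1. Interferon genes ranged from -0.64 to 0.16 and turned without passage 2 replicate 1, passage 5 replicate 1 or passage 6 replicate 1. Endothelial genes ranged from 0.034 to 0.40, and the direction of their test turned without passage 2 replicate 2.

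For the day 0 counts, a separate fit of each line gave 0 in p53DD.Myc, 2 in Hdac7SA.Myc, 64 in Bcl2.Myc, 223 in Hras.Myc, 451 in Hdac7SA.E1A and 1026 in Hdac7SA.Mef2d. Such a fit has only the samples of the line and the 3 references to estimate the spread. With 1 OG2 and 1 ICR sample per line, the counts moved to 196 in Bcl2.Myc, 283 in Hdac7SA.Myc, 484 in Hras.Myc and 1252 in Hdac7SA.Mef2d. The OG2 samples alone gave 410 in p53DD.Myc, 1229 in Bcl2.Myc, 1627 in Hdac7SA.Myc and 2295 in Hras.Myc. With ICR samples alone they were 164 in Hdac7SA.Myc, 424 in p53DD.Myc and 914 in Bcl2.Myc. Against passage 2 alone p53DD.Myc had 383, and against passages 3 and 4 SV40T had 2355. When 1 sample was left out, the ranges were 305 to 602 in Bcl2.Myc, 407 to 1174 in Hdac7SA.E1A, 217 to 1242 in Hdac7SA.Myc, 676 to 1416 in Hras.Myc, 793 to 1588 in SV40T and 98 to 754 in p53DD.Myc. The lone sample that such an omission leaves in a line with 2 is assumed to vary like the other groups. The share of genes with 1 direction was 90.7% with split references, 90.8% for genes called in at least 4 lines, 91.5% with a filter of 20 NTC, 91.6% with no filter, 91.2% with a pseudocount of 1 and 93.2% with 50.

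The senescent signature turned in direction with the OG2 samples alone in Hdac7SA.Mef2d (-0.14), Bcl2.Myc (-0.27), Hdac7SA.E1A (-0.24), Hdac7SA.Myc (-0.066) and Hras.Myc (-0.30), and Hras.E1A (-0.57) passed the threshold. ICR samples alone turned it in Hdac7SA.Mef2d (-0.17) and Hdac7SA.E1A (-0.26), while Hras.Myc (0.68) and SV40T (-0.57) passed. Against passages 3 and 4, it was lower in 9 lines. It turned there in p53DD.Myc (-0.38), Hdac7SA.Mef2d (-0.83), Bcl2.Myc (-0.65), Hdac7SA.E1A (-0.92), Hdac7SA.Myc (-0.67) and Hras.Myc (-0.58), and Hras.E1A (-1.23) and SV40T (-1.13) passed. Since its genes are lower at passages 1 and 2 by definition, a higher reference lowers every line. In Hdac7SA.E1A it also turned with a pseudocount of 1 (-0.51), with genes of at least 2-fold change (-0.55) and by camera with either correlation (-0.25). Hdac7SA.Mef2d (-0.35) turned with genes of at least 2-fold change. In p53DD.Myc it passed by camera with its preset correlation (0.30) and with a pseudocount of 50 (0.35). With an estimated correlation camera called it in 0 lines, p53DD.E1A (-0.97) and Bcl2.E1A (-0.89) included, and also at an unadjusted p under 0.05 in 0. Leaving out 1 reference gave 0.0018 to 0.046 in Bcl2.Myc and -0.27 to -0.22 in Hdac7SA.E1A, both turning without passage 2 replicate 2.

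The permissive signature was lower in 0 lines against passages 3 and 4. It lost its call in p53DD.Myc (-0.32), Hdac7SA.Mef2d (-0.16), Hras.E1A (-0.49) and Hras.Myc (-0.36) and turned in Bcl2.Myc (-0.028), Hdac7SA.E1A (-0.23) and Hdac7SA.Myc (-0.057). It was past the threshold upwards in p53DD.E1A (0.0011), Bcl2.E1A (0.11) and SV40T (0.49). Its call ended in Hdac7SA.Myc with OG2 samples alone (-0.41) and in Bcl2.Myc with ICR samples alone (-0.41). In Hdac7SA.E1A it was called against passage 2 alone (-0.82), with genes of at least 2-fold change (-1.25) and by camera with its preset correlation (-0.70). It turned in p53DD.E1A with ICR samples alone (-0.48), against passage 2 alone (-0.59), with genes of at least 2-fold change (-1.15) and by camera with either correlation (-0.47). In Bcl2.E1A it turned with those genes (-0.94) and by camera (-0.36). With an estimated correlation camera called 0 lines, the calls of p53DD.Myc (-0.79), Hdac7SA.Mef2d (-0.64), Bcl2.Myc (-0.50), Hdac7SA.Myc (-0.53), Hras.E1A (-0.97) and Hras.Myc (-0.83) ending. At an unadjusted p under 0.05 it gave 2 lines lower. Without 1 reference the ranges were -0.62 to -0.41 in Bcl2.Myc, -0.82 to -0.61 in Hdac7SA.E1A, -0.65 to -0.44 in Hdac7SA.Myc and -0.59 to -0.38 in p53DD.E1A. Hdac7SA.E1A was called and p53DD.E1A turned without passage 1.

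For the p53 targets, ICR samples alone ended the call of p53DD.E1A (-0.60) and added Hdac7SA.Myc (1.01), Hras.E1A (0.62) and SV40T (-0.76). OG2 samples alone added Hras.Myc (0.84), a pseudocount of 50 added Hras.E1A (0.49), and the core list added Hdac7SA.Myc (0.84) and Hras.E1A (0.62). Against passage 2 alone the calls of Bcl2.Myc (0.72) and Bcl2.E1A (0.63) ended. Against passages 3 and 4 those of Bcl2.Myc (0.28), Hdac7SA.E1A (0.64) and Bcl2.E1A (0.19) ended, SV40T (-0.88) was called and Hdac7SA.Mef2d (-0.15) turned. Camera with its preset correlation added Hdac7SA.Myc (0.55) and Hras.Myc (0.50) and dropped Bcl2.E1A (0.56). With an estimated correlation it dropped p53DD.Myc (1.23), Bcl2.Myc (0.65), Hdac7SA.E1A (1.01), p53DD.E1A (-0.94) and Bcl2.E1A (0.56).

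The other lists, as numbers of lines, changed as follows. OG2 samples alone gave 3 lines higher for DNA replication and 8 lower for macrophage markers. ICR samples alone gave 0 higher for cell cycle genes, 0 for ribosome biogenesis and 2 for macrophage markers, and 1 lower for DNA replication and 8 for macrophage markers. Against passage 2 alone, 3 were higher for cell cycle genes, 3 for ribosome biogenesis, 2 for p53 targets and 3 for erasers, and 1 lower for cell cycle genes and 1 for DNA replication. With passages 3 and 4 as reference, 2 were higher for cell cycle genes and 1 for p53 targets, and 1 lower for DNA replication, 5 for ribosomal proteins, 5 for macrophage markers and 2 for p53 targets. Camera with its preset correlation gave 0 higher for cell cycle genes (2 at an unadjusted p under 0.05), 4 for ribosome biogenesis, 5 for writers of activating marks and 3 for erasers. It gave 4 lower for DNA replication, 1 for DNA repair, 5 for ribosomal proteins, 1 for ribosome biogenesis and 6 for macrophage markers. With an estimated correlation camera called 0 lines for any of these lists or for p53 targets. At an unadjusted p under 0.05 it then gave 9 lines lower for sterol biosynthesis, 4 lower for the matrix, 4 higher for DNA repair, 5 each for readers and the 2 classes of writers and 2 for erasers. Cyclins and their kinases alone were higher in 0 lines by fry (0 at an unadjusted p under 0.05) and lower in 2. For single genes, 4 turned against passage 2 alone: Rb1 in Hdac7SA.Mef2d (0.039), Epcam in Bcl2.Myc (0.00), Tcf7l2 in Hdac7SA.Myc (-0.016) and Zeb1 in Hras.Myc (-0.055). None of these 4 had been called.

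For the time course, the planned fits with 1 sample per line and day, or without a replicate, have no residual degrees of freedom under a mean per line and day and were not run. They were replaced by a model with additive terms for line and day, which takes all 5 wildtype samples as reference and so finds more genes. With all samples, it gave a median of 923 in p53DD.Myc, 1404 in SV40T, 2152 in Bcl2.Myc, 2302 in Hdac7SA.E1A, 2307 in Hdac7SA.Myc, 2598 in Hdac7SA.Mef2d, 2839 in Hras.Myc, 2899 in p53DD.E1A, 3462 in Bcl2.E1A and 3705 in Hras.E1A. With 1 sample per line and day, which is the same as leaving out replicate 1, it was 1123 in p53DD.Myc, 1495 in SV40T, 2528 in Bcl2.Myc, 2822 in Hras.Myc, 2836 in Hdac7SA.Mef2d, 2849 in p53DD.E1A, 2957 in Hdac7SA.E1A, 3102 in Bcl2.E1A, 3309 in Hdac7SA.Myc and 3528 in Hras.E1A. Leaving out replicate 2, it was 1163 in p53DD.Myc, 1608 in SV40T, 1635 in Hdac7SA.Myc, 1845 in Bcl2.Myc, 1944 in Hdac7SA.E1A, 2537 in Hdac7SA.Mef2d, 2740 in Hras.Myc, 2835 in p53DD.E1A, 3575 in Hras.E1A and 3784 in Bcl2.E1A. Under each of these, p53DD.Myc had the fewest genes and SV40T the next.

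The lowest counts of the time course also moved with the handling of low values. In p53DD.Myc the median was 29 with a pseudocount of 1, 105 with 50, 110 with a filter of 20 NTC and 134 with none. Its mean of days 3 and 6 was 36, 100, 109 and 127, and that of days 12 and 15 was 32, 146, 164.5 and 184. SV40T had a median of 34 with a pseudocount of 1 and 136 with no filter, and a mean of days 3 and 6 of 31 with a pseudocount of 1, 98 with the filter of 20 NTC and 115 with none. Hdac7SA.Myc had a mean of days 3 and 6 of 103.5 with a pseudocount of 1 and 254 with no filter. A pseudocount changes the fold of genes with low values most, by construction.

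The scores of the time course scale with the pseudocount by construction. With 1, the rises were 7.04 in p53DD.Myc, 6.88 in p53DD.E1A, 4.75 in Bcl2.E1A and 1.25 in Hras.Myc for epithelial genes. For initiation they were 7.23 in p53DD.Myc, 6.86 in p53DD.E1A, 6.53 in Hdac7SA.Myc, 5.87 in Bcl2.E1A, 1.70 in Hras.Myc and 4.02 in SV40T. For maturation they were 5.88 in p53DD.Myc, 5.33 in Hdac7SA.Mef2d, 2.02 in Hdac7SA.E1A, 4.76 in p53DD.E1A, 3.53 in Bcl2.E1A, 1.06 in Hras.E1A and 0.86 in SV40T, and Hras.Myc turned to 0.072. For stabilisation they were 7.06 in p53DD.Myc, 5.93 in Hdac7SA.Mef2d, 2.33 in Hdac7SA.E1A, 4.47 in p53DD.E1A, 2.65 in Bcl2.E1A, 0.83 in Hras.E1A, 0.80 in Hras.Myc and 0.68 in SV40T. The mesenchymal change was -1.54 in p53DD.Myc and -0.185 in p53DD.E1A.

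A pseudocount of 50 gave epithelial rises of 3.23 in p53DD.Myc, 2.51 in Hdac7SA.Mef2d, 3.31 in p53DD.E1A, 2.68 in Bcl2.E1A and 1.58 in Hras.E1A. Initiation rose by 3.13 in p53DD.Myc, 3.39 in p53DD.E1A, 3.41 in Hdac7SA.Myc, 2.84 in Bcl2.E1A, 2.41 in Hras.E1A and 1.54 in SV40T. Maturation changed by 2.21 in p53DD.Myc, 1.87 in Hdac7SA.Mef2d, 1.52 in p53DD.E1A, 0.88 in Bcl2.E1A, 0.062 in Hras.E1A and -0.057 in Hras.Myc. Stabilisation rose by 2.64 in p53DD.Myc, 2.18 in Hdac7SA.Mef2d, 1.28 in p53DD.E1A, 0.68 in Bcl2.E1A, 0.46 in Hras.E1A, 0.20 in Hras.Myc and 0.25 in SV40T. Mesenchymal genes changed by -1.39 in p53DD.Myc, -0.18 in p53DD.E1A and -1.08 in Hras.E1A.

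With the median over a list, epithelial rises were 5.67 in p53DD.Myc, 5.25 in p53DD.E1A, 5.96 in Bcl2.E1A and 3.68 in Hras.E1A. Those of initiation were 5.20 in p53DD.Myc, 3.22 in Hdac7SA.Mef2d, 5.64 in p53DD.E1A and 4.00 in Hras.E1A. Those of maturation were 4.64 in p53DD.Myc, 4.15 in Hdac7SA.Mef2d, 3.025 in p53DD.E1A, 0.56 in Hras.E1A and 0.70 in SV40T, and Hras.Myc turned to 0.16. Those of stabilisation were 4.54 in p53DD.Myc, 4.79 in Hdac7SA.Mef2d, 2.00 in p53DD.E1A, 0.074 in Hras.E1A and 0.29 in SV40T. The mesenchymal change was -1.29 in p53DD.Myc, -1.01 in Hras.E1A and -0.755 in Hras.Myc and turned to 0.12 in p53DD.E1A. A wider epithelial list rose by 4.63 in p53DD.Myc, 1.62 in Hdac7SA.Mef2d, 4.565 in p53DD.E1A and 2.77 in Hras.E1A.

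Leaving out replicate 1 or replicate 2 gave epithelial rises of 0.75 to 4.28 in Bcl2.Myc, 3.09 to 5.80 in Hdac7SA.Myc, 1.445 to 3.155 in SV40T, 0.25 to 0.83 in Hras.Myc, 1.63 to 1.815 in Hras.E1A, 4.45 in Hdac7SA.E1A and 4.95 in p53DD.E1A, the last 2 with 1 possible omission. Initiation rose by 0.88 to 3.72 in Bcl2.Myc, 1.37 to 2.69 in Hdac7SA.Mef2d, 2.00 to 3.39 in SV40T, 0.29 to 1.48 in Hras.Myc, 4.525 in Hdac7SA.E1A and 5.02 in p53DD.E1A. Maturation changed by 0.96 to 4.03 in Hdac7SA.Myc, 0.56 to 2.85 in Bcl2.Myc, 0.084 to 0.49 in SV40T, 0.21 to 0.335 in Hras.E1A, -0.12 to -0.025 in Hras.Myc, 1.51 in Hdac7SA.E1A and 2.77 in p53DD.E1A. Stabilisation rose by 0.39 to 3.38 in Bcl2.Myc, 1.15 to 4.04 in Hdac7SA.Myc, 0.89 to 1.71 in Bcl2.E1A, 0.26 to 0.60 in Hras.Myc, 1.67 in Hdac7SA.E1A and 2.36 in p53DD.E1A. Mesenchymal genes changed by -3.04 to -0.88 in Hdac7SA.Myc, -2.76 to -1.08 in Bcl2.E1A, -1.44 to -0.78 in SV40T, -0.605 to -0.47 in Hras.Myc, -1.235 in Hdac7SA.E1A, -0.39 in p53DD.E1A and -0.56 to 0.055 in Hdac7SA.Mef2d, which turned without replicate 1.

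With values centred per gene, the median squared correlation with wildtype MEFs was 0.155 and the lowest 0.0003, and the median of the GFP+ lines with wildtype GFP+ lines was 0.458. Centring removes the differences in level between genes that carry the uncentred values.

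Samples of different lines or passages were not paired, because the replicate numbers did not link them in general. Hdac7SA.Myc and Hdac7SA.E1A may be an exception in the time course, with a median of 0.272. The correlation between the replicate differences of 2 groups had a median of -0.048 at day 0 on the OG2 background, 0.105 between wildtype passages and 0.011 between lines of the time course, while within a line of the time course it was 0.47. Days of 1 line are thus linked. The additive model of line and day counts them as independent, so its spread may be too small and its counts too high. The fit with a mean per line and day does not model the link either. With the replicate number as a block all the same, 84 results kept their call and 2 single genes, AI504432 and Gpm6a in the passages, lost it.

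The sequencing depth of the samples is not known, because every column has the same distribution of values. A gene near 0 therefore cannot be called absent at a stated depth, and a change shared by most genes cannot be seen. How precise a comparison is was taken from replicates and tested on simulated data: with 1 sample on each side, 14% of genes changed by 1.5 log2 units were called.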

Differences from the paper's values

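For the passage counts in the paper's text and the bars of Fig. 3a, no value differed by the criteria used, which ask for more than 1.5 times between the values. The paper's text gives 337 genes higher and 419 lower at passages 5 and 6, against 385 and 293 here. The bars of Fig. 3a, read by eye, stand at about 3600 genes for p53DD.E1A (3340 here), about 3500 for Hras.E1A (3415), about 3500 for Bcl2.E1A (3315), about 2100 for Hdac7SA.Mef2d (1892) and about 1700 for SV40T (1538). They stand at about 1500 for Hdac7SA.E1A (1244), about 1400 for Hras.Myc (1166), about 950 for p53DD.Myc (642), about 900 for Hdac7SA.Myc (725) and about 750 for Bcl2.Myc (603). All 10 values here lie below the bars.

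The following are disagreements with a gene, ranking or direction.

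For the passages, the paper's text has more genes lower than higher at late passages. Here more were higher, except without the passage 1 culture, where 382 were higher and 407 lower. In the paper's Supplementary Table 2, 419 genes of the sheet named MEF-senescent and 334 of the sheet named Reprogramming-permissive have at least a 2-fold change. By the columns of that table the former are the higher ones at late passages. The signs of the table's fold changes run from late to early, opposite to those given here.

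For the functions of the changed genes, Fig. 3c puts sterol genes among the higher ones in transformed lines. The text puts metabolic processes and matrix genes there, and ribosome, cell cycle and DNA repair genes among the lower ones. By the lists used here, sterol genes were lower in 10 of 10 lines and matrix genes in 6, with 0 higher for either under every alternative. DNA repair genes were higher in 5 lines and lower in 0, and lower in 1 line, p53DD.Myc, by camera with its preset correlation. The directions that go with the paper's were those of ribosomal proteins, lower in 2 lines and higher in 0, of DNA replication, lower in p53DD.Myc and Hdac7SA.Mef2d but higher in 5, and of cell cycle genes, lower in 3 and higher in 1.

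The paper has the senescent signature reduced in most lines. Here fry called it lower in 2 of 10 lines, and its mean was below 0 in 6. It was lower in 9 of 10 against passages 3 and 4, and in 2 against passage 2 alone, the reference of Fig. 3d. In Hras.Myc, ICR samples alone had a mean of 0.68, higher and past the threshold. The paper also has the permissive signature reduced in all lines but SV40T. The mean was negative in 9 lines, SV40T being the exception here as well, and fry called 6. The numbers closest to the paper's were 8 lines with genes of at least 2-fold change and 7 against passage 2 alone, by camera with its preset correlation or without the passage 1 culture. Fig. 3d compares the genes of a signature by Welch's t-test, while fry tests over samples. The numbers of lines therefore differ in the unit of testing as well. The same holds for the p53 targets of Fig. S5c and the epigenetic classes of Fig. S9a.

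Rb1 is described as little changed. It was called higher in 5 of 10 lines, and in 3 with a pseudocount of 50, where its change in Hras.E1A (0.99) and p53DD.E1A (0.97) fell under 2-fold. The activity of p53, read from its target genes, is described as unaltered in every line but p53DD.E1A. The target list was lower there, as in the paper, but higher in 4 other lines. It was higher in 1 line, p53DD.Myc, and lower in SV40T as well, against passages 3 and 4, and higher in 0 by camera with an estimated correlation, which did not call p53DD.E1A either.

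Erasers and readers are described as higher in 3 lines alone, each with E1A. Here 6 lines were called for either class. Against passage 2 alone, erasers were higher in exactly the lines of the paper, while readers were still higher in 6. Among the mesenchymal genes that the paper describes as retained, Snai2 was lower in Hras.E1A (-3.53) and Hdac7SA.Mef2d (-1.82), the latter not called against passage 2 alone (-1.75). Cdh2 was called lower in 1 line, and Zeb1 and Zeb2 were called in none by limma. Epcam and Cdh1 are described as not expressed in transformed MEFs. Epcam averaged 442.7 NTC in Hras.E1A, a line for which the paper elsewhere describes an early rise of Epcam, and 0 to 23.5 NTC in the other lines. Cdh1 averaged 92.5 NTC in Hdac7SA.Mef2d and 59.5 NTC in Hras.E1A, and its call in the latter ended with a pseudocount of 50 (0.96). Tcf7l2 is described as undetected. It averaged 158 to 282 NTC in the lines, near the median of all genes, 210 NTC, while Isl1 was lower, with 62.6 NTC in Hras.Myc.

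The paper describes GFP+ lines as low in somatic genes. The fibroblast score did not separate them from MEFs (permutation test, two-sided, p = 0.12), with a difference of -0.54 and between -0.60 and -0.46 under the alternatives. That comparison mixes lines with opposite directions and takes samples of 1 line as independent. Of the 7 lines with both kinds of sample, 5 had a lower mean in their GFP+ lines, as in the paper: Hdac7SA.Myc (-2.18), p53DD.Myc (-2.03), Hdac7SA.Mef2d (-1.77), SV40T (-1.71) and Bcl2.Myc (-1.21). The mean was higher in Hras.E1A (2.98) and Bcl2.E1A (1.74), whose MEFs had low scores. In 2 of the 5 lines every GFP+ line lay below every MEF sample, and in the other 3 the ranges overlapped. The pluripotency score did separate them.

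In the time course, the paper has 4 lines of low efficiency diverge early and follow wildtype late. Among the means of days 3 and 6 against days 12 and 15, all 4 rose, in Hdac7SA.Mef2d from 386 to 554.5 changed genes, and no alternative with a mean per day lowered them. In Hdac7SA.Mef2d and Hdac7SA.E1A the rise came from day 15 alone, with 379 and 316 changed genes at day 12, under their means of days 3 and 6. Hdac7SA.Myc had 167 at day 12, near its mean of 161.5 for days 3 and 6. Bcl2.Myc and Hdac7SA.Mef2d have 1 sample at day 3, which lowers the number that can be called. The disagreement with the paper is therefore weak. Their day 0 counts were higher than those of later days, as in the paper, but come from another comparison. The paper has p53DD.Myc diverge at day 0 alone. It had 45 to 104 changed genes at later days, still the lowest median of the lines, which goes with the paper's ranking. DNA repair genes are described as reduced in Hras.E1A and SV40T during reprogramming. The list had positive means at each of the 5 days in both lines, from 0.65 to 1.05 in Hras.E1A and from 0.35 to 0.60 in SV40T, with 3 days past the threshold in Hras.E1A and 0 in SV40T by fry (3 days at an unadjusted p under 0.05). The rise of SV40T at day 12, to 365 changed genes, goes with the paper.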

Other observations

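The tests for macrophages in wildtype cultures of late passages and in ICR samples, for separate populations behind the replicate numbers and for Xist in lines with E1A were chosen after the values had been seen. The tests of other splits, of the signatures and of a swap of samples were not, except that the rules by which the swap and the senescent signature without macrophage genes were judged were added afterwards, as was the comparison of replicate differences between the 2 lines.

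Other splits of the same samples were compared with the real ones. For the passages, the real split gave 678 changed genes and the highest of the other splits 2, and 1 of 35 splits reached the real number. That share is under 0.05, which argues against chance. It was also under 0.05 in Hdac7SA.Mef2d (1892 genes, highest other 724, 1 of 84 splits), Bcl2.Myc (603, 289, 1 of 56), Hras.E1A (3415, 1298, 1 of 84) and SV40T (1538, 18, 1 of 84). The shares were not adjusted for the number of comparisons. In Hras.Myc the real split gave 1166 genes and 2 of 56 splits reached that number. The share is under 0.05, but another split gave more genes than the real one. The share therefore does not show that the difference from wildtype drives the calls. The highest other split, its 3 OG2 samples against its ICR samples and the wildtype cultures, gave 1809. That points to a structure of the samples, the background. For p53DD.E1A (3340 genes, highest other 0), Hdac7SA.Myc (725, highest other 105) and Bcl2.E1A (3315, highest other 14) the 10 splits are too few for a share under 0.05. The lines with 2 samples were not split.

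Macrophage marker genes rose with passage. Of the 22 genes of a list written for this purpose, 22 were higher at passages 5 and 6 than at passages 1 and 2, with a mean log2 fold change of 3.09 (fry, adjusted p = 0.0024, all 4 late cultures above all 3 early ones by mean score). Over the alternatives the adjusted p lay between 3.46e-16 (camera with its preset correlation) and 0.258 (camera with an estimated correlation). Without passage 2 replicate 1 the mean was 3.03 (adjusted p = 0.012), and with the passage 1, 2, 5 and 6 cultures alone the adjusted p was 0.0137. Adjusted over all genes 21 were called, and 22 when adjusted over the list alone. The most abundant was Mrc1, from 4370 ± 2863 NTC (SD, n = 3) to 49410 ± 47960 NTC (SD, n = 4), with a log2 fold change of 3.11 that was the 1 not called (adjusted p = 0.0238). Next came Lyz2, from 724.7 to 8160 NTC, Laptm5, from 265.7 to 3797 NTC, C1qa, from 213.3 to 2770 NTC, and Csf1r, from 257.3 to 2430 NTC. Their log2 fold changes were 3.41, 3.55, 3.49 and 2.93 (adjusted p = 0.00242, 0.00404, 0.00525 and 0.00498). A candidate explanation is macrophages among the cells of late passages, since the 22 genes rose together. No sort of these cultures is described. Bulk RNA cannot part macrophages from fibroblasts that express these genes with passage, which stays open as the biological alternative. Endothelial genes had a mean of 0.22 (3 of 4 genes higher, adjusted p = 0.408), interferon response genes -0.12 (6 of 15 higher, adjusted p = 0.879), and no erythroid gene passed the filter. The p53 targets rose by a mean of 0.52 (23 of 30 genes higher, adjusted p = 3e-04, 4 genes called and 5 when adjusted over the list alone), so the rise was not limited to macrophage genes.

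The MEF-senescent signature holds 18 of the 22 macrophage genes, all picked by the study from these same cultures, and the permissive one holds 0. Without the genes of the list, the senescent signature was still lower in 2 lines, the same number as with them. Leaving out 18 of 798 genes could hardly move the test, and other genes of macrophages may remain in the signature. Macrophages in late cultures as the source of the signature, and a lower senescent state of the lines, both allow that value and cannot be told apart. The permissive signature was lower in 0 lines against passages 3 and 4 by fry (1 lower and 3 higher at an unadjusted p under 0.05). The choice of its genes on the reference cultures and a real fall with passage both predict that value and cannot be told apart, because the reference cultures are those on which the genes were chosen.

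In the transformed lines, the macrophage list was higher in 0 lines and lower in 0 by fry. At an unadjusted p under 0.05 it was higher in 0 and lower in 3, by camera with its preset correlation in 0 and 7, and means lay between -3.22 and 0.54. The pooled lines hide a difference between backgrounds. In Hras.Myc and in Bcl2.Myc, 22 of 22 macrophage genes were higher in every ICR than in every OG2 sample, against 0 to 4 of 22 in the other 8 lines. With 2 ICR and 3 OG2 samples, chance puts 10% of genes in that order, and the genes are not independent. In Hras.Myc Lyz2 averaged 57850.5 NTC in ICR and 4.3 NTC in OG2 samples, Csf1r 4292.5 and 154.3 NTC, Cd68 2122.5 and 113.0 NTC, and Tyrobp 1987.5 and 0 NTC. In Bcl2.Myc Lyz2 averaged 10339.3 and 24.5 NTC, and Csf1r 2274.0 and 157.0 NTC. A candidate explanation is macrophages among the cells of the ICR samples. The scores were 11.06 to 11.45 in Hras.Myc and 9.30 to 10.00 in Bcl2.Myc, against 3.81 to 4.23 in their OG2 samples. In Hdac7SA.Myc 1 of 2 OG2 samples had 8.96, so the background is not the whole of it. No sort of these cells is described. The ICR and OG2 samples differ in strain, and cells of the line that express such genes stay open as untested. With ICR samples alone the senescent signature of Hras.Myc was 0.68, and how far the macrophage genes add to it was not tested.

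Sex-linked genes differed between replicates of a line. Over all samples 179 were positive for the Y chromosome, 6 lay between the limits of 5 and 50 NTC and 1 was negative. In the time course of Hdac7SA.E1A the mean of 4 Y-linked genes was 34 to 290 NTC in replicate 1, with Xist at 69740 to 301944 NTC. In replicate 2 the values were 2350 to 6799.8 NTC and 2635 to 8702 NTC. In Hdac7SA.Myc the order was the opposite, with Y-linked genes at 4460 to 8793 NTC and Xist at 116 to 431 NTC in replicate 1. In replicate 2 they were at 0 to 105.5 NTC and 16141 to 72486 NTC. A swap of replicates between the 2 lines was tested without the sex-linked genes. Of the 20 samples, 0 (0 percent) were nearest at their day to the sample of the other line with the same sex-linked pattern, which argues against a swap. The bound set beforehand, 90 percent nearest to the other replicate of their own line, was not met either, with 8 of 20 (40 percent). The other 12 were nearest to the sample of the other line with the same replicate number. At the same day, the difference between replicates correlated between the 2 lines with a median of 0.272 (0.009 to 0.346). A batch shared by samples of 1 replicate number therefore stays open for these 2 lines, although it would not give sex-linked genes of opposite order. The difference between replicates, taken without the sex-linked genes, correlated between days with a median of 0.495 in Hdac7SA.Myc and 0.657 in Hdac7SA.E1A. The replicate numbers may therefore mark separate cell populations kept through the time course, such as cells of embryos of different sex, and a batch kept through the days would raise these correlations as well. Sex was not given for any sample.

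At day 0 mean Xist was higher in the lines with E1A. Its mean of log2(NTC + 10) was 17.30 over the 4 lines with E1A and 13.67 over the other 6, and 1 of the 210 splits of the lines gave a difference as large (exact permutation test, two-sided, p = 0.00476, adjusted p = 0.019 over 16 measures, 4 of 4 lines above every other line). Single samples overlapped, those of Hras.E1A running from 8934 to 301944 NTC and those of SV40T from 8065 to 61027 NTC. In the time course the means were 14.80 and 11.69, and 14 of the 210 splits were as large (exact permutation test, two-sided, p = 0.0667). There Hras.E1A, with 11.88, lay under 3 of the other lines, so the difference did not hold in every line with E1A. Xist sat at the highest value of the table in several samples, which limits how large the difference can be. E1A against the other transgenes is a candidate explanation with that 1 split. The sex of the cells, which raises Xist where more of them are female, stays open.

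Some values belong to no claim. Hdac7 averaged 3567 ± 519.5 NTC (SD, n = 6, 2924 to 4072) in SV40T, a line without an Hdac7 transgene, against 738 to 1039 NTC in wildtype cultures of passages 1 and 2 (log2 fold change 1.93, adjusted p = 2.6e-07, 6 of 6 samples above). Tert was higher in Hras.E1A (1.77, adjusted p = 6.54e-07) and Bcl2.E1A (1.01, adjusted p = 0.00679). In the paper's Supplementary Table 2, the sheet named MEF-senescent lists 807 genes, of which 807 have a higher mean at passages 5 and 6 in the columns of that table and 0 have a positive fold change. The sheet named Reprogramming-permissive lists 719 genes, of which 0 have a higher mean at these passages and 719 a positive fold change.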
